# Toxicogenomic Profiling of 28 Nanomaterials in Mouse Airways

**DOI:** 10.1002/advs.202004588

**Published:** 2021-03-08

**Authors:** Pia A. S. Kinaret, Joseph Ndika, Marit Ilves, Henrik Wolff, Gerard Vales, Hannu Norppa, Kai Savolainen, Tiina Skoog, Juha Kere, Sergio Moya, Richard D. Handy, Piia Karisola, Bengt Fadeel, Dario Greco, Harri Alenius

**Keywords:** airway exposure, immunotoxicity, nanomaterials, nanoparticles, nanotoxicology, toxicogenomics, transcriptomics

## Abstract

Toxicogenomics opens novel opportunities for hazard assessment by utilizing computational methods to map molecular events and biological processes. In this study, the transcriptomic and immunopathological changes associated with airway exposure to a total of 28 engineered nanomaterials (ENM) are investigated. The ENM are selected to have different core (Ag, Au, TiO_2_, CuO, nanodiamond, and multiwalled carbon nanotubes) and surface chemistries (COOH, NH_2_, or polyethylene glycosylation (PEG)). Additionally, ENM with variations in either size (Au) or shape (TiO_2_) are included. Mice are exposed to 10 µg of ENM by oropharyngeal aspiration for 4 consecutive days, followed by extensive histological/cytological analyses and transcriptomic characterization of lung tissue. The results demonstrate that transcriptomic alterations are correlated with the inflammatory cell infiltrate in the lungs. Surface modification has varying effects on the airways with amination rendering the strongest inflammatory response, while PEGylation suppresses toxicity. However, toxicological responses are also dependent on ENM core chemistry. In addition to ENM‐specific transcriptional changes, a subset of 50 shared differentially expressed genes is also highlighted that cluster these ENM according to their toxicity. This study provides the largest in vivo data set currently available and as such provides valuable information to be utilized in developing predictive models for ENM toxicity.

## 1 Introduction

In conventional toxicology, observing the histological changes, immune cell infiltration, phenotypic alterations, or behavioral characteristics after exposures to toxicants helps us to understand the underlying inflammatory responses. Nonetheless, these measures focus on specific endpoints, not revealing detailed molecular mechanisms underlying the toxic immune responses that possibly lead to long term consequences.^[^ ^1^ ^]^ Engineered nanomaterials (ENM) with complex features make classical toxicology approaches challenging as their toxicity is mediated by their physical and chemical properties; including, but not limited to size, shape, surface charge, aspect ratio, and functionalization. A shift from basic toxicity endpoint studies is needed in order to understand ENM mechanisms of toxicity and develop predictive computational models for ENM hazard assessment.^[^ ^1^, ^2^, ^3^ ^]^ For this, toxicogenomics, which seeks to identify relationships between changes in intracellular molecular profiles and exposure to suspected toxicants, provides a great opportunity for the toxicity assessment of ENM.

The problematic assessment of ENM toxicity is mostly due to complex interactions between nanoparticles and biosystems. The cellular uptake and toxic potential of ENM can be considerably altered by changing the surface chemistry of the core material. Different functional groups on the surface of ENM can alter the material properties through changes in the aggregation behavior, surface adsorption, or binding. For example, carboxylation (‐COOH) has been shown to reduce bioactivity and pathogenicity of multiwalled carbon nanotubes (MWCNT) and titanium nanoparticles.^[^ ^4^, ^5^ ^]^ On the other hand, Bonventre et al. reported that aminated (‐NR^3+^) Ag nanoparticles with silica shells and silica nanoparticles are more toxic than the same particles with hydroxyl‐terminated functionalization.^[^ ^6^ ^]^ Another surface modification that has been often tested is ENM functionalization with polyethylene glycosylation (‐PEG). PEG generates a biocompatible hydrophilic surface and has the ability to shield the core particle from immunosurveillance.^[^ ^7^ ^]^

In addition to functionalization associated toxicity, size and shape also direct the relative toxicity of ENM. For example, nano‐sized metal particles including copper oxide (CuO), gold (Au), and silver (Ag) are more toxic than larger particles with the same composition, probably due to enhanced uptake and dissolution when compared to larger particles.^[^ ^8^ ^]^ Due to their industrial utility, titanium dioxide nanoparticles (TiO_2_) are by far the most manufactured nanomaterials. Harmful effects that are dependent on particle shape and size have been documented in several in vitro and in vivo studies. Similar to CuO nanoparticles, the toxic potential of TiO_2_ increases as particle size decreases.^[^ ^9^ ^]^ CuO mechanisms of toxicity include excess reactive oxygen species (ROS) production and cell membrane damage.^[^ ^10^ ^]^ In addition, we, among others, have previously shown that carbon nanotubes elicit immune responses and certain MWCNT cause Th2‐type of inflammation, including strong eosinophilic influx to airways.^[^ ^11^, ^12^ ^]^

The toxicity and inflammatory potential of ENM are commonly investigated individually either in in vitro or in vivo settings. Systems biology and toxicogenomic methods enable identification of more specific exposure signatures that can be used for read‐across to facilitate toxicity screening of the vast array of industrial and medically relevant nanoparticles.^[^ ^13^ ^]^ However, comparison of the toxic effects of different ENM in these scattered studies is very difficult due to large differences in methodologies, models, and exposure protocols. Moreover, the number of studies leveraging omics methodologies to profile the mechanisms of action of more than a handful of ENM, especially in animal models, is limited. In the present study, we have performed by far the largest comparison of transcriptional and phenotypic effects, triggered by exposure to 28 exhaustively characterized ENM, with five different core chemistries and their functionalized counterparts including NH^3+^, COOH, and PEG functional groups. This large multiparametric, toxicological in vivo dataset provides important information about the cellular and molecular perturbations underlying ENM‐induced toxicity, thus facilitating hazard assessment and toxicity predictions.

## 2 Results and Discussion

### 2.1 Immune Cell Influx and Lung Histology Suggest Immunotoxic Potential of Some ENM

Overall study design is shown in Figure S1, Supporting Information. It includes comparison of phenotypic and transcriptional changes elicited by oropharyngeal aspiration exposure to 28 ENM (**Table** **1**) with five different core chemistries and their functionalizations including NH^3+^, COOH, and PEG functional groups. Based on our previous studies, a dose of 10 µg per day for four consecutive days elicits optimal inflammatory responses without more unspecific lung injury‐related responses from excessive material intake and possible agglomeration. Moreover, 4‐day exposure scenario ensures observation of explicit, ENM‐induced effects rather than more general acute effects, taking into account also the possible adaptive ^immunity^ activation.^[^ ^7^, ^12^ ^]^ Surface functionalization of the ENM was proven by X ray photoelectron spectroscopy (XPS), which allowed for detection of bands characteristic to the surface functionalization. Surface functionalization will impact on the charge of the ENM and this was characterized by zeta potential measurements. Notably, the zeta potentials of most of the materials were as expected, with a net negative charge on COOH‐functionalized particles, a lesser negative charge on the PEG, and positive charge of the amine functionalized materials, respectively. However, there were some exceptions with the MWCNT^NH2^ having a negative zeta potential and the TiO2^PEG^ rods with apparent positive charge (Table 1). The zeta potential measurement is based on the electrokinetic charge density of assumed spherical particles and is not intended for high aspect ratio materials such as MWCNT.^[^ ^14^ ^]^ The absolute values of zeta potential are also influenced by the ratio of bulk ions (i.e., NaCl) to particle numbers in the dispersion.^[^ ^15^ ^]^ Thus for MWCNT values should only be considered as a relative measure compared to the core. Nonetheless, the zeta potentials within the MWCNT are in exactly the same ranking as their aggregation behavior in NaCl solution.^[^ ^15^ ^]^ Similar arguments apply to the TiO_2_ rods. Zeta potential differences can be also partly explained by the nature of the ligands used for the different ENM. For CuO, the basic ligand for functionalization is a thiol with a carboxylate end group and PEG was attached forming an ester with the carboxylate. The negative charges for PEG CuO^PEG^ arise from possible residual COOH. For TiO_2_ the basic ligands for functionalization were a silane with an amine group and PEG was attached through an amide while the positive charges are due to non‐modified amines.

**Table 1:** Engineered nanomaterials and their physicochemical properties. *primary particle size was not measurable (below the resolution limits). Modified and reproduced with permission.^[^ ^35^ ^]^ Copyright 2020, Wiley

Particle	Estimated primary size L = µm, D = nm	Z‐potential (in water, [mV])
MWCNT^core^	L: 0.9–1.2/D: 10–15	−24 ± 1
MWCNT^NH2^	L: 0.6–0.9/D: 10–15	−21 ± 1
MWCNT^COOH^	L: 1.2–1.5/D: 10–15	−30 ± 2
MWCNT^PEG^	L: 0.6–0.9/D: 10–15	−2 ± 1
CuO^core^	D: 10–20	14.0 ± 1.2
CuO^NH2^	D: 10–20	27.7 ± 0.5
CuO^COOH^	D: 10–20	−7.3 ± 0.5
CuO^PEG^	D: 10–20	−16.8 ± 0.4
TiO_2_s^core^	D: <4 *	21.5 ± 0.5
TiO_2_s^NH2^	D: <4 *	14.2 ± 0.9
TiO_2_s^COOH^	D: <4 *	21.2 ± 1.3
TiO_2_s^PEG^	D: <4 *	41.1 ± 1.5
TiO_2_r^core^	L: 56.5 ± 25.5/D: 4–15	16 ± 1
TiO_2_r^NH2^	L: 94.8 ± 43.5/D: 4–15	25 ± 3
TiO_2_r^COOH^	L: 77.7 ± 46.6/D: 4–15	−23 ± 1
TiO_2_r^PEG^	L: 69.9 ± 26.7/D: 4–15	26 ± 2
Ag^NR3+^	D: 2–8 and 50–110	44.6 ± 1.6
Ag^COOH^	D: 5–15	−32.5 ± 1.1
Ag^PEG^	D: 2–5,7–15, and 200–100	−10.7 ± 0.4
Au5^NR3+^	D: 1–8	49.0 ± 0.8
Au5^COOH^	D: 1–4	−28.8 ± 0.4
Au5^PEG^	D: 2–6	−16.5 ± 3
Au20^NR3+^	D: 9–20	42.8 ± 10
Au20^COOH^	D: 10–20 and 32–54	−26 ± 3
Au20^PEG^	D: 10–18	−37 ± 3
ND^NH2^	D: <4 *	12 ± 1
ND^COOH^	D: <4 *	−18 ± 1
ND^PEG^	D: <4 *	−5 ± 1

^#^Note, the zeta potential measurement has a size detection limit of 3.8 nm and the values for NDs and spherical TiO_2_ are at the limits of the instrument with respect to primary particle size. The zeta potential values are shown for completeness. Also, to facilitate measurements, zeta potentials were measured in 10 mm NaCl for MWCNT, NDs, and TiO_2_ rods. TiO_2_ spheres were measured at pH 3–4, and CuO at pH 5, in ultrapure water respectively to avoid precipitation at the point of zero charge.

To identify the type of airway inflammation after exposures to 28 ENM, inflammatory cells, namely macrophages, neutrophils, lymphocytes, and eosinophils, were identified and quantified from the bronchoalveolar lavage (BAL) fluid. Significant particle‐specific changes in immune cell infiltration were observed for all four cell types (**Figure** **1**). A substantial increase in macrophage counts was seen after exposures to both spherical (TiO_2_s) and rod‐shaped Titanium dioxide (TiO_2_r) with all different functionalizations (Figure 1A). Although this suggests only a minor effect of chemistry, macrophage influx with TiO_2_r is slightly milder than with TiO_2_s, proposing that the TiO_2_ particle size and shape might have an additional effect on innate immune responses. COOH‐ and PEG‐functionalized Ag nanoparticles also triggered a significant increase in the number of macrophages in BAL fluid, while both unmodified and NH‐functionalized CuO nanoparticles significantly reduced the number of macrophages when compared to untreated control samples.

**Figure 1:**
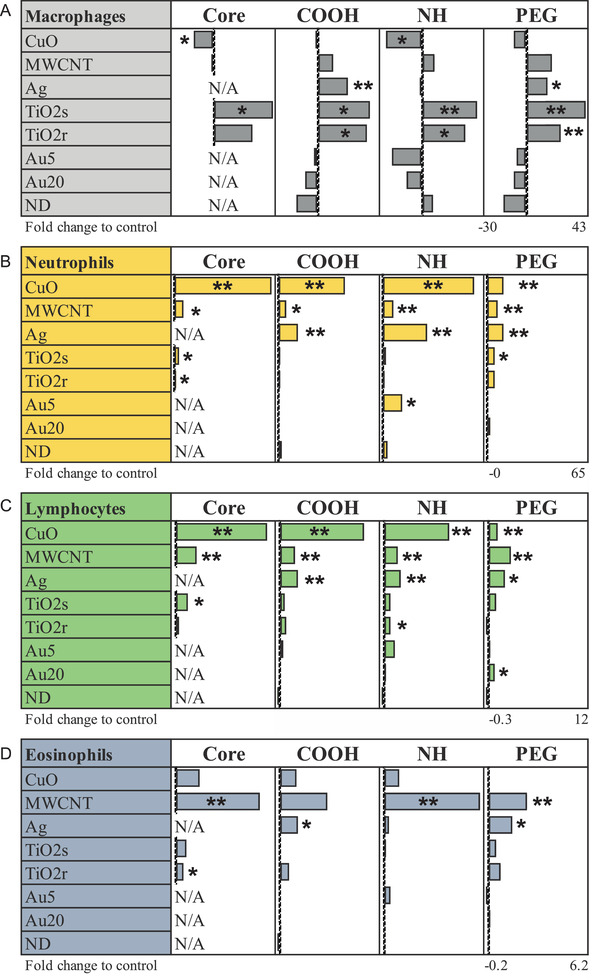
Oropharyngeal aspiration of different ENM induce changes in cell composition of bronchoalveolar lavage (BAL) fluid in mice on day 5. Especially, TiO_2_‐ENM upregulates the number of monocytes, whereas MWCNT induces enhancement of eosinophils, and CuOs neutrophils and lymphocytes in BAL fluid. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 (Two‐tailed, nonparametric Mann−Whitney U). All cell counts are counted from MGG‐stained, cytospinned slides and each group is compared to the appropriate vehicle‐treated control group. BAL cell counts are presented as normalized counts against the corresponding control cell counts. Sample size *n* = 5–8 mice per treatment group.

A few neutrophils and lymphocytes were found in healthy lungs, but an increase in neutrophil infiltration was related to inflammation and to acute/chronic pulmonary diseases.^[^ ^16^, ^17^ ^]^ Neutrophil infiltration and its resulting by‐products such as peroxidases and proteinases can severely damage the lung tissue. Particularly CuO, and to a lesser extent also Ag and MWCNT, were found to induce strong neutrophil and lymphocyte recruitment in the BAL (Figure 1B,C). Out of the other particles, TiO_2_s and TiO_2_r, especially their core forms, and NH‐functionalized Au5 induced slight but significant increase in neutrophil numbers when compared to controls. The toxicity of CuO and Ag could arise from the release of toxic ions from the materials and/or oxidative stress through production of ROS.^[^ ^18^, ^19^, ^20^, ^21^ ^]^ However, free ion toxicity in the BAL seems unlikely as the maximum dissolution rates of the CuO material are <0.4% (3.67, 2.00, 1.81 and 3.71 µg min^–1^ from 800 µg of metal for CuO^core^, CuO^NH2^, CUO^COOH,^ and CuO^PEG^ respectively, see Vassallo et al. 2018. Nonetheless, irritation of sensory nerves during Cu exposure is known to stimulate both adrenergic pathways and cortisol secretion, leading to a wider stress response and inflammation.^[^ ^22^ ^]^ In the case of the Ag materials, metal dissolution was below detection limit (data not shown), and regardless, any dissolved Ag released would rapidly form insoluble chloride complexes in physiological saline.^[^ ^23^ ^]^ Of course, it is theoretically possible for a vehicle effect where the intact particles release a small amount of free metal ion at the cell surface of the neutrophils and lymphocytes. In case of overall neutrophil counts from BAL, the core and NH‐ functionalizations caused the strongest neutrophil influx (Figure 1B). In reverse, PEGylated CuO and Ag, exhibiting milder, although still significant, increase in neutrophil and lymphocyte counts. We have previously reported comparable outcomes in mouse model of allergic airway inflammation with diminished response to CuO^PEG^.^[^ ^7^ ^]^ Almost identical to the neutrophilic response, lymphocyte infiltration to lungs was activated by CuO, MWCNT, and Ag (Figure 1C). Eosinophil infiltration instead, was extensively increased by MWCNT, especially by its core and aminated forms while other materials, including Ag and CuO, demonstrated only slight increase in eosinophil numbers (Figure 1D). Among others, we have previously reported eosinophilic inflammation after exposure to rigid and long MWCNT.^[^ ^11^, ^12^ ^]^ Nonetheless, the eosinophilic Th2‐type response seems to be material specific, since not all MWCNT were activating similar responses.^[^ ^24^ ^]^ The fiber paradigm further suggests that the effect is related to particles high aspect ratio and is dependent on several factors such as diameter, rigidity, and length.^[^ ^25^ ^]^ These, in turn, lead to frustrated phagocytosis, disturbed clearance (biopersistency), and damage of the lung tissue.^[^ ^11^, ^12^ ^]^

Histological assessment revealed the most pronounced inflammation in CuO‐exposed group, consisting of macrophages associated with some degree of neutrophils. No major effect was observed with CuO^NH2^, while carboxylation showed diminished reaction when compared to the CuO^CORE^. CuO^CORE^ was also revealing nuclear dust (karyorrhexis), which is likely related to leukocyte disruption (Figure S2A, Supporting Information).^[^ ^7^, ^26^ ^]^ As observed also in earlier studies, PEGylation was able to diminish the inflammatory response to CuO (Figure S2B, Supporting Information).^[^ ^7^ ^]^ MWCNT displayed a typical reaction involving CNT aggregates, perivascular and peribronchial lymphocytic infiltrates and some eosinophil infiltrates (Figure S2C,D, Supporting Information).^[^ ^11^ ^]^ Interestingly, periodic acid‐Schiff (PAS) positivity was almost completely absent in the MWCNT^CORE^‐exposed lungs (Figure S2E, Supporting Information), while seemingly more pronounced in the MWCNT^NH2^ (Figure S2F, Supporting Information). Carboxylation instead, decreased the reaction of MWCNT, as also seen from non‐significant eosinophil counts in BAL (Figure 1). Mild, or undetectable histological responses were observed in TiO_2_r and TiO_2_s. The rod shaped TiO_2_ particles were detectable in lung macrophages, but interestingly, PEGylation seemed to decrease the material detectability. Rod‐shaped TiO_2_ has been previously reported to cause pulmonary alveolar proteinosis,^[^ ^27^ ^]^ however, proteinosis was not observed from the TiO_2_r exposed lung tissue in the current study.

In summary, we could identify material‐specific cell recruitment to the BAL fluid in mouse lungs. Spherical and rod‐shaped TiO_2_ activate macrophage BAL influx regardless of their functionalization. CuO is a strong inducer of prominent neutrophilic and lymphocyte influxes. Eosinophilic inflammation dominates MWCNT‐induced response. Ag induces infiltration of multiple immune cell types, including neutrophils, lymphocytes, and eosinophils, although histological changes were not detected. Nanodiamond, although visible in the lung tissue, and Au particles, do not exert significant activation or suppression of any of the cell types studied nor changes in the lung tissue. In terms of the surface types, PEGylation dampens inflammatory cell influx when compared to COOH and NH chemistries. However, BAL counts suggest that the underlying strong toxicity of the core chemistry cannot be concealed through protective functionalization.

### 2.2 ENM Cause Distinct Transcriptional Changes in the Airways

Gene expression is fundamental for maintaining the homeostasis of the essential molecular machinery by dynamically adapting to environmental stimuli. Hence, characterizing the molecular signatures related to ENM exposure is necessary to understand the underlying biological mechanisms of adaptation, as well as the unique or shared mechanisms of toxicity.

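Lung RNA was measured 24 h after the last of 4 daily aspirations of 10 µg of ENM in 50 µL of PBS. Each sample was a pool of RNA from mice of the same group, so that the p-values below describe the spread between pools, not between single mice. RNA of 2 samples, labeled with Cy3 or Cy5, was hybridized together on each of 59 Agilent two-color arrays, which held 41 groups of samples. The groups were the 28 ENM, 3 forms of CdTe that the paper does not report, the vehicle control of each of the 9 core materials and a group labeled as anesthesia control, whose exposure is not described. A group held 3 samples, apart from Au5 NR3, TiO_2_s NH2, TiO_2_r PEG, CdTe COOH and the control of Ag, which held 2 each. The control of MWCNT received albumin in PBS by the paper, where its sample titles name serum, and that of ND polyvinylpyrrolidone in PBS. The other controls received plain PBS. For the control of CdTe, which the paper does not describe, this was read from the sample titles, which name PBS without an additive. For arrays, the number of samples limits the precision, not a count of reads. The median signal of a sample was 74.5 to 166 intensity units in Cy3 and 110 to 192.5 in Cy5. Between 49.6% and 74.1% of the probes were well above background in Cy3 and 59.9% to 70.6% in Cy5. The authors extracted the signals with Agilent Feature Extraction and deposited a table of log2 values that had been quantile normalized. The deposited scanner output was processed here without background correction. The paper names dye and array as the technical variation that it removed with ComBat, and array was read here as the slide, with the single array as an alternative. That alternative removed the mean of the 2 samples of an array without counting these means in the fit, so that its p-values are too small. Probes above the 75% quantile of the negative controls in at least 85% of the samples were quantile normalized on the log2 scale, corrected for dye and slide with ComBat while keeping the group, and summarized by the median per gene. This left 18036 named genes, which were tested with limma, with the correlation of 0.0639 between the samples of an array in the model. A gene was called as DEG at a log2 fold change of at least 0.58 in size and an adjusted p below 0.05, and only such genes are said below to have risen or fallen. Values given as a ± b are log2 fold changes over the control with the standard error of limma. Without the correction, slide accounted for 10.8% of the first and 19.1% of the second principal component, dye for 1.7% and 1.6% and the group for 90.2% and 37.7%. These shares were not adjusted for the number of levels. By chance alone, 41 groups take up more variance than 8 slides or 2 dyes, so that the shares cannot be ranked against each other. Of 31 comparisons, 14 had a slide with samples of both groups, 1 of each. In a test chosen after the result was seen, MWCNT PEG and its control were paired within the 3 slides that held both, without a correction, and limma called 246 genes, against 266 in the fit of all samples. Where the median of the mitosis or cytokine list was at least 0.2 in size in that fit, it had the same sign within the slide in 14 of 14 and 16 of 17 cases, the exception being the cytokines of Au5 PEG at -0.25 on one slide and 2.07 on another. Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01, and where a call was lost with a correlation estimated from the residuals, that p is given beside it. Calls without such a p stayed below 0.05 there, but often at a far larger p. For heat shock genes in TiO_2_r NH2, camera gave an adjusted p of 5.05e-10 at the preset and 0.0136 at the estimated correlation.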

In order to identify the most biologically relevant transcriptomic changes, we compared the gene expression profiles from exposed mice lung and corresponding controls and implemented a cut‐off of 1.5‐fold change at a maximum FDR of 5%, for a gene to be considered as significantly differentially expressed (DEG). In line with the BAL cell counts, gene expression profiling revealed that CuO (3599 DEG) and MWCNT (1544 DEG) triggered the most drastic changes in the transcriptome amongst all the studied 28 ENM (**Figure** **2**A and Figure S1A, Supporting Information). 

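In lungs exposed to CuO CORE, the largest rises were in acute phase genes and chemokines. Saa3 and Saa1, serum amyloid genes, rose by 5.62 ± 0.99 and 5.48 ± 0.79 on the log2 scale, and Cxcl5, a neutrophil attractant, by 4.90 ± 0.65 (n = 3 against 3). The monocyte attractants Ccl2 and Ccl7 rose by 4.85 ± 0.58 and 4.79 ± 0.51, with 3.12e-06 as the largest adjusted p of these genes. Of 16 acute phase genes, 13 rose, none fell and 3 did not pass the test (13 and none when adjusted over the list alone, camera adjusted p = 3.74e-10, adjusted p = 0.0907 with an estimated correlation). Of 25 inflammatory cytokines and chemokines, 21 rose, 1 fell and 3 did not pass the test (21 and 1 when adjusted over the list alone, camera adjusted p = 8.96e-14, adjusted p = 0.0803 with an estimated correlation). Of 14 markers of resident alveolar macrophages, none rose, 9 fell and 5 did not pass the test (none and 9 when adjusted over the list alone, camera adjusted p = 3.99e-16). Fabp1, Ear2 and Ear1 of this list, a fatty acid binding protein and a pair of ribonucleases, fell by 2.76 ± 0.24, 2.34 ± 0.17 and 2.29 ± 0.17. Markers of monocytes and interstitial macrophages rose in 15 of 19 cases, 15 when adjusted over the list alone (camera adjusted p = 4.26e-13), among them Ms4a7 at 2.31 ± 0.31 and Cd14 at 1.91 ± 0.30. After MWCNT NH2, genes of the type 2 response and of mucus were prominent. Ccl24, an eosinophil attractant, rose by 2.82 ± 0.55 and Arg1, an enzyme of alternatively activated macrophages, by 2.83 ± 0.52 (largest adjusted p = 0.000109). Of 17 type 2 genes, 12 rose, none fell and 5 did not pass the test (12 and none when adjusted over the list alone, camera adjusted p = 1.05e-12). Of 8 goblet cell and mucus genes, 6 rose, none fell and 2 did not pass the test (7 and none when adjusted over the list alone, camera adjusted p = 1.03e-08), with Slc26a4, a chloride transporter, at 3.13 ± 0.42 and Muc5ac, a gel-forming mucin, at 2.19 ± 0.36. Eosinophil markers gave 3 rises among 7 genes, 3 when adjusted over the list alone (camera adjusted p = 0.0154, adjusted p = 0.228 with an estimated correlation), Prg2 at 1.52 ± 0.33 among them. Summed over the 4 forms of each core, limma called 3889 DEG for CuO and 1674 for MWCNT, more than for any other core of the 28 ENM. For CuO CORE alone, 1656 genes passed, 1135 of them higher. With 75th percentile scaling in place of quantile normalization, 958 were higher and 939 lower. With ComBat by array in place of slide, the sums were 8875 and 3632, with 6307 for spherical TiO_2_, 5322 for Ag and 3760 for rod-shaped TiO_2_. The p-values of that setting are too small, so that its counts do not rank the ENM. The sums for CuO and MWCNT were 7065 and 2796 with the background-corrected processed signal. The eosinophil list had an adjusted p of 0.125 without replicate 1 of MWCNT NH2, without passing. The eosinophil list had an adjusted p of 0.178 in MWCNT NH2 with ComBat by array, and did not pass. From its own counts, the paper states that CuO and MWCNT triggered the most drastic changes in the transcriptome, parallel to its BAL cell counts.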

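The responses to Ag, TiO_2_, Au and ND differed in extent. After TiO_2_s CORE, Cxcl5 and Ly6i, a surface protein of myeloid cells, rose by 3.86 ± 0.65 and 3.06 ± 0.41 (n = 3 against 3, largest adjusted p = 9.19e-05). After TiO_2_r CORE, Cxcr1, a receptor for neutrophil-attracting chemokines, rose by 1.25 ± 0.21, while Nr4a1, an immediate early gene, fell by 0.94 ± 0.20 (n = 3 against 3, largest adjusted p = 0.0117). After ND PEG, Tspan4, a tetraspanin, rose by 0.66 ± 0.12 and Spag11b, a defensin-like gene, had a value of -1.28 ± 0.22 (n = 3 against 3, adjusted p = 0.00252 and 0.00161). Spag11b was the only DEG of ND COOH, at -1.37 ± 0.22 (adjusted p = 0.000347), and all 3 samples of ND COOH were on 1 slide. No gene passed for ND NH2 with limma, where 1092 genes had an unadjusted p below 0.05. The acute phase list had 3 of 16 genes higher in TiO_2_s CORE (7 when adjusted over the list alone, camera adjusted p = 1.74e-06, adjusted p = 0.364 with an estimated correlation), and none in ND PEG (5 when adjusted over the list alone, camera adjusted p = 1.71e-09, adjusted p = 0.232 with an estimated correlation). Summed over their forms, DEG numbered 617 for Ag, 865 for TiO_2_s, 49 for TiO_2_r, 69 for Au5, 49 for Au20 and 9 for ND. Without replicate 1 of the TiO_2_r control the sum of TiO_2_r was 1310, and without replicate 1 of ND PEG that of ND was 96. With dye and slide as model terms in place of ComBat, the sums were 364 for Ag, 397 for TiO_2_s, 6 for TiO_2_r, 40 for Au5, 28 for Au20 and 4 for ND. Tspan4 was at 0.59 and Spag11b at -1.11 and the acute phase list had an adjusted p of 0.533 without replicate 3 of ND PEG, which ended these calls. Nr4a1 was at -0.75 in TiO_2_r CORE without replicate 2 of the TiO_2_r control, without passing. Spag11b was at -1.11 in ND COOH without replicate 3 of the ND control, and did not pass. Spag11b was at -1.29 in ND PEG and -1.36 in ND COOH, Cxcl5 was at 3.85 in TiO_2_s CORE, and Nr4a1 was at -0.93 in TiO_2_r CORE with each core fitted alone with its control, which ended these calls. Tspan4 was at 0.64 in ND PEG with no correction for dye and slide, without passing.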

Next, intermediate changes in gene expression levels were observed with Ag (639 DEG), TiO_2_s (577 DEG), and TiO_2_r (209 DEG), while only modest changes were observed for Au5 (97 DEG), Au20 (53 DEG), and ND (5 DEG) particles (**Figure** **3**A). It is also evident that PEGylation caused drastically less gene expression changes compared to other functionalizations.

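PEGylated forms were also tested directly against another form of the same core, which sets the control group aside. Against MWCNT CORE, MWCNT PEG had lower Ccl24 at -2.60 ± 0.55 and higher Dbp, an output gene of the circadian clock, at 1.79 ± 0.30 (n = 3 against 3, largest adjusted p = 0.0095). Of the 17 type 2 genes, none rose, 1 fell and 16 did not pass the test (none and 7 when adjusted over the list alone, camera adjusted p = 5.62e-09, adjusted p = 0.0818 with an estimated correlation). Against Ag COOH, Ag PEG had lower Cxcl1, a neutrophil attractant, at -2.06 ± 0.50, and Il6 at -1.89 ± 0.43, and higher Nr1d2, a clock repressor, at 1.05 ± 0.16 (n = 3 against 3, largest adjusted p = 0.0153). Of 25 inflammatory cytokines and chemokines, none rose, 9 fell and 16 did not pass the test (none and 14 when adjusted over the list alone, camera adjusted p = 4.66e-11, adjusted p = 0.556 with an estimated correlation). The directly tested differences held 40 DEG for MWCNT, 20 of them lower with PEG, and 82 for Ag, 66 of them lower with PEG. For Ag, 4 of 10 splits of these samples into groups of the same sizes, the real split included, gave as many genes. Against the controls, PEGylated forms had 266 DEG for MWCNT, 132 for CuO, 466 for TiO_2_s, 5 for TiO_2_r, 76 for Ag, 8 for Au5, 16 for Au20 and 8 for ND. TiO_2_s PEG had the most DEG of the TiO_2_s forms, but 42 without its replicate 3, and 60 when its core and control were fitted alone. The difference within Ag was 25 without replicate 2 of Ag PEG and 478 without replicate 2 of Ag COOH, and that within MWCNT was 1 without correction for dye and slide. Cxcl1 was at -1.63 and Il6 at -1.76 in Ag PEG against Ag COOH without replicate 2 of Ag PEG, so that these calls were lost. Ccl24 was at -1.89 in MWCNT PEG against MWCNT CORE without replicate 2 of MWCNT CORE, which ended the call. Ccl24 was at -2.17 and Dbp at 1.60 in MWCNT PEG against MWCNT CORE and Cxcl1 was at -1.94 and Il6 at -1.86 in Ag PEG against Ag COOH with no correction for dye and slide, and none of these passed. The cytokine list had an adjusted p of 0.0681 in Ag PEG against Ag COOH with ComBat by array, and did not pass.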

**Figure 2:**
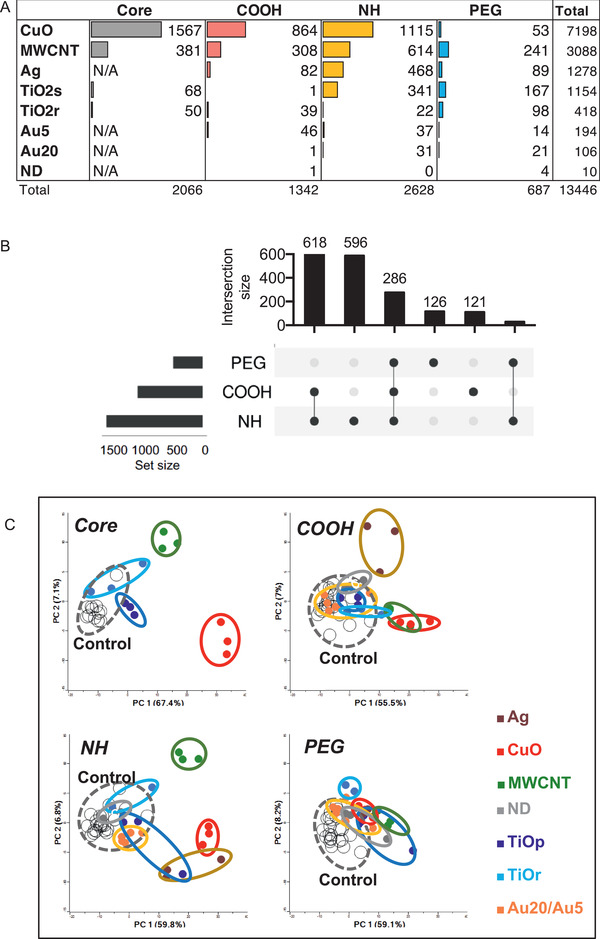
Different ENM cause varying numbers of differentially expressed genes (DEG) in mouse lungs, and changes the distribution of exposed samples in PCA. A) The number of DEG based on different ENM chemistries is the largest for the core and aminated (NH) ENM. B) Among the functionalizations, NH‐materials have the greatest number of DEG. Carboxylated (COOH) and the pegylated (PEG) ENM have the lowest number of DEG. The number of DEG based on ENM functionalization is shown in the Upset plot. C) The effects of different functionalizations are also demonstrated in PCAs. Genes were considered significantly differentially expressed with a fold change >|1.5| and Benjamini & Hochberg adjusted *p* < 0.05.

**Figure 3:**
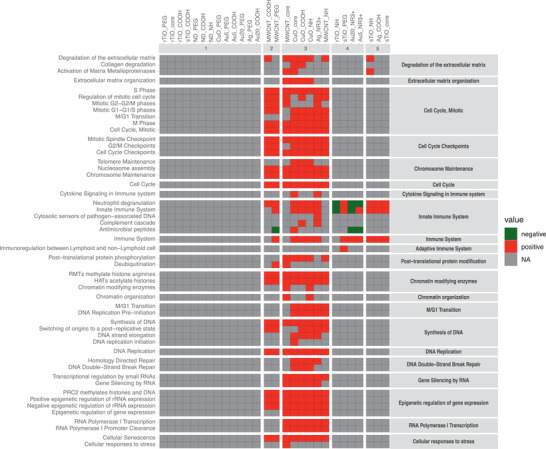
REACTOME pathway analysis shows the greatest pathway enrichment after exposure to CuO and MWCNT. Minimum of three genes per pathway were clustered by similarity (jaccard, complete linkage) and by materials at the second REACTOME level, *p* < 0.05.

The core particles induced the highest number of DEG when compared to their derivatives (Figure S3B, Supporting Information). 

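Aminated and carboxylated CuO changed acute phase genes and alveolar macrophage markers in the directions seen with CuO CORE. Saa1 rose by 4.40 ± 0.79 with CuO NH2 and 3.25 ± 0.79 with CuO COOH, and Cidec, a lipid droplet gene of alveolar macrophages, fell by 2.39 ± 0.16 and 1.62 ± 0.16 (n = 3 against 3, largest adjusted p = 0.00113). Of the 16 acute phase genes, 12 rose with CuO NH2 (13 when adjusted over the list alone, camera adjusted p = 5.08e-10, adjusted p = 0.0934 with an estimated correlation) and 9 with CuO COOH (9 when adjusted over the list alone, camera adjusted p = 3.59e-06, adjusted p = 0.279 with an estimated correlation). Alveolar macrophage markers fell in 10 of 14 cases with CuO NH2 (10 when adjusted over the list alone, camera adjusted p = 6.54e-26) and in 7 with CuO COOH (7 when adjusted over the list alone, camera adjusted p = 2.56e-10). CuO had 1185 DEG aminated and 916 carboxylated, fewer than CuO CORE. For MWCNT, the core form had 426 DEG, the aminated 640 and the carboxylated 342. TiO_2_s had 68 DEG as core, 330 aminated and 1 carboxylated, and TiO_2_r had 17, 5 and 22 in the same order. Tested directly, CuO NH2 and CuO CORE differed in no gene with limma, with 941 genes at an unadjusted p below 0.05. For the TiO_2_r forms, the counts reached 435 for the core, 21 aminated and 535 carboxylated without replicate 1 of the control. The count of MWCNT COOH was 108 without its replicate 2 and 184 without correction for dye and slide.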

Of the functionalizations, NH‐group induced the most changes in DEG number, followed by carboxylation and then PEGylation (Figure 2B). 

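After TiO_2_s NH2, Saa3 rose by 5.43 ± 1.11 and Orm1, an acute phase glycoprotein, by 3.83 ± 0.79 (n = 2 against 3, limma, largest adjusted p = 0.00113). Of 16 acute phase genes, 12 rose, none fell and 4 did not pass the test (12 and none when adjusted over the list alone, camera adjusted p = 4.89e-16, adjusted p = 0.0547 with an estimated correlation). After CuO NH2, Ccl7 rose by 4.06 ± 0.51 and Ear2 fell by 2.45 ± 0.17 (n = 3 against 3, largest adjusted p = 8.72e-10), and of 25 cytokines and chemokines, 15 rose, 1 fell and 9 did not pass the test (16 and 1 when adjusted over the list alone, camera adjusted p = 8.13e-09, adjusted p = 0.191 with an estimated correlation). Among carboxylated forms, Ccl2 rose by 3.68 ± 0.65 after Ag COOH, and Slc26a4 by 2.85 ± 0.42 and Retnla, an effector of the type 2 response, by 2.42 ± 0.54 after MWCNT COOH (n = 3 against 2 and 3 against 3, limma, largest adjusted p = 0.00235). Summed over the cores, limma called 2688 DEG for aminated, 1389 for carboxylated, 977 for PEGylated and 2167 for core forms, where Ag, Au5, Au20 and ND had no core form. These sums count a gene once for each ENM in which it passed. The PEG sum was 610 without replicate 3 of TiO_2_s PEG and 1988 with the processed signal. With ComBat by array, the sums were 10649 for PEGylated, 7906 for aminated and 7169 for carboxylated forms. The p-values of that setting are too small, so that these sums do not rank the surface groups. Saa3 was at 3.43 and Orm1 at 1.52 without replicate 1 of TiO_2_s NH2, which ended these calls. Saa3 was at 5.39 and Orm1 at 3.84 in TiO_2_s NH2 with each core fitted alone with its control, and none of these passed.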

When all the 28 particles were compared, NH‐functionalizations induced changes in a set of unique DEG (596) and additionally shared the largest number of DEG with COOH groups (618) (Figure 2B and Figure S3A, Supporting Information). 

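The genes called with aminated ENM alone included Agr2, Reg3g and enzymes of cholesterol synthesis. Agr2, a disulfide isomerase of mucus-producing cells, rose by 3.10 ± 0.63 and Reg3g, an antimicrobial lectin, by 2.89 ± 1.00 after MWCNT NH2 (n = 3 against 3, largest adjusted p = 0.0369). Of 16 genes of cholesterol synthesis, 6 were in this part (Fisher's exact test, adjusted p = 0.000134), as were 3 of 10 markers of alveolar type 1 cells (adjusted p = 0.0484). Genes shared by aminated and carboxylated ENM but not PEGylated ones included Itln1, an intelectin of the type 2 response, at 2.90 ± 0.56 after MWCNT NH2, and Spp1, an osteopontin of activated macrophages, at 2.62 ± 0.33 after CuO NH2. Fpr1, a formyl peptide receptor of phagocytes, fell by 2.21 ± 0.20 in the same group. This shared part held 10 of 22 matrix proteins (adjusted p = 8.31e-09), 8 of 17 type 2 genes (adjusted p = 1.42e-07) and 11 of 34 DNA replication genes (adjusted p = 3.88e-08). In all, 495 genes were called with aminated ENM alone, 323 of them rising and 171 falling, and 517 were shared with carboxylated ENM alone. Of the 517, 473 passed with CuO NH2 and 476 with CuO COOH, and of the 495, 285 with CuO NH2. These parts therefore follow the CuO core to a large extent. In the same direction, 931 genes were called with both aminated and carboxylated ENM, against 57.5 for independent lists of these sizes, and part of the excess may come from the shared controls. Simulated groups without a true change that shared the same controls gave at most 1 gene in the part of aminated ENM and 0 in that shared with carboxylated ENM alone. As these hold no effects, they do not address an excess from shared controls or shared cores. Belonging to one part says only where a gene passed the thresholds, and the difference between the surface groups was not tested gene by gene. With the processed signal, the parts held 934 and 870 genes. Reg3g was at 2.60 in MWCNT NH2 and the alveolar type 1 list had an adjusted p of 0.0565 among genes of aminated ENM alone without replicate 1 of the MWCNT control, so that these calls were lost. The type 2 list had an adjusted p of 0.261 among genes shared by aminated and carboxylated ENM without replicate 2 of MWCNT COOH, which ended the call. The cholesterol synthesis and alveolar type 1 lists had adjusted p of 0.45 and 1 among genes of aminated ENM alone and the matrix protein and type 2 lists had adjusted p of 0.801 and 0.801 among genes shared by aminated and carboxylated ENM with ComBat by array, and none of these passed. Reg3g was at 2.68 in MWCNT NH2 with no correction for dye and slide, and did not pass.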

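Genes called with PEGylated ENM and with both other surface groups included genes of cell division, of the acute phase and of alveolar macrophages. Ly6i, a surface protein of myeloid cells, rose by 4.14 ± 0.46 after Ag NR3 and 2.91 ± 0.46 after Ag PEG (limma, largest adjusted p = 2.38e-05). Saa3 rose by 6.13 ± 1.11 after Ag COOH and Cxcl5 by 2.93 ± 0.65 after MWCNT PEG, and Fabp1, a fatty acid binding protein of alveolar macrophages, fell by 1.22 ± 0.24 after MWCNT PEG and 2.55 ± 0.24 after CuO NH2. Of the 14 alveolar macrophage markers, 7 were in this part (Fisher's exact test, adjusted p = 7.18e-08), and of 19 monocyte and interstitial macrophage markers 9 (adjusted p = 1.63e-09). The part also held 31 of 41 mitosis genes (adjusted p = 2.7e-41) and 8 of 16 acute phase genes (adjusted p = 8.36e-09). PEGylated and aminated ENM shared a further 111 genes, among them 8 of 21 neutrophil markers (adjusted p = 1.55e-11), 5 of 17 granule and antimicrobial genes (adjusted p = 7.99e-07) and 6 cytokines and chemokines (adjusted p = 1.95e-07). An example was Acod1, an itaconate-forming enzyme of activated macrophages, which rose by 3.88 ± 0.95 with TiO_2_s PEG. PEGylated and carboxylated ENM without aminated ones shared 12 genes, but 226 without replicate 1 and 164 without replicate 3 of the TiO_2_r control. The part shared with aminated ENM held 28 genes without replicate 3 of TiO_2_s PEG and 20 when each core was fitted with its own control. The neutrophil, granule and cytokine lists had adjusted p of 0.295, 0.295 and 0.0656 among genes shared by aminated and PEGylated ENM without replicate 1 of TiO_2_s NH2, which ended these calls. Acod1 was at 2.33 without replicate 3 of TiO_2_s PEG, without passing. The neutrophil, granule and cytokine lists had adjusted p of 0.418, 0.418 and 0.418 among genes shared by aminated and PEGylated ENM and Acod1 was at 3.21 in TiO_2_s PEG with no correction for dye and slide, so that these calls were lost. Saa3 was at 5.70 in Ag COOH with dye and slide as model terms, which ended the call. Ly6i was at 2.95 in Ag PEG with each core fitted alone with its control, without passing.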

PEGylated materials shared only 286 DEG with NH and COOH suggesting its lesser reactivity in in vivo settings. We next studied the similarity of the DEG between distinct ENM. 

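Along the first principal component of all genes, which held 40.2% of the variance, CuO, MWCNT and Ag lay farthest from their controls among the aminated forms of the 28 ENM. This component was taken over all samples, CdTe included, and CdTe COOH and CdTe PEG lay at its far end with scores of 62 and 62.9. Over the 28 ENM and their controls without CdTe, the first component held 32.1%, and its scores are not given here. CuO NH2 had a score of 23.6 ± 1.2 (SD, n = 3) against -16.6 ± 2.6 (SD, n = 3) in its control. MWCNT NH2 scored 16.1 ± 6.1 (SD, n = 3) against -14 ± 4.3 (SD, n = 3), and Ag NR3 13.5 ± 13.2 (SD, n = 3) against -15.9 ± 0.8 (SD, n = 2). The remaining aminated ENM differed from their controls by 24.2 for TiO_2_s NH2, 9.6 for TiO_2_r NH2, 10.4 for Au5 NR3, 2 for Au20 NR3 and -0.2 for ND NH2. In aminated ENM and their controls alone, the first component held 34.6% of the variance over all genes and 63.9% over the DEG of these ENM. The ComBat correction kept the group means apart by design, and without any correction the first component of all samples held 34.5%.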

Principal component analysis (PCA) (Figure 2C) showed especially NH functionalized CuO, MWCNT, and Ag clustering separately from the controls. However, much less difference was seen between controls and PEG functionalized materials (Figure 2C).

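PEGylated ENM scored higher than their controls by 20 for MWCNT PEG, 12.9 for CuO PEG, 25.7 for TiO_2_s PEG, 3.1 for TiO_2_r PEG, 11.8 for Ag PEG, 6.2 for Au5 PEG and 9.2 for ND PEG, and differed by -1.7 for Au20 PEG. The samples of TiO_2_s PEG had an SD of 19.7 around a score of 6.4 (n = 3), and those of ND PEG an SD of 13.9 around -2.8 (n = 3), so that these differences rest on unlike samples. The same holds for Au5 PEG, with an SD of 11.5 (n = 3), and for Au20 PEG, whose control had an SD of 13.3 (n = 3). Among core forms, the difference was 48.5 for CuO CORE, 24.6 for MWCNT CORE, 14.3 for TiO_2_s CORE and 6.1 for TiO_2_r CORE. In PEGylated ENM and their controls alone, the first component held 25.5% of the variance over all genes and 59.4% over the DEG of these ENM. No test compared the scores of PEGylated and aminated ENM.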

Based on the DEG counts and the PCA similarities (Figure 2 and Figure S4, Supporting Information), functionalization weakens the particle reactiveness compared to core material. Furthermore, amination causes only a slight attenuation of gene expression, and in some cases, it even enhances the particle reactivity, especially after exposure to MWCNT and Ag. This suggests that amination has a significant effect on how the particles are sensed in the airways. 

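Ag NR3 had lower expression of alveolar macrophage genes than Ag COOH. Ear1, Ear2 and Siglecf, a lectin receptor of alveolar macrophages and eosinophils, fell by 1.79 ± 0.17, 1.79 ± 0.17 and 1.61 ± 0.13 (n = 3 against 3, largest adjusted p = 2.46e-13). Of 14 alveolar macrophage markers, none rose, 11 fell and 3 did not pass the test (none and 12 when adjusted over the list alone, camera adjusted p = 5.3e-78). Genes of cholesterol synthesis rose in 4 of 16 cases (4 when adjusted over the list alone, camera adjusted p = 1.09e-19), among them Idi1, an isomerase of this route, by 0.71 ± 0.12. In all, 58 genes differed, 43 of them lower with Ag NR3. Of 10 splits of these samples into groups of the same sizes, the real split included, 5 gave as many genes. MWCNT NH2 and MWCNT CORE differed in no gene with limma, with 1201 genes at an unadjusted p below 0.05. As a list, 41 mitosis genes were higher with MWCNT NH2 than with the core by a median of 0.33, and none passed singly (camera adjusted p = 1.08e-11, adjusted p = 0.648 with an estimated correlation). The Ag difference held 395 genes without replicate 2 of Ag COOH and 21 when Ag was fitted alone. Idi1 was at 0.45 in Ag NR3 against Ag COOH and the mitosis list had an adjusted p of 0.857 in MWCNT NH2 against MWCNT CORE with ComBat by array, so that these calls were lost. The paper proposes from its counts of DEG and the similarities in its PCA that amination has a significant effect on how the particles are sensed in the airways.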

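Carboxylated CuO was compared with CuO CORE directly. Cxcl5 fell by 2.68 ± 0.65 and Cxcl13, a B cell attractant, by 1.90 ± 0.51, while Fabp1, which fell with the core, was higher by 1.01 ± 0.24 and Krt79, a keratin, by 0.92 ± 0.15 (n = 3 against 3, largest adjusted p = 0.0494). Of 25 cytokines and chemokines, none rose, 3 fell and 22 did not pass the test (none and 16 when adjusted over the list alone, camera adjusted p = 8.41e-18, adjusted p = 0.125 with an estimated correlation). Of 14 alveolar macrophage markers, 5 rose, none fell and 9 did not pass the test (5 and none when adjusted over the list alone, camera adjusted p = 1.37e-11). Clock genes differed as well, with 6 of 19 higher and 1 lower (7 and 2 when adjusted over the list alone, camera adjusted p = 4.49e-08), Nr1d1, a repressor of the clock, by 1.05 ± 0.24. The direct difference held 51 DEG, 24 of them lower with CuO COOH, and 5 without replicate 3 or 109 without replicate 1 of CuO COOH. Over the other ways of processing, 2 to 319 genes differed. MWCNT COOH and MWCNT CORE differed in no gene with limma, with 574 genes at an unadjusted p below 0.05. Cxcl5 was at -2.29, Cxcl13 at -1.76, Fabp1 at 0.69 and Nr1d1 at 0.89 in CuO COOH against CuO CORE without replicate 3 of CuO COOH, which ended these calls. Cxcl5 was at -2.06, Cxcl13 at -1.46, Fabp1 at 1.00 and Nr1d1 at 0.90 in CuO COOH against CuO CORE with no correction for dye and slide, and none of these passed.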

In reverse, carboxylation and especially PEGylation reduced the particle reactivity as identified by the number of DEG. The most dramatic difference between functionalizations is seen with CuO, where 1567 DEG of CuO^core^ was diminished to only 53 DEG in CuO^PEG^. This observation is in line with the results obtained on BAL fluid cell counts and neutrophil infiltration, as well as in the previous study by Ilves et al.^[^ ^7^ ^]^ On the other hand, when the core chemistry is non‐toxic or inert, the functionalization alone is not able to induce drastic changes, as observed with Au and nanodiamond particles and their functionalized derivatives. 

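Among the genes that separated CuO PEG from CuO CORE were those of acute inflammation and of alveolar macrophages. Acod1, an itaconate-forming enzyme of activated macrophages, fell by 3.63 ± 0.95, Cxcl10, an interferon-induced chemokine, by 3.14 ± 0.56 and Saa1 by 3.08 ± 0.79, while Fabp1 and Ear1 were higher by 2.05 ± 0.24 and 1.76 ± 0.17 (n = 3 against 3, largest adjusted p = 0.00257). Of 25 inflammatory cytokines and chemokines, 1 rose, 17 fell and 7 did not pass the test (1 and 19 when adjusted over the list alone, camera adjusted p = 1.63e-12, adjusted p = 0.0999 with an estimated correlation). Of 16 acute phase genes, none rose, 12 fell and 4 did not pass the test (none and 12 when adjusted over the list alone, camera adjusted p = 1.86e-05, adjusted p = 0.309 with an estimated correlation). Of 14 alveolar macrophage markers, 8 rose, none fell and 6 did not pass the test (8 and none when adjusted over the list alone, camera adjusted p = 3.86e-18). Of 24 interferon response genes, none rose, 17 fell and 7 did not pass the test (none and 17 when adjusted over the list alone, camera adjusted p = 1.13e-14, adjusted p = 0.0793 with an estimated correlation). Tested directly, 1036 genes differed, 323 of them higher with CuO PEG and 713 lower. With ComBat by array, 1628 genes differed, and with the processed signal 1691. The acute phase list had an adjusted p of 0.0791 in CuO PEG against CuO CORE with ComBat by array, and did not pass. The paper reasons from the fall in the count of DEG that PEGylation reduced the reactivity of CuO, as in its BAL counts.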

Indeed, nanodiamonds are intensely studied and utilized in biomedical applications due to their chemical inertness and minimal toxicity.^[^ ^26^, ^27^ ^]^

### 2.3 ENM Exposure Potency Reflects Inflammatory Cell Infiltration

BAL is a widely used diagnostic method to detect and evaluate lung related diseases.^[^ ^28^, ^29^ ^]^ Transcriptional profiling is also utilized in biomarker discovery for risk assessment of chemicals and nanomaterials.^[^ ^30^, ^31^ ^]^ As observed from the BAL cell counts and the number of DEG, the cellular and molecular responses seem to have similar trend: the more BAL cells, the more expression changes (DEG count). Thus, we further tested the associations between BAL cell counts, the number of DEG, and nanomaterial zeta potential by statistical analyses (**Table** **2**). A modest correlation (r: 0.56) between the total number of BAL cells and the total number of DEG was observed, but a very strong correlation (r: 0.91 and r: 0.91) was evident between the total number of DEG and the number of neutrophils and lymphocytes, respectively. Correlation between BAL cell number and number of DEG suggests that the more cells recruited, the more signaling cascades are activated, supporting a prominent role of the inflammatory response due to EMN exposure. 

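Over the 28 ENM, the count of DEG and the zeta potential of the paper's Table 1 had a Pearson correlation of 0.14 (permutation test, two-sided, p = 0.474, adjusted p = 0.65) and a Spearman correlation of 0.06 (p = 0.743, adjusted p = 0.929). Without Au5 NR3 and Ag NR3, whose zeta potentials lie farthest from the median, r was 0.17. Rising and falling DEG each gave an r of 0.14. Since CuO and MWCNT lie apart from the other ENM in their counts, r was also taken within each set. It was 0.74 over the 8 forms of CuO and MWCNT (exact permutation test, p = 0.0342, adjusted p = 0.327) and 0.43 over the other 20 (permutation test, p = 0.0654, adjusted p = 0.327). Within a surface group of 8 ENM, r was -0.26 for aminated, 0.11 for carboxylated and 0.60 for PEGylated forms (exact permutation test, adjusted p = 0.65, 0.822 and 0.37). None of these 10 relations passed the adjustment.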

The zeta potential of ENM did not significantly correlate with BAL cells or DEG counts.

**Table 2:** Cell numbers correlate along DEG. Pearsson correlation analysis shows that the number of neutrophils and lymphocytes is highly correlating with the number of up‐ and down‐regulated genes

	Z.potential	DEG_up	DEG_down	DEG_total	BALcells_total	MQ	Neutrophils	Eosinophils	Lymphocytes
Z.potential	1.00	−0.18	−0.25	−0.22	0.06	0.15	−0.06	−0.24	0.10
DEG_up	−0.18	1.00	0.93	0.98	0.74	−0.14	0.94	0.10	0.36
DEG_down	−0.25	0.93	1.00	0.98	0.66	−0.09	0.85	−0.10	0.08
DEG_total	−0.22	0.98	0.98	1.00	0.72	−0.12	0.91	0.00	0.23
all_cells_total	0.06	0.74	0.66	0.72	1.00	0.47	0.71	0.06	0.40
MQ	0.15	−0.14	−0.09	−0.12	0.47	1.00	−0.27	0.01	−0.26
Neutrophils	−0.06	0.94	0.85	0.91	0.71	−0.27	1.00	−0.03	0.55
Eosinophils	−0.24	0.10	−0.10	0.00	0.06	0.01	−0.03	1.00	0.25
Lymphocytes	0.10	0.36	0.08	0.23	0.40	−0.26	0.55	0.25	1.00

In order to uncover differences or similarities in the perturbed biological functions associated with ENM exposures to mice lungs, pathway enrichment analyses were performed on identified DEG (Figure 3 and Figure S5, Supporting Information). 

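In CuO and MWCNT, the fixed gene lists past the threshold of camera covered inflammation, macrophage activation and proliferation. Of 51 lists, 27 passed for CuO CORE, 26 for CuO NH2, 24 for CuO COOH and 20 for CuO PEG, and 25 to 26 for MWCNT CORE, MWCNT NH2 and MWCNT COOH and 23 for MWCNT PEG. Other ENM had as many or more, with 29 for TiO_2_s PEG, 29 for Ag COOH and 27 for Ag NR3. With an estimated correlation, 11 lists passed for CuO CORE and 11 for CuO NH2, 6 for CuO COOH, none for CuO PEG, 7 for MWCNT NH2, 8 for MWCNT COOH, 5 for MWCNT PEG and 3 for MWCNT CORE. By the same count, 7 lists passed for TiO_2_s PEG, 3 for Ag COOH and 1 for Ag NR3. Genes of phagocyte lysosomes and lipid handling rose in 13 of 18 cases with CuO COOH (13 when adjusted over the list alone, camera adjusted p = 1.24e-11) and 8 with MWCNT COOH (8 when adjusted over the list alone, camera adjusted p = 1.06e-18). Gpnmb and Trem2, membrane proteins of lipid-laden macrophages, rose by 2.42 ± 0.32 and 2.57 ± 0.30 with CuO COOH, and Gpnmb by 2.00 ± 0.32 with MWCNT COOH (n = 3 against 3, largest adjusted p = 1.64e-05). Of 14 complement genes, 7 rose, none fell and 7 did not pass the test (7 and none when adjusted over the list alone, camera adjusted p = 3.06e-07) with CuO CORE, C3ar1, a complement receptor, at 2.13 ± 0.25 among them. Lung endothelial markers moved the other way, with 5 of 16 lower in CuO CORE (5 when adjusted over the list alone, camera adjusted p = 2.87e-07, adjusted p = 0.0907 with an estimated correlation), Cav1, a protein of caveolae, by -0.88 ± 0.15.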

The most pronounced outcome at the pathway‐level was appreciated after CuO and MWCNT exposures (Figure 3). 

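Genes of cell division rose with CuO, MWCNT and aminated Ag. With CuO NH2, Ccna2, a cyclin, rose by 2.27 ± 0.27 and Cenpe, a kinetochore motor, by 2.10 ± 0.26. Ccna2 also rose by 1.42 ± 0.27 with MWCNT COOH and by 1.50 ± 0.30 with Ag NR3 (limma, largest adjusted p = 0.000478). Of 41 mitosis genes, 40 rose, none fell and 1 did not pass the test (40 and none when adjusted over the list alone, camera adjusted p = 1.46e-48) with CuO NH2. In MWCNT COOH, 33 of them rose (33 when adjusted over the list alone, camera adjusted p = 7.09e-45), and in Ag NR3 35 (36 when adjusted over the list alone, camera adjusted p = 6.78e-39, adjusted p = 0.0607 with an estimated correlation). Of 34 DNA replication genes, 31 rose, none fell and 3 did not pass the test (31 and none when adjusted over the list alone, camera adjusted p = 1.36e-44) with CuO NH2. In MWCNT COOH, 15 rose (15 when adjusted over the list alone, camera adjusted p = 3.28e-32), and in Ag NR3 16 (16 when adjusted over the list alone, camera adjusted p = 2.37e-25, adjusted p = 0.0607 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, was higher by 2.07 ± 0.26, 1.42 ± 0.26 and 1.43 ± 0.29 in these groups. Replication-dependent histone genes rose in 21 of 47 cases with CuO NH2 and fell in 1 (21 and 1 when adjusted over the list alone, camera adjusted p = 6.6e-13, adjusted p = 0.0783 with an estimated correlation). Ccna2 was at 0.38 and Rrm2 at 0.46 in MWCNT COOH and the DNA replication list had an adjusted p of 0.153 in Ag NR3 with ComBat by array, which ended these calls.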

Reactome pathways such as signal transduction, cell cycle, DNA replication, and gene expression (transcription) were found in common between all these materials (Figure S5, Supporting Information). Negative activation of biological oxidation‐pathway was unique to CuO^CORE^ and CuO^NH2^. On the other hand, CuO^PEG^ clustered into a separate group together with the materials displaying no significant pathway activation (Figure 3), again, highlighting the diminishing effect of PEGylation. 

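The oxidation genes that fell were enzymes of xenobiotic metabolism. With CuO CORE, Gsta3, a glutathione transferase, fell by 1.80 ± 0.15, Fmo2, a flavin monooxygenase, by 1.61 ± 0.14 and Aox3, an aldehyde oxidase, by 1.34 ± 0.16 (n = 3 against 3, largest adjusted p = 4.74e-11). With CuO NH2, the same genes fell by 1.35 ± 0.15, 1.20 ± 0.14 and 1.09 ± 0.16. Of 36 genes of biological oxidation, none rose, 16 fell and 20 did not pass the test (none and 18 when adjusted over the list alone, camera adjusted p = 4.15e-14) with CuO CORE. With CuO NH2, 1 rose, 14 fell and 21 did not pass the test (1 and 14 when adjusted over the list alone, camera adjusted p = 1.72e-11). The list also passed for CuO COOH, where 11 genes fell (11 when adjusted over the list alone, camera adjusted p = 1.58e-10, adjusted p = 0.0713 with an estimated correlation), Gsta3 by 1.26 ± 0.15. It passed for MWCNT NH2, where 7 fell (7 when adjusted over the list alone, camera adjusted p = 2.72e-07, adjusted p = 0.188 with an estimated correlation), and for Ag NR3, where 4 fell (4 when adjusted over the list alone, camera adjusted p = 8.61e-07, adjusted p = 0.164 with an estimated correlation). Club cell markers, whose cells express many such enzymes, fell in 6 of 9 cases with CuO CORE (6 when adjusted over the list alone, camera adjusted p = 5.49e-05), Cyp2f2 by 0.93 ± 0.15. Compared directly, 18 oxidation genes were higher with CuO PEG than with CuO CORE (18 when adjusted over the list alone, camera adjusted p = 4.34e-17), and none passed between CuO COOH and CuO CORE with limma (camera adjusted p = 9.97e-08, adjusted p = 0.212 with an estimated correlation). The oxidation list had an adjusted p of 0.185 in MWCNT NH2 and the oxidation list had an adjusted p of 0.745 in Ag NR3 with ComBat by array, and none of these passed.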

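CuO PEG raised single genes of myeloid cells and of the acute phase. Ly6i rose by 2.66 ± 0.41, Lcn2, a siderophore-binding protein, by 1.97 ± 0.40 and Trem2 by 1.31 ± 0.30, while Hsph1, a heat shock protein, fell by 0.86 ± 0.17 (n = 3 against 3, largest adjusted p = 0.00437). Of 16 acute phase genes, 3 rose, none fell and 13 did not pass the test (7 and none when adjusted over the list alone, camera adjusted p = 6.88e-07, adjusted p = 0.343 with an estimated correlation). Of 11 heat shock genes, none rose, 3 fell and 8 did not pass the test (none and 4 when adjusted over the list alone, camera adjusted p = 4.27e-08, adjusted p = 0.0667 with an estimated correlation). The control of CuO had means of 11.32 for Hspa1a and 10.38 for Hspa1b, above most other plain-PBS controls, so that such falls may come from this control. Of 18 genes of phagocyte lysosomes and lipid handling, 4 rose, none fell and 14 did not pass the test (5 and none when adjusted over the list alone, camera adjusted p = 4.06e-09, adjusted p = 0.136 with an estimated correlation). Granule and antimicrobial genes gave 2 rises of 17 (4 when adjusted over the list alone, camera adjusted p = 0.000554, adjusted p = 0.343 with an estimated correlation). No list passed for CuO PEG with an estimated correlation. The count of DEG of CuO PEG ranged from 63 against all plain-PBS controls to 2175 with ComBat by array, 416 being the next highest. Hsph1 was at -0.22 and the heat shock list had an adjusted p of 0.11 in CuO PEG against all plain-PBS controls, so that these calls were lost.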

DNA repair was found enriched after Ag^NR3^, all CuO^CORE^, CuO^COOH,^ and CuO^NH2^ exposures (Figure S5, Supporting Information), suggesting that this set of ENM are able to damage the genetic material either by direct contact with internalized particles (released ions) or due secondary effects like metabolic by‐products. In addition, particle access to the nucleus and secondary genotoxic effects due to inflammation may play a role.^[^ ^8^ ^]^ Functionalized MWCNT were clustering together with Ag^NR3^ showing activation of many common pathways with CuO‐cluster, but instead, were not inducing DNA repair‐ or ECM‐related pathways as most of the CuO particles (Figure 3). 

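Genes of DNA repair rose with CuO and aminated Ag. Exo1, an exonuclease, rose by 2.03 ± 0.21 and Neil3, a DNA glycosylase, by 1.76 ± 0.18 with CuO CORE (n = 3 against 3, limma, largest adjusted p = 1.27e-12). Of 31 DNA repair genes, 15 rose, none fell and 16 did not pass the test (15 and none when adjusted over the list alone, camera adjusted p = 8.88e-18) with CuO CORE. The list passed with 15 rising genes for CuO NH2 (15 when adjusted over the list alone, camera adjusted p = 7.8e-20), 13 for CuO COOH (13 when adjusted over the list alone, camera adjusted p = 6.56e-19) and 8 for Ag NR3 (8 when adjusted over the list alone, camera adjusted p = 8.92e-11, adjusted p = 0.0722 with an estimated correlation). Many of these repair genes are also expressed in dividing cells. Of 17 targets of p53, a transcription factor activated by DNA damage, none rose, none fell and 17 did not pass the test (none and none when adjusted over the list alone, camera adjusted p = 0.372) with CuO CORE, and with Ag NR3 none passed (camera adjusted p = 0.534). The DNA repair list had an adjusted p of 0.599 in Ag NR3 with ComBat by array, which ended the call. The paper proposes that these ENM are able to damage DNA, by direct contact, through released ions or through secondary effects.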

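In functionalized MWCNT, repair genes and matrix genes were also measured. Exo1 rose by 1.02 ± 0.21 with MWCNT PEG (n = 3 against 3, limma, adjusted p = 0.000968). Of 31 DNA repair genes, 8 rose with MWCNT NH2 (8 when adjusted over the list alone, camera adjusted p = 2.37e-13), 7 with MWCNT COOH (7 when adjusted over the list alone, camera adjusted p = 5.99e-12) and 5 with MWCNT PEG (5 when adjusted over the list alone, camera adjusted p = 4.26e-10, adjusted p = 0.101 with an estimated correlation). Matrix proteins rose in 13 of 22 cases with CuO NH2 (13 when adjusted over the list alone, camera adjusted p = 3.16e-07), against 6 with MWCNT NH2 (6 when adjusted over the list alone, camera adjusted p = 3.28e-05, adjusted p = 0.188 with an estimated correlation) and none with MWCNT COOH and MWCNT PEG. Col1a1, a fibrillar collagen, rose by 1.25 ± 0.16 with CuO NH2 and 0.89 ± 0.16 with MWCNT NH2, and Tnc, a matrix glycoprotein of injury, by 1.25 ± 0.20 with CuO NH2. Of 18 matrix proteases and inhibitors, 7 rose, none fell and 11 did not pass the test (7 and none when adjusted over the list alone, camera adjusted p = 9.52e-08) with MWCNT NH2, Mmp12, a macrophage elastase, at 2.13 ± 0.21 and Timp1, its inhibitor, at 2.38 ± 0.57. The difference between MWCNT and CuO was not tested. Col1a1 was at 0.41 and the DNA repair list had an adjusted p of 0.178 in MWCNT NH2, the DNA repair list had an adjusted p of 0.0821 in MWCNT COOH, and the DNA repair list had an adjusted p of 0.273 in MWCNT PEG with ComBat by array, and none of these passed.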

Ag ions are known to be toxic to microorganisms and thus, are utilized in biomedical applications such as plasters and bandages. In line with this, we reported recently that Ag nanoparticles reduced the secretion of pro‐inflammatory cytokines in response to LPS, likely as a result of the release of Ag ions leading to an interference with TLR signaling.^[^ ^32^ ^]^ Based on the DEG counts in Ag‐exposed lungs, Ag^NR3^ was inducing the strongest changes in gene expression with 377 upregulated and 91 downregulated genes. 

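Ag NR3 raised acute phase genes, chemokines and interferon response genes. Saa3 rose by 6.05 ± 1.11, Ccl2 by 4.34 ± 0.65 and Ccl7 by 3.72 ± 0.57, while Fabp1 fell by 2.72 ± 0.26 and Cidec by 1.97 ± 0.18 (n = 3 against 2, limma, largest adjusted p = 0.000146). Of 24 interferon response genes, 11 rose, none fell and 13 did not pass the test (13 and none when adjusted over the list alone, camera adjusted p = 7.81e-13, adjusted p = 0.141 with an estimated correlation). Of 14 alveolar macrophage markers, none rose, 10 fell and 4 did not pass the test (none and 10 when adjusted over the list alone, camera adjusted p = 3.79e-48). Monocyte and interstitial macrophage markers rose in 7 of 19 cases (8 when adjusted over the list alone, camera adjusted p = 1.13e-07, adjusted p = 0.141 with an estimated correlation). Of 471 DEG, 388 were higher and 83 lower, against 70 DEG with Ag COOH, 67 of them higher. The count was 208 for Ag NR3 without its replicate 3 and 249 for Ag COOH without its replicate 3 or 29 without replicate 1 of the control, and with ComBat by array 1764 and 1250. By 76 DEG, Ag PEG was below Ag NR3. With ComBat by array, whose counts do not rank the ENM, Ag PEG had 2308. The monocyte and interstitial macrophage list had an adjusted p of 0.276 in Ag NR3 with ComBat by array, and did not pass.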

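Neutrophil attractants rose with carboxylated Ag, and only 1 gene of the cytokine list passed with Ag PEG. Cxcl1 rose by 3.57 ± 0.56 with Ag COOH, Cxcl5 by 4.13 ± 0.72 with Ag NR3, and Ccl17, an attractant of T cells, by 1.19 ± 0.31 with Ag PEG (n = 3 against 2, limma, largest adjusted p = 0.0347). Of 25 cytokines and chemokines, 10 rose, none fell and 15 did not pass the test (18 and none when adjusted over the list alone, camera adjusted p = 9.78e-27) with Ag COOH and 14 rose with Ag NR3 (19 when adjusted over the list alone, camera adjusted p = 2.06e-19, adjusted p = 0.0607 with an estimated correlation). With Ag PEG, 5 rose when adjusted over the list alone (camera adjusted p = 0.000764, adjusted p = 0.753 with an estimated correlation). Granule and antimicrobial genes rose in 3 of 17 cases with Ag NR3 (3 when adjusted over the list alone, camera adjusted p = 0.00293, adjusted p = 0.202 with an estimated correlation), 2 with Ag COOH (2 when adjusted over the list alone, camera adjusted p = 0.0108, adjusted p = 0.338 with an estimated correlation) and 2 with Ag PEG (2 when adjusted over the list alone, camera adjusted p = 0.52). Lcn2 of this list rose by 2.76 ± 0.45 and 2.51 ± 0.45 with the aminated and carboxylated form. Of 21 neutrophil markers, 1 rose and 2 fell with Ag NR3 (4 and 2 when adjusted over the list alone, camera adjusted p = 0.755), and none passed with Ag COOH (2 rose when adjusted over the list alone, camera adjusted p = 0.0093, adjusted p = 0.573 with an estimated correlation). Ccl17 was at 0.91 and the cytokine list had an adjusted p of 0.206 in Ag PEG and the granule list had an adjusted p of 0.0624 in Ag COOH without replicate 2 of the Ag control, which ended these calls. The neutrophil list had an adjusted p of 0.0799 without replicate 3 of Ag COOH, without passing. The granule list had an adjusted p of 0.0617 without replicate 3 of Ag NR3, and did not pass. The neutrophil list had an adjusted p of 0.0164 without replicate 3 of Ag NR3, and passed there. The cytokine list had an adjusted p of 0.33 in Ag PEG, the cytokine and granule lists had adjusted p of 0.967 and 0.967 in Ag COOH, and the cytokine and granule lists had adjusted p of 0.0748 and 0.11 in Ag NR3 with ComBat by array, and none of these passed. Cxcl1 was at 3.63 and Lcn2 at 2.57 in Ag COOH and Ccl17 was at 1.19 in Ag PEG with each core fitted alone with its control, so that these calls were lost. The neutrophil list had an adjusted p of 0.000112 in Ag COOH with ComBat by array, in the other direction.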

COOH and NH_3_ functionalized Ag both induce neutrophil degranulation and immune system pathways (Figure 3 and Figure S3, Supporting Information), whereas Ag^PEG^ was clustering together with other non‐responsive materials, and showed no enriched pathway activation. 

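Aminated Au lowered single alveolar macrophage genes that CuO and Ag also lowered. Ear1 fell by 1.06 ± 0.19 with Au5 NR3 and 1.00 ± 0.17 with Au20 NR3, and Fabp1 by 1.37 ± 0.24 with Au20 NR3 (n = 2 against 3 and 3 against 3, limma, largest adjusted p = 0.000332). Ctsk, a cysteine protease of lysosomes, rose by 1.45 ± 0.24 with Au20 NR3. Of 21 neutrophil markers, none passed with Au20 NR3, where their median was -0.22 (camera adjusted p = 0.00337, adjusted p = 0.871 with an estimated correlation), and none with Au5 NR3 (camera adjusted p = 0.237). Of 17 granule and antimicrobial genes, 2 rose, none fell and 15 did not pass the test (2 and 1 when adjusted over the list alone, camera adjusted p = 0.234) with Au20 NR3 and none passed with Au5 NR3 (camera adjusted p = 0.414). Alveolar macrophage markers fell in 5 of 14 cases and rose in 1 with Au5 NR3 (5 and 1 when adjusted over the list alone, camera adjusted p = 1.52e-06, adjusted p = 0.156 with an estimated correlation). With Au20 NR3, 3 fell, the median was 0.01 and the list did not pass (camera adjusted p = 0.0748). Without replicate 2 of the Au20 control, the neutrophil list had an adjusted p of 0.288 in Au20 NR3, without passing. The granule and alveolar macrophage markers lists had adjusted p of 0.00495 and 0.000359 in Au20 NR3 without replicate 2 of the Au20 control, and these passed there. Against all plain-PBS controls, the neutrophil list had an adjusted p of 0.359 in Au20 NR3, which ended the call.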

Among Au nanoparticles, only NH_3_ functionalization seemed to exert enrichment of pathways through negative activation of neutrophil degranulation and antimicrobial peptides (Figure 3).

Overall, the pathway activation and similarity‐based clustering reflect the severity of the inflammation observed also by the inflammatory BAL cell counts. The results suggest that based on the activated Reactome pathways, ENM can be roughly separated at least into three groups: the non‐reactive, reactive, and hazardous materials. The non‐reactive group included materials with COOH‐ and PEG ‐functionalizations, as well as TiO_2_r^CORE^, but no NH_3_ functionalization.

### 2.4 Biological Responses to ENM Exposure is Associated with Particle Shape

The DEG from the two differently shaped titanium nanoparticles, spherical (TiO_2_s) and rod (TiO_2_r), were compared to recognize the shape‐related differences in responses. Although significant macrophage influx in lungs was comparable with both TiO_2_ materials and the underlying chemistry (TiO) was the same, the total number of DEG between spherical and rod was distinctive (436 and 140, respectively), with only 27 overlapping genes (**Figure** **4**). These differences in DEG counts suggest that the airway response to TiO_2_ materials is related to the particle shape and size. 

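Genes that passed with spherical TiO_2_ but not with rods included many cytokines and chemokines, neutrophil markers and mitosis genes. In TiO_2_s NH2, Saa1 rose by 4.52 ± 0.88 (n = 2 against 3, limma, adjusted p = 0.000459). In TiO_2_r COOH, Eln, the elastic fiber protein, rose by 0.88 ± 0.22 and Hspa1b fell by 1.62 ± 0.34 (n = 3 against 3, largest adjusted p = 0.0482). The part of spheres alone held 19 of 25 cytokines and chemokines (Fisher's exact test, adjusted p = 6.07e-22), 15 of 21 neutrophil markers (adjusted p = 8.01e-17) and 19 of 41 mitosis genes (adjusted p = 1.68e-16). It numbered 608 genes, 554 of them rising, that of rods alone 30, 22 of them falling, and 9 were shared. Of the shared genes, 7 had one direction throughout, against 0.6 for independent lists of these sizes. Tested directly over all forms, spheres and rods differed in no gene with limma, with 2149 genes at an unadjusted p below 0.05. Without replicate 1 of the rod control, 658 genes were in rods alone, and without replicate 3 of that control 40 were shared. The part of spheres held 385 genes without replicate 3 of TiO_2_s PEG. Eln was at 0.91 and Hspa1b at -1.15 in TiO_2_r COOH without replicate 2 of the TiO_2_r control, and none of these passed. Saa1 was at 2.55 without replicate 1 of TiO_2_s NH2, and did not pass. Saa1 was at 4.52 in TiO_2_s NH2, Eln was at 0.87 and Hspa1b at -1.63 in TiO_2_r COOH, and the neutrophil and mitosis lists had adjusted p of 0.242 and 0.0579 among genes of spheres alone with each core fitted alone with its control, which ended these calls. The cytokine list had an adjusted p of 1 among genes of spheres alone with ComBat by array, without passing.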

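With TiO_2_s PEG, neutrophil markers and attractants rose together. S100a8 and S100a9, calcium-binding proteins of neutrophils, rose by 2.23 ± 0.39 and 1.92 ± 0.37 and Mmp8, a neutrophil collagenase, by 1.64 ± 0.26 (n = 3 against 3, largest adjusted p = 0.000374). Of 21 neutrophil markers, 13 rose, none fell and 8 did not pass the test (16 and none when adjusted over the list alone, camera adjusted p = 1.44e-14). Of 25 cytokines and chemokines, 19 rose, none fell and 6 did not pass the test (19 and none when adjusted over the list alone, camera adjusted p = 4.34e-21). Monocyte and interstitial macrophage markers rose in 10 of 19 cases (10 when adjusted over the list alone, camera adjusted p = 8.62e-13). With TiO_2_s NH2, 12 neutrophil markers rose (16 when adjusted over the list alone, camera adjusted p = 3.76e-11, adjusted p = 0.119 with an estimated correlation) and 15 cytokines and chemokines (19 when adjusted over the list alone, camera adjusted p = 5.13e-15, adjusted p = 0.119 with an estimated correlation). With TiO_2_s CORE, 4 genes of the latter list rose (9 when adjusted over the list alone, camera adjusted p = 3.5e-09, adjusted p = 0.364 with an estimated correlation), Ccl17, an attractant of T cells, at 1.49 ± 0.28. Tested directly against rods, none of these cytokines passed, with a median of 0.62 (camera adjusted p = 1.1e-07, adjusted p = 0.564 with an estimated correlation). The only DEG of TiO_2_s COOH was Tspan4 at 0.65 ± 0.12 (n = 3 against 3, adjusted p = 0.01), and without replicate 1 of that group no gene passed with limma. TiO_2_s NH2 had 2 DEG when TiO_2_s was fitted alone and 27 without its replicate 1. Without replicate 1 of TiO_2_s NH2, the neutrophil list had an adjusted p of 0.454, and did not pass. Tspan4 was at 0.57 without replicate 1 of TiO_2_s COOH, which ended the call. S100a8 was at 2.21, S100a9 at 1.91 and Mmp8 at 1.64 in TiO_2_s PEG and Tspan4 was at 0.65 in TiO_2_s COOH with each core fitted alone with its control, and none of these passed.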

At the pathway level, spherical TiO_2_ particles enriched several immune‐related GO biological processes, such as inflammatory and defense responses, response to cytokine and neutrophil or leukocyte migration. 

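With aminated and carboxylated rods, heat shock genes fell. Hspa1a and Hspa1b fell by 1.36 ± 0.28 and 1.61 ± 0.34 with TiO_2_r NH2, and Hspa1a by 1.61 ± 0.28 with TiO_2_r COOH (n = 3 against 3, largest adjusted p = 0.0289). Their means were 11.32 and 10.28 in the rod control and 11.32 and 10.38 in that of CuO, against 9.77 to 10.46 and 8.4 to 9.35 in the other plain-PBS controls, so that the fall may come from the rod control. Of 11 heat shock genes, none rose, 2 fell and 9 did not pass the test (none and 3 when adjusted over the list alone, camera adjusted p = 5.05e-10) with TiO_2_r NH2, and with TiO_2_r COOH 3 fell (3 when adjusted over the list alone, camera adjusted p = 1.69e-09). With an estimated correlation, camera gave adjusted p of 0.0136 and 0.0197 for this list, so that both calls stayed. Arntl, a core activator of the clock, fell by 1.01 ± 0.21 and Fndc4, a secreted factor, by 0.72 ± 0.11 with TiO_2_r PEG (n = 2 against 3, limma, largest adjusted p = 0.0189). Nr4a1, which also fell with the core, fell by 0.97 ± 0.20 with TiO_2_r NH2. Immediate early genes, many of them transcription factors, fell in 1 of 20 cases with TiO_2_r NH2 (1 when adjusted over the list alone, camera adjusted p = 4.95e-06, adjusted p = 0.204 with an estimated correlation). No cytokine or chemokine of the list passed with TiO_2_r COOH, where the median was 0.65 (camera adjusted p = 0.000145, adjusted p = 0.762 with an estimated correlation). Heat shock genes made up 2 of the genes called in rods alone (Fisher's exact test, adjusted p = 0.00745). Hspa1a was at -0.81, Hspa1b at -1.11 and Nr4a1 at -0.76 in TiO_2_r NH2, Hspa1a was at -1.07 in TiO_2_r COOH, Arntl was at -0.73 in TiO_2_r PEG, and the heat shock list had an adjusted p of 1 among genes of rods alone without replicate 2 of the TiO_2_r control, so that these calls were lost. Fndc4 was at 0.01 without replicate 1 of TiO_2_r PEG, in the other direction. Fndc4 was at -1.45 without replicate 2 of TiO_2_r PEG. Hspa1a was at -1.35, Hspa1b at -1.60 and Nr4a1 at -0.97 in TiO_2_r NH2, Hspa1a was at -1.61 in TiO_2_r COOH, Arntl was at -1.03 and Fndc4 at -0.71 in TiO_2_r PEG, and the heat shock list had an adjusted p of 1 among genes of rods alone with each core fitted alone with its control, so that these calls were lost. The heat shock and immediate early lists had adjusted p of 0.0655 and 0.107 in TiO_2_r NH2 against all plain-PBS controls, which ended these calls.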

Rod‐shaped TiO_2_, instead, triggered much milder responses related mostly to negative regulation of RNA and metabolic processes. 

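Named genes that passed with both shapes were Cxcr1, Gpnmb, Gdf15, Ear6 and Col22a1. Cxcr1 rose by 1.17 ± 0.21 with TiO_2_r NH2 and 1.47 ± 0.23 with TiO_2_r PEG. Gpnmb rose by 1.93 ± 0.32 with TiO_2_s PEG and 1.33 ± 0.32 with TiO_2_r COOH, and Ear6, a ribonuclease of eosinophils, by 1.50 ± 0.16 with TiO_2_s CORE and 0.97 ± 0.18 with TiO_2_r PEG (limma, largest adjusted p = 0.0466). No clock gene of 19 was among the shared genes (Fisher's exact test, adjusted p = 1). Clock genes as a list had a median of 0.35 with TiO_2_s COOH, where none passed singly (2 rose and 1 fell when adjusted over the list alone, camera adjusted p = 5.36e-05, adjusted p = 0.139 with an estimated correlation). With TiO_2_r PEG, none rose, 1 fell and 18 did not pass the test (2 and 1 when adjusted over the list alone, camera adjusted p = 7.15e-05, adjusted p = 0.0955 with an estimated correlation), their median being 0.35. The other list that passed for TiO_2_r PEG was cardiac muscle, with a median of 1.26 and no single call (11 of 14 rose when adjusted over the list alone, camera adjusted p = 1.32e-07, adjusted p = 0.967 with an estimated correlation), so that other tissue in these 2 samples stays possible. Rods and spheres have separate controls, so that a difference between these controls enters the overlap. Gpnmb was at 1.31 in TiO_2_r COOH and Ear6 was at 0.81 in TiO_2_r PEG without replicate 2 of the TiO_2_r control, and none of these passed. Gpnmb was at 1.46 in TiO_2_r COOH and Ear6 was at 0.76 in TiO_2_r PEG with no correction for dye and slide, so that these calls were lost. The clock list had an adjusted p of 0.529 in TiO_2_r PEG with ComBat by array, which ended the call. Cxcr1 was at 1.15 in TiO_2_r NH2 with dye and slide as model terms, without passing.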

The shared 27 genes were enriched especially circadian rhythm related pathways (Figure 4). The primary size of the spherical TiO_2_ particles is <4 nm, whereas the diameter of rods varies between 4 and 15 nm, and length from 31 to 138 nm (Table 1). This leads to a notion, that smaller and larger particles are sensed and processed in distinct manner in the airways. In addition, the smaller particles might more easily interact with other cell types such as airway epithelial cells, and due to the extremely small size, also reach distinct areas inside the cell. There is a postulation of ≈100 nm cut‐off in distinct cellular uptake mechanisms, suggesting that with the larger rods, phagocytosis or macropinocytosis is required instead of the endocytic pathways observed with smaller (<100 nm) particles.^[^ ^33^ ^]^

**Figure 4:**
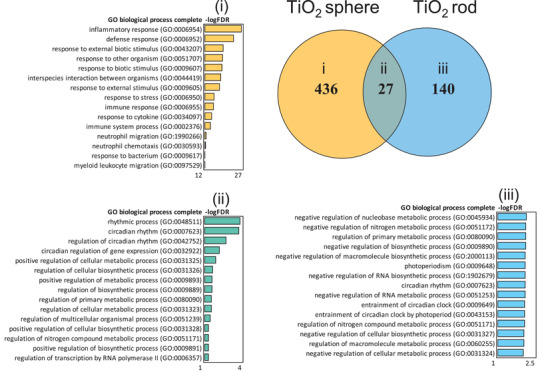
TiO_2_ spheres induce more DEG in mouse lung tissues than TiO_2_ rods when all the DEG from different functionalizations is combined. Only 27 common genes overlap between the two tested TiO_2_ ENM in the Venn diagram. TiO_2_ spheres activate inflammation‐related GO biological processes. TiO_2_ rods instead, activate metabolic and biosynthetic processes.

The transcriptional patterns of the two different sized Au nanoparticles were also compared to understand the differences in size‐related biological responses (Figure S6, Supporting Information). Generally, all Au particles in this study were causing relatively few transcriptional changes. 

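Genes that rose after Au included those of single surface proteins. Ly6i rose by 3.23 ± 0.46 with Au5 NR3 and 2.35 ± 0.41 with Au20 NR3, and Marco, a scavenger receptor of macrophages, by 2.02 ± 0.30 with Au5 PEG (n = 2 against 3 and 3 against 3, limma, largest adjusted p = 0.00024). The acute phase list had a median of 0.55 with Au5 PEG, where none passed (camera adjusted p = 1.07e-07, adjusted p = 0.306 with an estimated correlation), and 1 gene rose with Au20 NR3 (1 when adjusted over the list alone, camera adjusted p = 0.266). For Au5, 27 genes passed aminated, 34 carboxylated and 8 PEGylated, and for Au20 30, 3 and 16 in this order. With ComBat by array, the counts were 849, 256 and 798 for Au5 and 342, 179 and 300 for Au20. The count of Au20 PEG was 73 without its replicate 1, and that of Au20 COOH 0 without replicate 2 of the control. The acute phase list had an adjusted p of 0.666 without replicate 2 of Au5 PEG, and did not pass. Ly6i was at 3.22 in Au5 NR3 with each core fitted alone with its control, which ended the call.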

We were not able to identify statistically significant pathways enriched by GO Biological Processes and therefore studied their Molecular Functions by Ingenuity Pathway Analysis (IPA). 

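Genes of B cells fell with Au5 COOH. Cd79b, a signaling protein of the B cell receptor, fell by 0.75 ± 0.15, while Fkbp5, a target of glucocorticoids, rose by 0.87 ± 0.25 (n = 3 against 3, largest adjusted p = 0.036). Of 15 markers of B and plasma cells, none rose, 4 fell and 11 did not pass the test (none and 4 when adjusted over the list alone, camera adjusted p = 2.19e-06, adjusted p = 0.27 with an estimated correlation). Of 12 glucocorticoid response genes, 1 rose, none fell and 11 did not pass the test (5 and none when adjusted over the list alone, camera adjusted p = 2.94e-06, adjusted p = 0.27 with an estimated correlation). Mitosis genes had a median of 0.45 with Au5 NR3, where none passed singly (3 rose when adjusted over the list alone, camera adjusted p = 1.83e-19, adjusted p = 0.226 with an estimated correlation). Interferon response genes were higher with Au5 than with Au20 by a median of 0.50 in the direct test of all forms, and none passed singly (5 when adjusted over the list alone, camera adjusted p = 1.5e-19, adjusted p = 0.241 with an estimated correlation). In the same test, cytokines and chemokines had a median of 0.54 (camera adjusted p = 1.5e-05, adjusted p = 0.473 with an estimated correlation) and mitosis genes one of 0.21 (camera adjusted p = 6.81e-05, adjusted p = 0.621 with an estimated correlation). The sizes of Au have separate controls, so that a difference between these controls enters the test. Cd79b was at -0.58 and Fkbp5 at 0.70 in Au5 COOH without replicate 3 of the Au5 control, and none of these passed. The cytokine and mitosis lists had adjusted p of 0.0999 and 0.0999 in Au5 against Au20 without replicate 2 of the Au20 control, so that these calls were lost. The mitosis list had an adjusted p of 0.667 in Au5 NR3 and the mitosis list had an adjusted p of 0.95 in Au5 against Au20 with ComBat by array, which ended these calls. Cd79b was at -0.69 and Fkbp5 at 0.91 in Au5 COOH with no correction for dye and slide, and none of these passed.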

As with the TiO_2_ particles, also the smaller Au particles (5 nm) appeared to trigger more noticeable defense responses than the 20 nm Au particles, elevating pathways such as cellular function and maintenance, cell morphology, and cell cycle. 

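Genes called in Au20 alone included regulators of the clock and single genes of other functions. Kcna6, a potassium channel, rose by 1.01 ± 0.16 with Au20 PEG and Cmtm4, a membrane protein, fell by 1.46 ± 0.35 with Au20 NR3 (n = 3 against 3, largest adjusted p = 0.027). Tubb2b, a tubulin, fell by 0.89 ± 0.20 with Au20 COOH (adjusted p = 0.0484). Of 17 p53 targets, which include genes of cell death, none passed with Au20 NR3 (camera adjusted p = 0.992) or Au20 PEG (camera adjusted p = 0.938). Interferon response genes had a median of -0.30 with Au20 COOH, and none passed singly (camera adjusted p = 3.55e-08, adjusted p = 0.672 with an estimated correlation). The part of Au20 alone held 28 genes, 20 of them rising, with 5 of 19 clock genes (Fisher's exact test, adjusted p = 3.61e-09) and 2 of 17 granule and antimicrobial genes (adjusted p = 0.00796). It held 82 genes without replicate 1 of Au20 PEG. Cmtm4 was at -1.43 in Au20 NR3, Tubb2b was at -0.69 and the interferon response list had an adjusted p of 0.726 in Au20 COOH, and the granule list had an adjusted p of 0.252 among genes of Au20 alone without replicate 2 of the Au20 control, so that these calls were lost. The clock list had an adjusted p of 0.462 among genes of Au20 alone without replicate 2 of Au20 PEG, which ended the call. Cmtm4 was at -1.60 in Au20 NR3, Tubb2b was at -0.89 in Au20 COOH, and the granule list had an adjusted p of 1 among genes of Au20 alone with no correction for dye and slide, and none of these passed. Kcna6 was at 1.00 in Au20 PEG and the clock list had an adjusted p of 0.205 among genes of Au20 alone with each core fitted alone with its control, so that these calls were lost. The interferon response list had an adjusted p of 0.591 in Au20 COOH against all plain-PBS controls, which ended the call.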

The larger, 20 nm particles stimulated mainly genes related to cell morphology and cell death and survival (Figure S6, Supporting Information). It should be noted, however, that the expression changes were very modest, suggesting no severe airway inflammation and consequent toxicity of either Au particles, as also supported by the minor changes in BAL cell influx.

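In their aminated forms, both sizes of Au lowered single ribonucleases of alveolar macrophages and raised Ly6i and Ly6f. No list of surface proteins of myeloid cells was tested. Ear10 fell by 1.15 ± 0.18 with Au5 NR3 and Ear2 by 1.03 ± 0.17 with Au20 NR3, and Ly6f, a relative of Ly6i, rose by 2.16 ± 0.40 (n = 2 against 3 and 3 against 3, limma, largest adjusted p = 0.000521). In both sizes, 21 genes passed, with 0.1 for independent lists of these sizes, among them 3 of 14 alveolar macrophage markers (Fisher's exact test, adjusted p = 2.5e-05). Au5 alone had 43 genes, 36 of them falling, with 4 of 15 markers of B and plasma cells (adjusted p = 1.91e-06). No gene differed between the sizes in the direct test with limma, with 1014 genes at an unadjusted p below 0.05. Of 25 cytokines and chemokines, 1 rose with Au5 NR3 (5 when adjusted over the list alone, camera adjusted p = 2.86e-06, adjusted p = 0.425 with an estimated correlation) and 1 with Au20 NR3 (1 when adjusted over the list alone, camera adjusted p = 0.248). The B and plasma cell list had an adjusted p of 1 among genes of Au5 alone without replicate 3 of the Au5 control, without passing. Without replicate 2 of the Au20 control, the cytokine list had an adjusted p of 0.00654 in Au20 NR3, and passed there. The B and plasma cell list had an adjusted p of 1 among genes of Au5 alone with no correction for dye and slide, which ended the call. The paper tentatively relates its modest changes in expression, together with its BAL counts, to an absence of severe airway inflammation and toxicity after Au.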

### 2.5 Pathway Enrichment Reveals Common and Functionalization‐Specific Responses

To recognize the effect of the functionalizations, all the DEG from each surface chemistry were arranged into three groups: “NH” “COOH,” and “PEG.” This resulted in 121 specific DEG in COOH group, 126 PEG‐specific DEG, and 596 NH‐specific DEG and shared 286 DEG (**Figure** **5**). 

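Genes called with carboxylated ENM alone included Ccr3, an eotaxin receptor, which rose by 0.75 ± 0.22 with MWCNT COOH, and Itpr2, a calcium channel, which fell by 0.92 ± 0.22 with TiO_2_r COOH. Genes called with PEGylated ENM alone included Il1b at 1.87 ± 0.43 with TiO_2_s PEG (n = 3 against 3, largest adjusted p = 0.0466). B and plasma cell markers were overrepresented in the carboxylated part, with 3 of 15 genes (Fisher's exact test, adjusted p = 0.00411). The carboxylated part held 104 genes, 62 of them falling, and the PEGylated part 148, 104 of them rising. CuO COOH gave 54 genes of the carboxylated part and TiO_2_s PEG 88 of the PEGylated part. All surface groups shared 416 of 1803 genes, 355 rising and 52 falling throughout. Without replicate 3 of the TiO_2_r control, the carboxylated part held 345 genes, and without replicate 3 of TiO_2_s PEG the PEGylated part 74. The B and plasma cell list had an adjusted p of 1 among genes of carboxylated ENM alone without replicate 3 of the Au5 control, without passing. Ccr3 was at 0.30 without replicate 2 of MWCNT COOH, and did not pass. Itpr2 was at -0.51 in TiO_2_r COOH without replicate 2 of the TiO_2_r control, which ended the call. Il1b was at 1.04 without replicate 3 of TiO_2_s PEG, without passing. Ccr3 was at 0.82 in MWCNT COOH, Itpr2 was at -0.96 in TiO_2_r COOH, Il1b was at 1.64 in TiO_2_s PEG, and the B and plasma cell list had an adjusted p of 1 among genes of carboxylated ENM alone with no correction for dye and slide, so that these calls were lost. Itpr2 was at 0.18 in TiO_2_r COOH with the brightest probe per gene, in the other direction.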

Based on the consequent Gene Ontology enrichment of the specific groups, functionalizations were stimulating distinctive biological processes despite the underlying particle chemistries.

**Figure 5:**
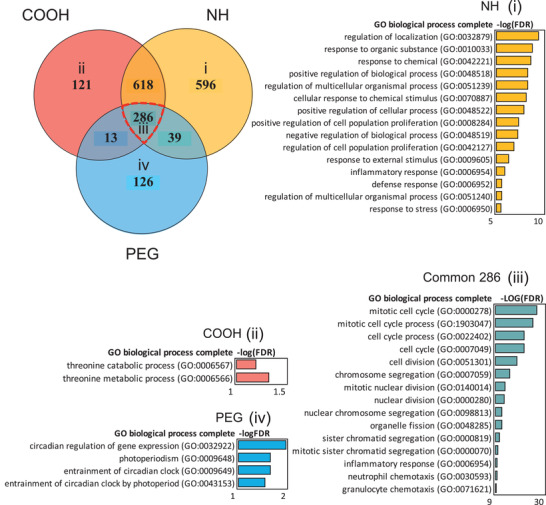
Aminated, carboxylated, and pegylated ENM show different biological functions in VENN diagram. NH functionalization shows clear enrichment of chemical stimulus related biological processes in Panther, whereas only minor enrichment is seen in COOH‐specific, or PEG‐specific DEG. The strongest enrichment of cell cycle related processes can be seen in the common 286 DEG. The FDR‐corrected Fisher's Exact *p*‐values are shown as bars corresponding to the color of functionalization.

Based on the BAL counts, amination was associated with enhanced neutrophil recruitment as well as to strongly increased number of DEG. Those genes are enriching the regulation of localization, response to organic substance, and response to chemicals in GO biological processes (Figure 5). The latter two belong to the sub‐category of cellular response to IL‐18, a proinflammatory cytokine enhancing the inflammation in tissue. When the upstream cytokine regulators of these genes were studied by IPA, the proinflammatory TNF, IL‐1*α*/*β*,IFN‐*γ* and IL‐6 could be identified (Figure S7, Supporting Information). 

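The cytokine genes themselves were also measured in aminated ENM. Il6 rose by 1.32 ± 0.43 with MWCNT NH2, 1.58 ± 0.43 with CuO NH2 and 1.58 ± 0.48 with Ag NR3 (limma, largest adjusted p = 0.0287). Tnf rose by 1.53 ± 0.38 with TiO_2_s NH2 and Ifng by 0.81 ± 0.24 with Ag NR3 (n = 2 against 3 and 3 against 2, limma, largest adjusted p = 0.0221). Il1b did not pass with Ag NR3 at 1.13 ± 0.48 (adjusted p = 0.149). Of 8 cytokine genes that the paper names as regulators, 4 rose, none fell and 4 did not pass the test (5 and none when adjusted over the list alone, camera adjusted p = 0.00135, adjusted p = 0.197 with an estimated correlation) with TiO_2_s NH2, and with Ag NR3 3 rose (5 when adjusted over the list alone, camera adjusted p = 0.00877, adjusted p = 0.253 with an estimated correlation). Il18 fell by 1.12 ± 0.17 with CuO NH2 and 0.94 ± 0.19 with Ag NR3 (adjusted p = 1.07e-07 and 0.000529). An upstream regulator is inferred from its targets, so that a change of its own mRNA is not required. The paper inferred these regulators from DEG of these same samples, so that the list was not chosen independently of them. Il6 was at 1.04 and Ifng at 0.48 and the regulator list had an adjusted p of 0.195 without replicate 3 of Ag NR3, and none of these passed. Tnf was at 0.34 and the regulator list had an adjusted p of 0.525 without replicate 1 of TiO_2_s NH2, so that these calls were lost. Il6 was at 1.24 without replicate 3 of MWCNT NH2, which ended the call. Il1b was at 1.56 without replicate 2 of Ag NR3, and passed there. Il6 was at 0.93 in MWCNT NH2, Il6 was at 1.42 and Ifng at 0.79 in Ag NR3, and Tnf was at 1.32 in TiO_2_s NH2 with no correction for dye and slide, so that these calls were lost. The regulator list had an adjusted p of 0.276 in Ag NR3 with ComBat by array, which ended the call. Il18 was at -0.94 in Ag NR3 with each core fitted alone with its control, without passing. The paper proposes from these regulators that aminated particles can induce innate and adaptive immunity.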

Other cytokines such as IFN‐*γ* is specific for the differentiation of Th1‐cells, and IL‐4 is specific for differentiation of Th2 cells. Therefore, it can be hypothesized, that aminated nanoparticles are capable of inducing both innate and adaptive immunity pathways. Genes activated by COOH enrich threonine catabolic and threonine metabolic processes, which play a potential role in ATP production and pH regulation (Figure 5). 

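Of the genes of threonine catabolism, Tdh, a threonine dehydrogenase, fell by 0.62 ± 0.12 with CuO COOH (n = 3 against 3, adjusted p = 6.98e-05). With MWCNT COOH, Tdh was at 0.07 ± 0.12 and Gcat, the next enzyme of this route, at 0.09 ± 0.13, neither of which passed. Gcat did not pass with Ag COOH at -0.19 ± 0.14, TiO_2_s COOH at 0.18 ± 0.13, Au5 COOH at -0.18 ± 0.13 or ND COOH at 0.23 ± 0.13. Between CuO COOH and CuO CORE, Tdh differed by -0.08 ± 0.12 and Gcat by 0.04 ± 0.13, and neither passed. As a list of 3 genes, threonine catabolism did not pass for CuO COOH (camera adjusted p = 0.963), MWCNT COOH (camera adjusted p = 0.848) or Ag COOH (camera adjusted p = 0.971), and it held 1 of the genes called with carboxylated ENM alone (Fisher's exact test, adjusted p = 0.292). Genes that did rise with CuO COOH included Spp1 at 2.46 ± 0.33 and Arg1 at 2.56 ± 0.52 (largest adjusted p = 9.32e-05). Tdh was at -0.36 in CuO COOH without replicate 1 of the CuO control, and did not pass. Tdh was at -0.23 in CuO COOH against all plain-PBS controls, which ended the call.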

PEGylation is exerting circadian regulation of gene expression and photoperiodism that are related to the time‐associated changes of gene expression in organisms (Figure 5).

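The clock genes that changed with PEGylated ENM moved as they do along the daily cycle, with Dbp, Nr1d1 and Nr1d2 on one side and Arntl and Nfil3 on the other. Dbp rose by 2.23 ± 0.30 with MWCNT PEG, 1.73 ± 0.30 with CuO PEG, 2.83 ± 0.34 with Ag PEG and 1.61 ± 0.30 with Au20 PEG, and Nr1d2 by 0.98 ± 0.16 with Au5 PEG (limma, largest adjusted p = 0.00179). Nfil3, a repressor that opposes Dbp, fell by 1.00 ± 0.21 with CuO PEG and 1.39 ± 0.23 with Ag PEG. Of 19 clock genes, 6 rose, 2 fell and 11 did not pass the test (6 and 2 when adjusted over the list alone, camera adjusted p = 3.42e-06) with Ag PEG, and 6 rose, 1 fell and 12 did not pass the test (8 and 2 when adjusted over the list alone, camera adjusted p = 3.61e-11) with Au20 PEG. With Au5 PEG, 2 rose (6 when adjusted over the list alone, camera adjusted p = 1.07e-07), and with TiO_2_s PEG 1 (1 when adjusted over the list alone, camera adjusted p = 0.693). Genes called with PEGylated ENM alone held 4 clock genes (Fisher's exact test, adjusted p = 0.00078), and genes shared by all surface groups 5 (adjusted p = 0.000222). A clock score, the mean of Dbp, Tef, Hlf and the Nr1d and Per genes, Ciart and Bhlhe41 minus that of Arntl, Clock, Npas2 and Nfil3, was higher than in the control by 1.45 ± 0.24 with MWCNT PEG, 1.23 ± 0.24 with CuO PEG and 1.76 ± 0.27 with Ag PEG, but by 0.11 ± 0.24 with TiO_2_s PEG. It was also higher without PEG, by 1.05 ± 0.24 with CuO COOH, 0.74 ± 0.24 with TiO_2_s COOH, 0.71 ± 0.24 with ND COOH and 0.64 ± 0.27 with Ag COOH. For aminated forms the difference was 0.84 ± 0.27 with Ag NR3, 0.82 ± 0.27 with Au5 NR3, 0.71 ± 0.24 with MWCNT NH2 and 0.65 ± 0.24 with ND NH2, but 0.08 ± 0.24 with TiO_2_r NH2 and -0.24 ± 0.27 with TiO_2_s NH2. The score was also not higher with Au5 COOH at 0.09 ± 0.24, CuO CORE at -0.22 ± 0.24 or TiO_2_s CORE at -0.65 ± 0.24. The time of day of sampling is not given with the samples, so that these values do not separate an effect of PEG from the hour of sampling. The clock list had an adjusted p of 0.378 among genes of PEGylated ENM alone without replicate 2 of Au20 PEG, without passing. With ComBat by array, the clock list had an adjusted p of 0.139 in Au5 PEG and the clock list had an adjusted p of 0.933 among genes of PEGylated ENM alone, so that these calls were lost. Nr1d2 was at 0.68 in Au5 PEG and the clock list had an adjusted p of 0.0687 in Ag PEG against all plain-PBS controls, which ended these calls. Dbp was at 1.59 in Au20 PEG with each core fitted alone with its control, without passing.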

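Among genes called in every surface group, mitosis genes were the most overrepresented of the 51 lists, with 31 of 41 (Fisher's exact test, adjusted p = 2.7e-41). DNA replication followed with 16 of 34 genes (adjusted p = 1.85e-16), and cytokines and chemokines with 12 of 25 (adjusted p = 1.31e-12). Replication-dependent histones gave 9 of 47 (adjusted p = 5.41e-06) and DNA repair 6 of 31 (adjusted p = 0.000239). Tk1, a thymidine kinase of the S phase, rose by 1.13 ± 0.22 and H1f5, a linker histone, by 1.53 ± 0.35 with MWCNT PEG (n = 3 against 3, largest adjusted p = 0.00318). With aminated MWCNT, Cdc20, an activator of mitotic exit, rose by 1.70 ± 0.27 and Ccna2 by 1.82 ± 0.27, and with CuO COOH Ccna2 by 2.05 ± 0.27 (n = 3 against 3, largest adjusted p = 4.98e-06). Independent lists of these sizes would share 1.7 genes in one direction, against 415 found, but the lists share their controls and cores. Unchanged groups simulated against the same controls gave at most 0 genes in this part in 20 runs, and as these hold no effects, part of the excess may still come from the shared controls. Cdc20 was at 0.36 in MWCNT NH2 with ComBat by array, and did not pass. The paper speculates that cell death caused by the ENM leads to the replacement of cells.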

The different functionalizations share 286 (15.9%) common DEG playing a role in cell division with very significant FDR values (up to 8.82E‐28) (Figure 5). The identified pathways include mitotic cell cycle, mitotic cell cycle process, and cell division. It could be speculated, that nanomaterial exposure causes cell death in the lungs, leading to enhanced cellular replacement, observed as enhanced cell division. The involved DEG were regulated upstream by colony stimulating factor,CSF2, which plays a very important role in the macrophage differentiation and function, and several proinflammatory cytokines including IL‐6, TNF, IL‐17A, and IL‐1*β*, which are known to orchestrate acute immune responses (Figure S7, Supporting Information).

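Csf2 itself, a growth factor of macrophages and granulocytes, rose in each surface group. It rose by 1.42 ± 0.17 with CuO NH2, 1.15 ± 0.17 with CuO COOH, 0.96 ± 0.17 with CuO PEG, 1.14 ± 0.17 with MWCNT PEG and 1.40 ± 0.19 with Ag NR3 (limma, largest adjusted p = 0.000139). Il6, Tnf and Il1b rose by 2.06 ± 0.43, 1.18 ± 0.34 and 1.54 ± 0.43 with CuO CORE, and Il6 by 1.52 ± 0.43 with TiO_2_s PEG (n = 3 against 3, largest adjusted p = 0.0149). Il6 did not pass with CuO PEG at 0.39 ± 0.43 or MWCNT PEG at 0.83 ± 0.43. Il17a was not among the genes tested. Of 8 cytokine genes named as regulators, 5 rose, 1 fell and 2 did not pass the test (5 and 1 when adjusted over the list alone, camera adjusted p = 0.0356, adjusted p = 0.378 with an estimated correlation) with CuO CORE and 5 rose, none fell and 3 did not pass the test (5 and none when adjusted over the list alone, camera adjusted p = 3.26e-05, adjusted p = 0.0731 with an estimated correlation) with TiO_2_s PEG. The part shared by all surface groups held 2 of them (Fisher's exact test, adjusted p = 0.0365). Il6 was at 0.66 and the regulator list had an adjusted p of 0.292 among genes of all surface groups without replicate 3 of TiO_2_s PEG, which ended these calls. The regulator list had an adjusted p of 0.0583 in CuO CORE without replicate 2 of the CuO control, without passing. Il6 was at 1.21 in TiO_2_s PEG, the regulator list had an adjusted p of 0.0548 in CuO CORE, and the regulator list had an adjusted p of 0.244 among genes of all surface groups with no correction for dye and slide, so that these calls were lost.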

Altogether, the results strongly imply that in terms of functionalization, amination activates the strongest inflammatory response among the three distinct functionalizations. Nonetheless, all the functionalizations are able to induce immune system activation as noted from the Gene Ontology terms enriched by the common DEG, but do not necessarily imply strong, long‐lasting immunotoxic consequences.

### 2.6 PEGylation Modulates Particle Toxicity by Suppressing ENM‐Induced Inflammation and DNA Damage

In this study, a strong association (r: >0.90) between immune cell infiltration and the number of DEG was observed (Table 2). Particle surface chemistry (COOH, NH, or PEG) have also an effect on the magnitude of the nanomaterial‐induced transcriptomic response (Figure 2B and Figure 5). Thus, we propose, that by investigating the correlation between ENM‐induced immune cell infiltration and associated DEG, the primary genes that underpin the effect of functionalization on toxicity can be identified. For this, the DEG were split into three groups comprising particles with either NH‐, COOH‐ or PEG‐based surface functional groups. Exposure‐specific BAL cell counts and zeta potentials of the corresponding particles were correlated to the exposure‐specific DEG (**Figure** **6**).

**Figure 6:**
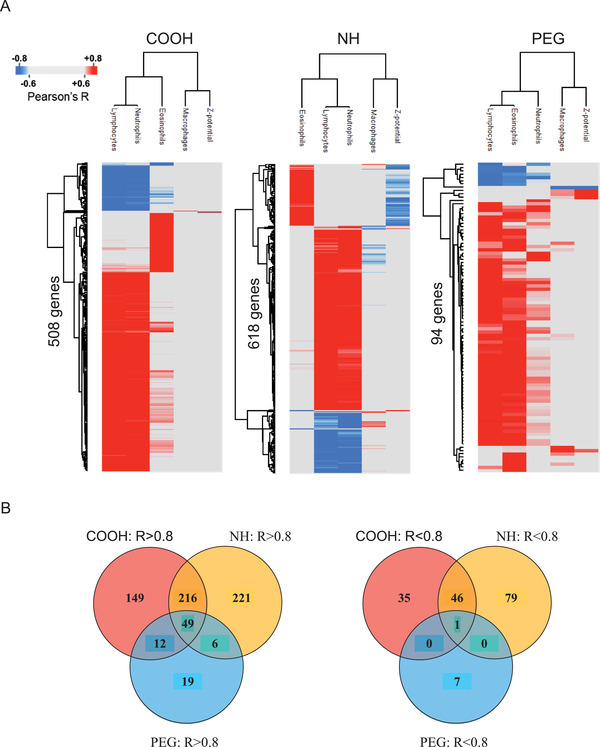
DEG from functionalized ENM correlate with the BAL cell counts and corresponding zeta potential of particles. A) The strongest correlations (Pearson r ≥ |0.8|) are identified for lymphocytes and neutrophils, with both COOH (508 DEG) and NH (618 DEG) ENM, and in lesser amount with PEG (94 DEG), which also showed association to eosinophils. B) Most of these DEG were positively correlated (r ≥ 0.8) and 60% (510 genes) of all immune cell count‐associated genes (r ≥ |0.8|) are unique to a specific functionalization.

The strongest correlation (r: ≥ |0.8|) to functionalization‐induced changes in gene expression were identified for lymphocytes and neutrophils, which were jointly associated to the expression of 508 DEG in mice exposed to COOH‐functionalized particles, as well as to 618 DEG in exposures to particles with NH‐functionalized surfaces. In mice exposed to PEGylated particles, similarly strong correlations were identified between 94 genes and the number of infiltrated eosinophils and lymphocytes. Whilst the number of infiltrated eosinophils, lymphocytes, and neutrophils were strongly associated with particle surface chemistry, only a handful of genes showed notable association (r: >|0.6|) to either macrophage infiltration or particle zeta potential (data not shown). Heatmaps based on the correlation score between the expression of functionalization‐associated genes and immune cell counts/particle zeta potential are shown in Figure 6A. Most (80%) of these genes were positively correlated and 60% (510 genes) of all immune cell count associated genes were unique to a specific functionalization (Figure 6B). 300, 184 and 26 immune cell associated genes were unique to either the NH, COOH, or PEG functionalization, respectively. Overlapping genes, mostly amongst the positively correlated, were also identified (Figure 6B).

In terms of the underlying mechanisms, the most significantly enriched biological processes were identified from the 50 shared DEG that were strongly associated to cell levels of neutrophils, lymphocytes, and eosinophils, exposed to particles with either NH, COOH, or PEG functionalization (Figure S8, Supporting Information). The top enriched biological processes were related to mitotic cell cycle and chromosome organization. Amongst the genes that were associated to immune cell infiltration levels in response to one specific surface chemistry, COOH‐functionalized nanomaterials triggered the most significant pathways, with lymphocyte and neutrophil migration identified as the most enriched biological processes. NH‐specific BAL cell count‐associated genes were predominantly involved in regulation of DNA replication. PEG‐specific immune cell‐associated genes were involved in even fewer biological processes. The top enriched pathways were regulation of protein kinase activity with relevance to binding of DNA by transcription factors. Interestingly, pathways suggestive of DNA damage response were identified only in the top enriched pathways from COOH‐ and NH‐responsive genes. In general, significantly smaller pathway fold‐enrichment scores were identified for functionalization‐specific DEG with strong association to immune cell counts, compared to the DEG which were shared between all three functionalizations.

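In core and carboxylated forms as well, mitosis genes rose. Kif20a, a kinesin of the dividing cell, rose by 2.28 ± 0.29 with CuO CORE and 2.02 ± 0.29 with CuO COOH, and Top2a by 1.47 ± 0.27 with MWCNT CORE (n = 3 against 3, largest adjusted p = 0.000207). Of 41 mitosis genes, 39 rose, none fell and 2 did not pass the test (39 and none when adjusted over the list alone, camera adjusted p = 1.31e-49) with CuO COOH. With MWCNT CORE, 32 rose (32 when adjusted over the list alone, camera adjusted p = 1.9e-36, adjusted p = 0.0617 with an estimated correlation), with MWCNT NH2 38 (38 when adjusted over the list alone, camera adjusted p = 2e-53) and with CuO CORE 40 (40 when adjusted over the list alone, camera adjusted p = 2.5e-41). DNA replication genes rose in 31 of 34 cases with CuO CORE (31 when adjusted over the list alone, camera adjusted p = 1.48e-39) and in 19 with MWCNT NH2 (19 when adjusted over the list alone, camera adjusted p = 4.52e-33). Replication-dependent histones rose in 18 of 47 cases and fell in none with CuO COOH (18 and none when adjusted over the list alone, camera adjusted p = 2.11e-08, adjusted p = 0.229 with an estimated correlation). Of the mitosis genes, 2 rose with TiO_2_s CORE and 1 with TiO_2_r COOH (10 and 10 when adjusted over the list alone, camera adjusted p = 8.08e-13, adjusted p = 0.364 with an estimated correlation and camera adjusted p = 1.86e-10, adjusted p = 0.762 with an estimated correlation). No mitosis gene passed in 2 other carboxylated ENM, with a median of 0.55 for Ag COOH (17 rose when adjusted over the list alone, camera adjusted p = 4.54e-18, adjusted p = 0.228 with an estimated correlation) and -0.11 for Au20 COOH (camera adjusted p = 0.0313, adjusted p = 0.961 with an estimated correlation). Cells that divide in the tissue and dividing cells that enter it from the blood give the same change in whole lung. The mitosis list had an adjusted p of 0.176 without replicate 2 of Au20 COOH, which ended the call. The mitosis list had an adjusted p of 2.1e-05 in Au20 COOH without replicate 2 of the Au20 control, in the other direction. With ComBat by array, the mitosis list had an adjusted p of 0.979 in TiO_2_s CORE and the mitosis list had an adjusted p of 0.309 in Ag COOH, so that these calls were lost. Against the pooled Au controls, the mitosis list had an adjusted p of 0.842 in Au20 COOH, which ended the call.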

The identified changes in genes related to cell division, chromosomal organization, and DNA replication (probably a direct outcome of the cellular cytoxic effects of these nanomaterials), occur irrespective of the ENM surface chemistry. Nonetheless, PEGylation appears to suppress nanomaterial toxicity by decreasing the magnitude of particle‐induced changes in cell division, chromosomal organization, and DNA conformation changes (Figure S8, Supporting Information). 

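Mitosis genes were lower with CuO PEG than with CuO CORE in the direct test. Kif20a fell by 1.71 ± 0.29 and Rrm2 by 1.47 ± 0.26 (n = 3 against 3, largest adjusted p = 8.53e-06). Of 41 mitosis genes, none rose, 38 fell and 3 did not pass the test (none and 38 when adjusted over the list alone, camera adjusted p = 1.38e-32), and of 34 DNA replication genes, none rose, 25 fell and 9 did not pass the test (none and 25 when adjusted over the list alone, camera adjusted p = 1.6e-32). Against its control, CuO PEG had 2 rising mitosis genes (14 when adjusted over the list alone, camera adjusted p = 1.48e-12, adjusted p = 0.383 with an estimated correlation). In MWCNT, the PEGylated and core forms did not differ in any mitosis gene, with a median of -0.11 (camera adjusted p = 0.291), and against the control 29 of them rose with MWCNT PEG (29 when adjusted over the list alone, camera adjusted p = 1.15e-40). With Ag PEG, 2 rose (21 when adjusted over the list alone, camera adjusted p = 1.23e-19, adjusted p = 0.52 with an estimated correlation). With TiO_2_s PEG, 20 rose (24 when adjusted over the list alone, camera adjusted p = 5.44e-17, adjusted p = 0.174 with an estimated correlation), against 2 with TiO_2_s CORE (10 when adjusted over the list alone, camera adjusted p = 8.08e-13, adjusted p = 0.364 with an estimated correlation). TiO_2_s PEG and TiO_2_s CORE were not compared directly. Without replicate 1 of MWCNT PEG, the mitosis list had an adjusted p of 0.0484 in MWCNT PEG against MWCNT CORE, and passed there. The mitosis list had an adjusted p of 0.419 in Ag PEG, the mitosis list had an adjusted p of 0.676 in TiO_2_s PEG, and the mitosis list had an adjusted p of 0.979 in TiO_2_s CORE with ComBat by array, so that these calls were lost. From the smaller changes, the paper proposes that PEGylation appears to suppress the toxicity of the ENM.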

Besides direct toxicity, functionalization can be expected to affect cellular uptake of the particles, as observed in in vitro studies for Au NPs.^[^ ^34^ ^]^ Taken together, surface modification has varying effects on the airways but the toxicological responses also depend on the underlying core chemistry.

### 2.7 The Expression Signature Derived from a Subset of 50 DEG Associated with Cellular Infiltration Generates Three Clusters of ENM exposures

Based on functionalization‐specific DEG categorization, as well as correlation to level of immune cell infiltration, we identified 50 primary response genes whose expression was modified by all materials irrespective of the surface chemistry. To understand whether the expression of these genes alone could rank the tested particles according to their health hazard potential, we plotted a heatmap of the average relative expression of these genes across all exposed and unexposed sample groups (**Figure** **7**). Three main clusters emerged:

**Figure 7:**
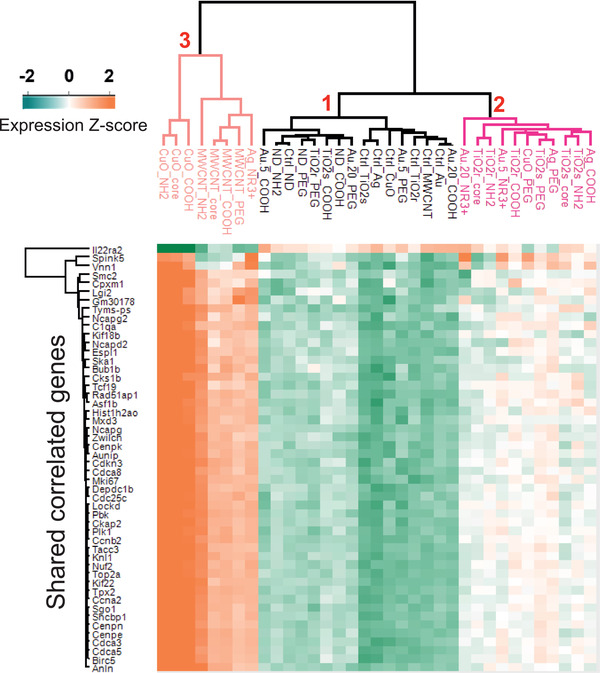
Heatmap and hierarchical clustering of highly positively and negatively correlating common 50 DEG with BAL fluid cells are dominating in the inflammatory cell responses while the functionalizations have only minor effects. Based on the Pearson correlation, three main clusters are emerging (1–3). The cluster 1 contains the mildly toxic ENM (TiO_2_r^PEG^, TiO_2_s^COOH^, Au5^PEG^, Au5^COOH^, Au20^PEG^, Au20^COOH^, ND^COOH^, ND^NH2^, and ND^PEG^) and the negative control samples. The cluster 2 involves the moderately toxic nanomaterials, consisting of Au5^NR3+^, Au20^NR3+^, TiO_2_r^Core^, TiO_2_r^COOH^, TiO_2_r^NH2^, TiO_2_s^Core^, TiO_2_s^NH2^, TiO_2_s^PEG^, Ag^COOH^, Ag^PEG^, and CuO^PEG^. And last, the third cluster contains the most toxic ENM including Ag^NR3+^, CuO^Core^, CuO^COOH^, CuO^NH2^, MWCNT^Core^, MWCNT^PEG^, MWCNT^COOH^, and MWCNT^NH2^.

**CLUSTER 1**–comprising TiO_2_r^PEG^, TiO_2_s^COOH^, Au5^PEG^, Au5^COOH^, Au20^PEG^, Au20^COOH^, ND^COOH^, ND^NH2^, and ND^PEG^, all clustered together with the control samples.

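Mki67, a marker of dividing cells, and Top2a did not pass in any of these ENM. Mki67 was at 0.46 ± 0.31 with TiO_2_r PEG, 0.53 ± 0.28 with TiO_2_s COOH, 0.26 ± 0.28 with Au5 PEG, 0.46 ± 0.28 with Au5 COOH and 0.05 ± 0.28 with Au20 PEG. It was at -0.22 ± 0.28 with Au20 COOH, 0.11 ± 0.28 with ND COOH, -0.05 ± 0.28 with ND NH2 and -0.14 ± 0.28 with ND PEG. Il22ra2, a decoy receptor for interleukin 22, did not pass either, with -0.19 ± 0.18 for TiO_2_s COOH and -0.32 ± 0.18 for Au20 PEG. The mitosis list passed for TiO_2_s COOH, with a median of 0.34 and no single gene (camera adjusted p = 6.3e-09, adjusted p = 0.47 with an estimated correlation), and not for ND NH2 (camera adjusted p = 0.67). The clustering itself was not repeated, since the full list of its genes is not given in the text. The paper made it from DEG of these same samples, so that the values given here do not test it independently. Without replicate 3 of ND NH2, the mitosis list had an adjusted p of 0.00927, and passed there. The mitosis list had an adjusted p of 0.969 in TiO_2_s COOH with ComBat by array, without passing. Mki67 was at 0.85 in ND NH2 with ComBat by array, in the other direction.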

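In the paper's Cluster 2, Mki67 rose by 1.03 ± 0.31 with TiO_2_s NH2 and 1.09 ± 0.28 with TiO_2_s PEG (n = 2 against 3 and 3 against 3, limma, largest adjusted p = 0.0341). It did not pass with TiO_2_s CORE at 0.87 ± 0.28, TiO_2_r CORE at 0.86 ± 0.28, TiO_2_r COOH at 1.02 ± 0.28, TiO_2_r NH2 at 0.67 ± 0.28, Ag COOH at 0.55 ± 0.31, Ag PEG at 0.87 ± 0.31 or CuO PEG at 0.58 ± 0.28. With the aminated Au, it was at 0.59 ± 0.31 for Au5 NR3 and 0.31 ± 0.28 for Au20 NR3. Il22ra2 did not pass with Ag PEG at -0.62 ± 0.20 or CuO PEG at -0.48 ± 0.18. Whether these ENM differ from those of the other groups was not tested. Mki67 was at 0.60 without replicate 1 of TiO_2_s NH2, which ended the call. Mki67 was at 0.71 without replicate 3 of TiO_2_s PEG, without passing. Mki67 was at 0.98 in TiO_2_r CORE and 1.14 in TiO_2_r COOH without replicate 1 of the TiO_2_r control, and these passed there. Il22ra2 was at -0.81 without replicate 2 of Ag PEG, and passed there. Il22ra2 was at -0.66 without replicate 2 of CuO PEG, and passed there. Mki67 was at 1.01 in TiO_2_s NH2 and 1.08 in TiO_2_s PEG with each core fitted alone with its control, so that these calls were lost. Mki67 was at -0.01 in TiO_2_s NH2 and -0.59 in Au5 NR3 with ComBat by array, in the other direction.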

**CLUSTER 2**–consisted of Au5^NR3+^, Au20^NR3+^, TiO_2_r^Core^, TiO_2_r^COOH^, TiO_2_r^NH2^, TiO_2_s^Core^, TiO_2_s^NH2^, TiO_2_s^PEG^, Ag^COOH^, Ag^PEG^, and CuO^PEG^.

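In the paper's Cluster 3, Mki67, a gene of dividing cells, rose in every ENM, and Il22ra2 fell in those named below. The paper formed its clusters from DEG of these same samples, so that these values do not test the clusters independently. Mki67 rose by 1.27 ± 0.31 with Ag NR3, 2.00 ± 0.28 with CuO CORE, 1.96 ± 0.28 with CuO COOH and 2.06 ± 0.28 with CuO NH2 (limma, largest adjusted p = 0.00452 over this group). For MWCNT, it rose by 1.41 ± 0.28 as core, 1.34 ± 0.28 PEGylated, 1.40 ± 0.28 carboxylated and 1.77 ± 0.28 aminated. Il22ra2 fell by 0.86 ± 0.20 with Ag NR3, 1.42 ± 0.18 with CuO CORE and 1.07 ± 0.18 with CuO COOH. Its fall was 0.92 ± 0.18 with MWCNT PEG, 1.00 ± 0.18 with MWCNT NH2 and 0.60 ± 0.18 with MWCNT CORE (largest adjusted p = 0.0217). Birc5, an inhibitor of apoptosis in dividing cells, rose by 2.16 ± 0.27 with CuO CORE and 1.30 ± 0.27 with MWCNT COOH. Mki67 was at 1.10 and Il22ra2 at -0.74 in Ag NR3 without replicate 1 of the Ag control, and none of these passed. Mki67 was at 1.08 in MWCNT PEG and Il22ra2 was at -0.50 in MWCNT CORE without replicate 3 of the MWCNT control, so that these calls were lost. Mki67 was at 0.08 and Il22ra2 at -0.48 in Ag NR3, Mki67 was at 0.22 in MWCNT PEG, Mki67 was at 0.44 in MWCNT COOH, Mki67 was at 0.15 in MWCNT NH2, and Il22ra2 was at -0.56 in MWCNT CORE with ComBat by array, which ended these calls. The paper reads these clusters as following cell influx and the count of DEG.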

**CLUSTER 3**–consisted of the most toxic nanomaterials amongst all 28 ENM—Ag^NR3+^, CuO^Core^, CuO^COOH^, CuO^NH2^, MWCNT^Core^, MWCNT^PEG^, MWCNT^COOH^, and MWCNT^NH2^.

Interestingly, the clusters generated by this core set of 50 genes, reflect the toxicity of each particle as observed from the extent of cellular infiltration (Figure 1) and the number of DEG (Figure 2A). PEG‐functionalized ENM, generally less toxic than either the COOH‐ or NH‐functionalizations, were predominantly (with the exception of TiO_2_s^PEG^) represented in Cluster 1. Cluster 3 was highly enriched for the most toxic nanomaterials amongst all 28 ENM. Incidentally, in addition to cellular infiltration and number of DEG, Cluster 3 ENM were also the most cytotoxic ENM observed in in vitro exposures of human primary macrophages and undifferentiated human THP‐1 cell lines.^[^ ^35^ ^]^ MWCNT were also exceptional, as all of its four surface chemistry types (Core, PEG, COOH, and NH) clustered in the “most toxic” Cluster 3 ENM group. It seems that the greater the toxicity of the core material, the ability of a functional group modification to affect the materials’ toxicity decreases.

## 3 Conclusion

Eight different ENM functionalized with three different surface modifications, totaling up to 28 distinct ENM were examined by repeated, 4‐day oropharyngeal aspiration exposures using mouse as a model organism. This extensive data set comprises cytological, histological, and transcriptional analyses and thus, provides the largest available in vivo data set to date. Our results imply that surface modification has varying effects on the airways but those toxicological responses also depend on the underlying core chemistry.

While BAL cell quantification and histological evaluation are a reasonable and consistent initial step to evaluate the severity of the ENM‐induced immune responses on the airways, assessing the global transcriptome provides more detailed knowledge about the specific responses and distinct biological processes. This further enables a detailed mapping of the molecular events consequently leading to the toxic, and possible long‐term outcomes. The performed histological and cytological evaluation revealed CuO, Ag, and MWCNT as the most toxic ENM among the tested panel in terms of strong neutrophilic and eosinophilic cell influx, nuclear dust formation, and mucus hypersecretion. Moreover, comparable, increased macrophage influx due to TiO_2_ nanomaterials with distinct shapes was observed.

Transcriptional analyses further completed the observed outcomes in terms of gene activation (number of DEG) but only more detailed transcriptional analyses allowed to dissect specific, functionalization‐, and size/shape related responses. Transcriptomics experiments can be used to underpin molecular level changes, and thus, to scrutinize more specific responses associated to distinct ENM properties. This instead, provides great advancements to toxicological evaluation in terms of read‐across and adverse outcome pathways.^[^ ^1^ ^]^ As transcriptional level responses are depicting also the subtle changes not visible in cytology or histology, ethically more reasonable exposure strategies such as lower exposure doses will become achievable.

We strongly advocate to complement classical toxicity studies based on the observation of apical endpoints with more thorough examination of cellular and molecular events namely mode/mechanisms of action leading to possible toxic outcomes. For this, transcriptomics and toxicogenomics provide great opportunities for future toxicity evaluation and assessment, helping to create deeper understanding and predictive models eventually speeding up the toxicity assessment of ENM.

## Experimental Section

##### Panel of Nanomaterials

Nanomaterials were provided by the FP7‐NANOSOLUTIONS consortium. ENM synthesis, functionalization, and characterization are described in detail in the previous publications.^[^ ^35^, ^36^ ^]^ In short, CuO particles were synthesized by the precipitate decomposition method. MWCNT^CORE^, MWCNT^NH2^, and MWCNT^COOH^ were produced via catalytic carbon vapor deposition. For the MWCNT^PEG^, a noncovalent functionalization process was used. Au5 and Au20 particle synthesis was performed by growing the particles with self‐assembled thiol monolayers on the growing nuclei. Ag particles were prepared by reduction of Ag^+^ to Ag^0^ with excess NaBH_4_ solution. TiO_2_s were prepared by hydrolysis of titanium tetrachloride solution whereas TiO_2_r core was obtained by forced hydrolysis in acidic conditions. Finally, nanodiamonds were prepared by detonation. ENM characterization was described earlier by Gallud et al.^[^ ^35^ ^]^ Briefly, ENM were characterized by DLS and zeta potential measurements using a Malvern Zetasizer Nano ZS (model ZEN3600) with a 632.8 nm laser wavelength. The Zetasizer v.6.32 software was used for data processing. UV–vis measures were accomplished on a UV–vis spectrometer Lambda 750 (Perkin Elmer). The UVWinLab software was utilized for data processing. Raman spectroscopy measurements were performed using a WITec alpha 300 RAS device, and a laser operating with the WITec project FOUR software. Impurities were investigated by inductively coupled plasma‐mass spectrometry. The presence of functional groups was confirmed with XPS (Table S1 and Figures S9–S15, Supporting Information). XPS experiments were performed in a SPECS Sage HR 100 spectrometer with a non‐monochromatic X ray source (Magnesium K*α* line of 1253.6 eV energy and a power applied of 250 W and calibrated using the 3d5/2 line of Ag with a full width at half maximum (FWHM) of 1.1 eV. An electron flood gun was used to compensate for charging occurring during XPS data acquisition. The selected resolution for the spectra was 30 eV of pass energy and 0.5 eV step^−1^ for the general survey spectra and 15 eV of pass energy and 0.15 eV step^−1^ for the detailed spectra of the different elements. All measurements were made in an ultra‐high vacuum (UHV) chamber at a pressure around 5•10–8 bar. ENM samples were first dispersed in water and casted on pre‐cleaned Si wafers, followed by drying in a vacuum oven. For all TiO_2_ based materials ligands have been attached through silanes while for the rest of the nanoparticles functionalization took place through thiols with the exception of nanotubes and nanodiamonds that were oxidized to display carboxylate groups and further functionalized from there. Silane modification and carboxylation result in more stable bounds than thiols which could be eventually exchanged but this is a characteristic of thiol bounds

Nanomaterial stock dispersions were prepared in glass tubes, in endotoxin free water (HyClone, HyPure Cell Culture Grade Water, Thermo Scientific, Waltham, MA USA) according to the NANOSOLUTIONS standard operating procedures provided for each material. The dilutions of the working suspension were prepared into a sterile PBS in a concentration of 200 µL mL^−1^. The material handling, weighing, and suspensions were prepared in ultra clean conditions, with sterile equipment. Control samples were prepared to pure PBS, PBS + polyvinylpyrrolidine, or PBS + albumin (0.1% BSA, Sigma) corresponding to the ENM suspension.

##### Animals

Female C57BL/6 mice (7−8 weeks old) were purchased from Scanbur A/S (Karslunde, Denmark) and quarantined for 5 days and housed in stainless steel cages with aspen chip bedding, in groups of four. The housing conditions were carefully controlled with temperature (20–21 °C) and humidity (40−45%) and 12 h dark/light cycles. Mice received food and water ad libitum.

##### Study Design and Oropharyngeal Aspiration Exposures

The study design is shown in Figure S1, Supporting Information. Mice were exposed by oropharyngeal aspiration under isoflurane anesthesia to 10 µg of ENM per day in (50 µL) of PBS for 4 consecutive days, mimicking a 1‐week exposure scenario. Control mice received a corresponding vehicle, either plain PBS or supplemented with polyvinylpyrroline (for nanodiamond particles) or albumin (for MWCNT) as described in suspension preparation section. BAL and tissue samples were collected 24 h after the final exposure.

Moderate dose of 10 µg per day was selected based on the previous studies.^[^ ^12^ ^]^ The study was approved by National Animal Experiment Board from Regional State Administrative Agency of Southern Finland (ESAVI‐3241−04.10.07−2013).

##### BAL Cell Counts and Histology

Leukocyte infiltration into mice lungs was analyzed by BAL. After sacrificing and blood collection, the trachea was instantly cannulated with a syringe and lungs were flushed with (800 µL) of PBS. BAL fluid was cytocentrifuged onto slides and May Grunwald Giemsa (MGG)‐stained BAL cells (macrophages; neutrophils, eosinophils, and lymphocytes) were counted under a light microscope (Leica DM 400B; Leica, Wetzlar, Germany) with 40× magnification. Three high‐power fields per sample were counted and the mean value was recorded. Mann–Whitney tests were used for BAL cell counts between two‐group analyses. *P‐*value <0.05 was considered as statistically significant.

For the histological evaluation, parts of the lungs were formalin‐fixed and paraffin embedded. The cut and affixed samples were stained with hematoxylin and eosin and PAS and evaluated with optical microscope.

##### RNA Extraction

After sacrificing and BAL collection, the lungs were removed, cut and transferred to RNALater stabilizing solution (Ambion, Life Technologies, CA, USA), and stored at −80 °C. Total RNA (totRNA) from the RNAlater‐stabilized lung samples was isolated and purified by phenol/chloroform isolation method according to the instructions by Bioline Reagents. In brief, tissue samples in RNALater were thawed and moved to the lysing matrix tubes with ceramic spheres (D, 1.4 mm) (MP Biomedicals, Illkirch, France), containing 1 mL of TRIsure reagent (Bioline Reagents, Ltd., London, UK). Samples were homogenized in a FastPrep FP120 homogenizer (BIO 101, Thermo savant, Waltham, MA, USA). RNA was separated with chloroform, precipitated with isopropyl alcohol, washed with 75% ethanol, re‐dissolved into DEPC‐treated water, and stored in −80 °C. Quantity and quality of the mRNA were measured with NanoDrop spectrophotometer (ND‐1000, Thermo Fisher Scientific Inc., Wilmington, NC, USA) and Bioanalyzer (Agilent Technologies, USA). Two to three samples from the same experimental group were pooled, and independent pools of samples with RIN >8.3 were used for DNA microarray analysis.

##### Microarrays

Two to three totRNA samples with good quality (RNA integrity value >7.5) were pooled as one and diluted with ultrapure, sterile water to 200 ng in 1,5 µL.

The sample was randomly labeled with Cy3 or Cy5 (Quick amp labeling kit, two‐color, Agilent). Labeled samples were unsystematically hybridized to Agilent Sure Print G3 Mouse, GE8×60K DNA microarrays according to the manufacturer's protocol (two‐color microarray‐based gene expression analysis, low input quick amp labeling, Agilent, USA). Hybridized slides were scanned with Agilent microarray scanner (DNA microarray scanner with Surescan high‐resolution technology, model G2505C, Agilent, USA), and the raw data were extracted using Agilent feature extraction software (V12.0.1.1). The data are available in Gene Expression Omnibus with the accession number GSE157266.

##### Data Analysis

###### Microarray Data Processing

Changes in gene expression were analyzed with eUTOPIA—an R‐based graphical user interface composed of standard bioinformatics packages.^[^ ^37^ ^]^ Sample pre‐processing and batch effect correction were carried out as described previously.^[^ ^7^ ^]^ Between group differential gene expression was performed by Limma model analysis, using Benjamin & Hochberg method for multivariate correction of false discovery rate. A minimum log2 difference of 0.58, and a maximum adjusted *p*‐value of 0.05 were implemented as cut‐off to consider a gene as significantly differentially expressed between exposed and unexposed mice. Genes associated with particle‐induced cellular infiltration or particle zeta were investigated via Pearson's correlation analysis. Perseus graphical user interface was used to generate clusters and heatmaps. Clustering parameters used were as follows; Distance: Euclidean, Linkage: Average and Cluster Preprocessing: K‐means.

###### Pathway Analyses

The physiological implications of the DEG identified for each exposed/unexposed contrast were predicted via biological process or disease/function enrichment analyses using either the reactome pathway database,^[^ ^38^ ^]^ or IPA (QIAGEN) pathway analysis tools, respectively. Only DEG with a fold change above 1.5 at a maximum FDR of 5%, were used for pathway enrichment analyses.

###### Statistical Analysis

Experiments were performed with *n* = 5–8 mice per treatment group. Two‐tailed, nonparametric Mann−Whitney U tests were used for BAL cell count statistics. The bar plots in Figure 1 are presented as normalized values against the control BAL counts. For microarrays, two biological samples (total RNA) were pooled as one, totaling to three replicates per treatment group. The raw intensity values from the microarray experiments were quality checked and exported to R shiny application eUTOPIA.^[^ ^37^ ^]^ Low‐quality probes were excluded using a threshold of 75% quantile of negative probes in at least 85% of the samples. Log2 transformed probe intensity values were quantile normalized. Technical variation from dye and array were removed with R‐package SVA using ComBat method.^[^ ^39^ ^]^ Probes were mapped and summarized by median values. Gene expression changes between treatment and corresponding control group were defined with R package Limma,^[^ ^40^ ^]^ using empirical Bayes pairwise comparison. Genes with a fold change >|1.5| and Benjamini & Hochberg adjusted *p* < 0.05 were considered significantly differentially expressed. Reactome pathway analysis was performed with R shiny application FunMappOne.^[^ ^41^ ^]^ Only annotated DE genes were used. A minimum of 3 genes per Pathway/Ontology was used as a threshold. Jaccard index with complete linkage was used for similarity clustering. Aggregation function “median” with correction method “fdr” were set as displaying parameters. Pearson correlation coefficient was used for the correlation analysis. GO enrichment analysis of biological processes was performed with Panther classification system with FDR corrected Fisher's exact *p*‐values.^[^ ^42^ ^]^

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

J.N. and M.I. contributed equally to this work. P.A.S.K. performed the ENM exposures. P.A.S.K. and M.I. sacrificed the mice, collected, and pre‐processed the samples. P.A.S.K. performed microarray analyses and statistical analyses. J.N. analyzed, investigated, and visualized the data. G.V. confirmed the dispersion protocols and performed the DLS measurements. H.N. supervised the dispersion studies. H.W. evaluated the lung histology. T.S. confirmed RNA quality by Bioanalyzer analyses. J.K. supervised the quality analyses. K.S. served as the overall coordinator of the project and provided expert advice on the toxicological studies. B.F. contributed to the analysis and interpretation of the results and participated in the manuscript writing. P.K. contributed to formal analyses, visualization, and result interpretation. D.G. conducted the statistical analyses, supervised the microarray analyses, and interpreted the results. H.A. designed the studies and supervised the experiments. P.A.S.K. drafted and P.A.S.K., J.N., P.K., and H.A. wrote the manuscript. All authors participated in manuscript evaluation and have approved the final document.

## Supporting information

Supporting Information

## Data Availability

The transcriptomics data have been deposited in the NCBI Gene Expression Omnibus (GEO) database (accession no. GSE157266). Other relevant source data are available through the data repository of FP7‐NANOSOLUTIONS (http://nanosolutions.cs.unisa.it/login.cgi).

# Supplementary material for: Toxicogenomic Profiling of 28 Nanomaterials in Mouse Airways
**Source:** Adv Sci (Weinh). 2021 Mar 8;8(10):2004588. doi: 10.1002/advs.202004588
**Supplement:** Supplementary file 1 — Supporting Information

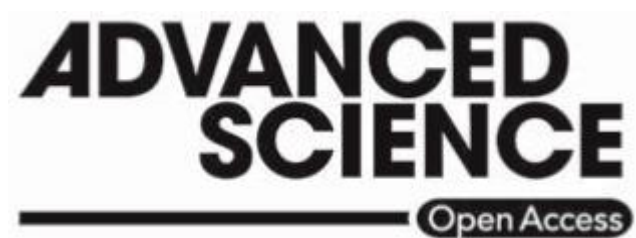

Supporting Information

for *Adv. Sci.*, DOI: 10.1002/advs.202004588

Toxicogenomic Profiling of 28 Nanomaterials in mouse airways

Pia A.S. Kinaret^{1,2}, *Joseph Ndika*^{3#}, *Marit Ilves*^{3#}, *Henrik Wolff*⁴, *Gerard Vales*⁴, *Hannu Norppa*⁴, *Kai Savolainen*⁴, *Tiina Skoog*⁵, *Juha Kere*⁵, *Sergio Moya*⁶, *Richard D. Handy*⁷, *Piia Karisola*³, *Bengt Fadeel*⁸, *Dario Greco*^{1,2,9,10}, *Harri Alenius*^{3,8*}

Supporting information to:

Toxicogenomic Profiling of 28 Nanomaterials in mouse airways

Pia A.S. Kinaret *et al.*

Supplementary Figure Legends:

Figure S1. Schematic view of the study design indicates that female C57BL/6 mice are oropharyngeally exposed individually to 28 ENMs on four consecutive days. After 24h of the last exposure the samples are collected for cellular, histological and transcriptomic analyses.

Figure S2. Histological evaluation of A) CuO^{core}, B) CuO^{PEG}, C) MWCNT^{CORE}, D) MWCNT^{PEG}, E) MWCNT^{CORE}, F) MWCNT^{NH₃} exposures. H&E stained lung images (A-D) are shown at 400× magnification, with 50 µm scale bars. PAS-stained lung samples (E and F) are shown at 200x magnification with 100 µm scale bars. Blue arrows are depicting nuclear dust, black arrows indicate visible MWCNT, red arrows illustrate PAS positivity (mucus production) and green arrows are pointing to eosinophils.

Figure S3. Upset plots of CuO, MWCNT and TiO₂ ENM by A) particle and by B) functionalization. Only clusters with more than 30 interactions are shown.

Figure S4. PCA of all genes in ENM-exposed mice lungs shows the distribution of different exposures. The groups are indicated as an average of six biological replicates. CuO core is dominating in gene variation, and expression variation is decreased in the order of NH, COOH and PEG in the PCA.

Figure S5. Especially CuO and MWCNT show pathway enrichment at REACTOME pathway analysis at the level 1, $p < 0.05$. Moreover, enrichment was also seen in NH-derived DEG. Minimum of 3 genes per pathway are clustered by similarity (Jaccard, complete linkage) and by materials.

Figure S6. Au5 and Au20 are causing similar effects in mice and only slight enrichment of Molecular Functions is seen in pathway analyses. DEG from all functionalizations of Au5 and Au20 were combined, and unique DEG were analyzed by IPA Molecular Functions (BH corrected p-values). No significant pathway enrichments were seen for Au5 or for Au20 in Panther analyses on GO Biological Processes.

Figure S7. Different functionalizations of TiO₂s, TiO₂r, CuO and MWCNT in venn diagram and their BH corrected p-values upstream regulator analyses in IPA. Significant cytokine upstream regulators can be identified clearly only to NH-associated and shared to all DEG.

Figure S8. The number and the names of the associated GO pathways are derived from highly correlating ($r \geq |0.8|$) DEG and BAL cells (in Figure 6). Pathway enrichment is strongest in the shared 50 correlating DEG, and PEG showed the smallest enrichment of GO biological processes (Panther). The negative logarithm of corrected FDR-value is shown for each pathway per functionalization (COOH, NH, PEG).

Figure S9. XPS spectra of $\text{TiO}_2\text{s}^{\text{COOH}}$: Ti2p (top left); O1s (top right); C1s (bottom left) and N1s (bottom right).

From Ti2p and O1s spectra, it can be seen that the ENM are mainly composed of TiO_2 . From C1s and O1s spectra, we can see the presence of C-H and C-C bonds, as well as C-O and C=O-OH bonds, indicating the existence of -COOH groups on the nanoparticles surface. We can also see the -N-H and C-N-H bonds in the N1s spectrum, which is also supposed to appear according to the functionalization process of the nanoparticles. ((TiO_2)- $\text{CH}_2\text{-CH}_2\text{-CH}_2\text{NHOC(O)CH}_2\text{CH}_2\text{COOH}$)

Figure S10. XPS spectra of $\text{TiO}_2\text{s}^{\text{NH}_2}$: Ti2p (top left); O1s (top right); C1s (bottom left) and N1s (bottom right).

For $\text{TiO}_2\text{s}^{\text{NH}_2}$ their surface chemistry is supposed to be (TiO_2)-Si- $\text{CH}_2\text{CH}_2\text{CH}_2\text{NH}_2$ after the surface modification. As shown in the Ti2p and O1s spectra above, Ti-O bonds in Ti 2p and O1s spectra show the nanoparticles are TiO_2 . In C1s spectrum, the band located at 285eV can be assigned to the sp^3 and sp^2 C-C and C-H bonds, from the N1s spectrum, C-N bonds and NH_3^+ can also be found in the band ranging from 398-404eV. These results confirmed that NH_3^+ is present on the surface of the $\text{TiO}_2\text{s}^{\text{NH}_2}$ nanoparticles.

Figure S11. XPS spectra of $\text{Au}_{20}\text{COOH}$: C1s (top left); Au4f (top right); S2p (bottom left), O1s (bottom right).

From the Au4f spectrum, we can see that gold exists mostly in the form of Au(0) and there are possibly a small amount of Au (I) in this sample. We observe a strong peak for C=O bonds and we can also see C-O (O1s spectrum), C-C and C-H (C1s spectrum).

Figure S12. XPS spectra of $\text{Au}_{20}^{\text{NR}_3}$: C1s (top left); Au4f (top right); S2p (middle left), O1s (middle right), Cl2p (bottom left) and N1s (bottom right).

From Au 4f spectrum, it can be seen that gold exists in two forms: Au (0) and Au (I). From C1s spectrum, we can see C-O, C-C and C-H bonds. From S2p spectrum, we can see C-S and C-S-Au bonds, as expected. From O1s spectrum, we can see C-O bonds. Although C=O bonds are also located in the band shown in the O1s spectrum, this bond cannot be seen in the C1s spectrum, therefore, we conclude that C=O is not present on the surface of this gold nanoparticles (as expected) instead a Nitrogen band can be recognized coming from the thiol. In the Cl spectrum we can recognize bands associated with KCl, which was present in the nanoparticle dispersion and must have precipitated during the drying of the sample.

Figure S13. XPS spectra of Au_{20}PEG : C1s (top left); Au4f (top right); S2p (bottom left), O1s (bottom right).

Gold also exists in two forms: Au(0) and Au(I), as shown in the Au4f spectrum. In the S2p spectrum, we can see weak bands that can be assigned to C-S and C-S-Au bonds by which PEG and Au nanoparticles are linked. In the spectra of C1s and O1s, we can see the peaks of C-O, C-C, C-H and C=O bonds which are from PEG.

Figure S14. XPS spectra of B-1) CuO -Core, B-2) CuO^{NH_2} , B-3) CuO^{COOH} , B-4) CuO^{PEG} : Cu2p (top left), O1s (top right), C1s (bottom left) and N1s (bottom right).

In the spectra are shown the expected positions of the Cu(0), Cu(I) and Cu(II) assigned at around 932.6 eV, 932.4 eV and 933.6 eV, respectively. The shape of the shake-up peaks suggest that CuO -Core (sample B-1) is a mix $\text{Cu}_2\text{O}+\text{Cu}$ (in this case, the absence of shake-up peak); CuO -Ammonium and CuO -PEG (Sample B2 and B3) are a mix of $\text{CuO}+\text{Cu}_2\text{O}$; and CuO -Carboxylate is $\text{Cu}(\text{OH})_2$ (sample B-4).

In the C1s spectra we can see C-C, C-O and C=O bonds. the expected positions of the C C and C H sp^3 and sp^2 bonds are at around 285.0 eV, C OH bonds at around 286.5 eV and C=O and O=C OH

bonds at around 288.5 eV. Larger intensities are recorded for the CuO^{PEG} as it could be expected since they have the larger Carbon amount in the PEG chains. For the carboxylate modified CuO the C 1s band is located in the region corresponding to C in acid groups as it could also be expected. In the O1s spectra of the samples, we can see that all samples have Cu-O, C=O and C-O bonds with different proportions. The expected positions of the Cu-O at around 529.8 eV and C=O and C O at around 531.2 eV and 532.6 eV, are also shown. For CuO^{COOH} and CuO^{PEG} only bands corresponding to C-O bounds can be detected. The CuO bands are clearly seen for the unmodified CuO-core.

Figure S15. XPS spectra of ND^{COOH} , ND^{NH_2} , and ND^{PEG} : C1s (top left), N1s (top right), and O1s (bottom left).

In the C1s spectra, one peak corresponding to the C-C and C-H bonds appeared in all three samples (ND^{COOH} , ND^{NH_2} , and ND^{PEG}). No significant difference can be found among samples. In the spectra of N1s, we can see C-N bonds for all the samples, but the intensity of C-N bond for ND^{NH_2} is much stronger than the ones for the other two nanodiamonds, as a result of the presence of amine groups on its surface. A peak corresponding to NH_3^+ was found for the other two samples but less-resolved. In the O1s spectra, the band located at around 531 eV can be assigned to the C=O and C-O. This peak is stronger for NDPEG because there is one C-O bond per each monomer of PEG.

Figure S1.

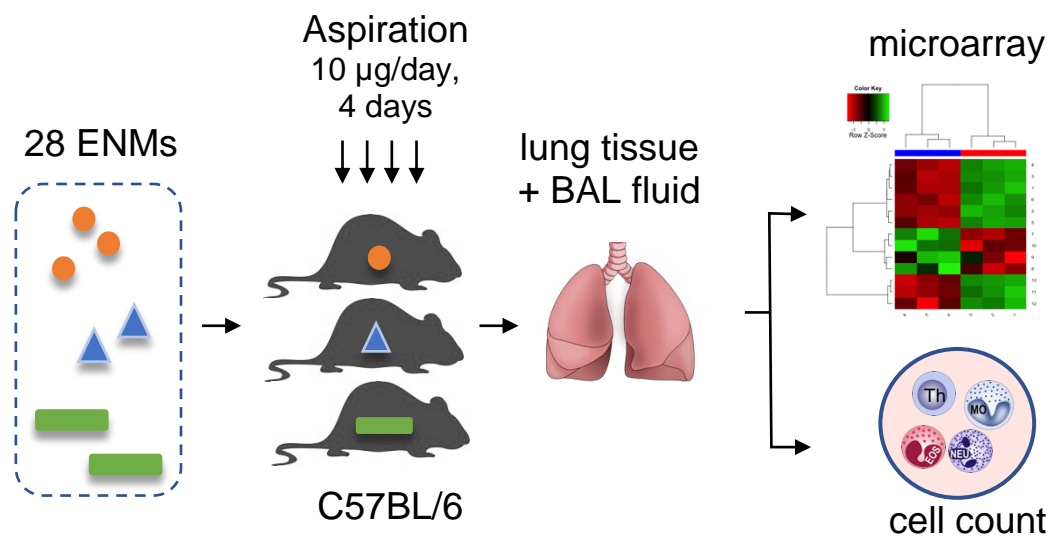

Figure S2.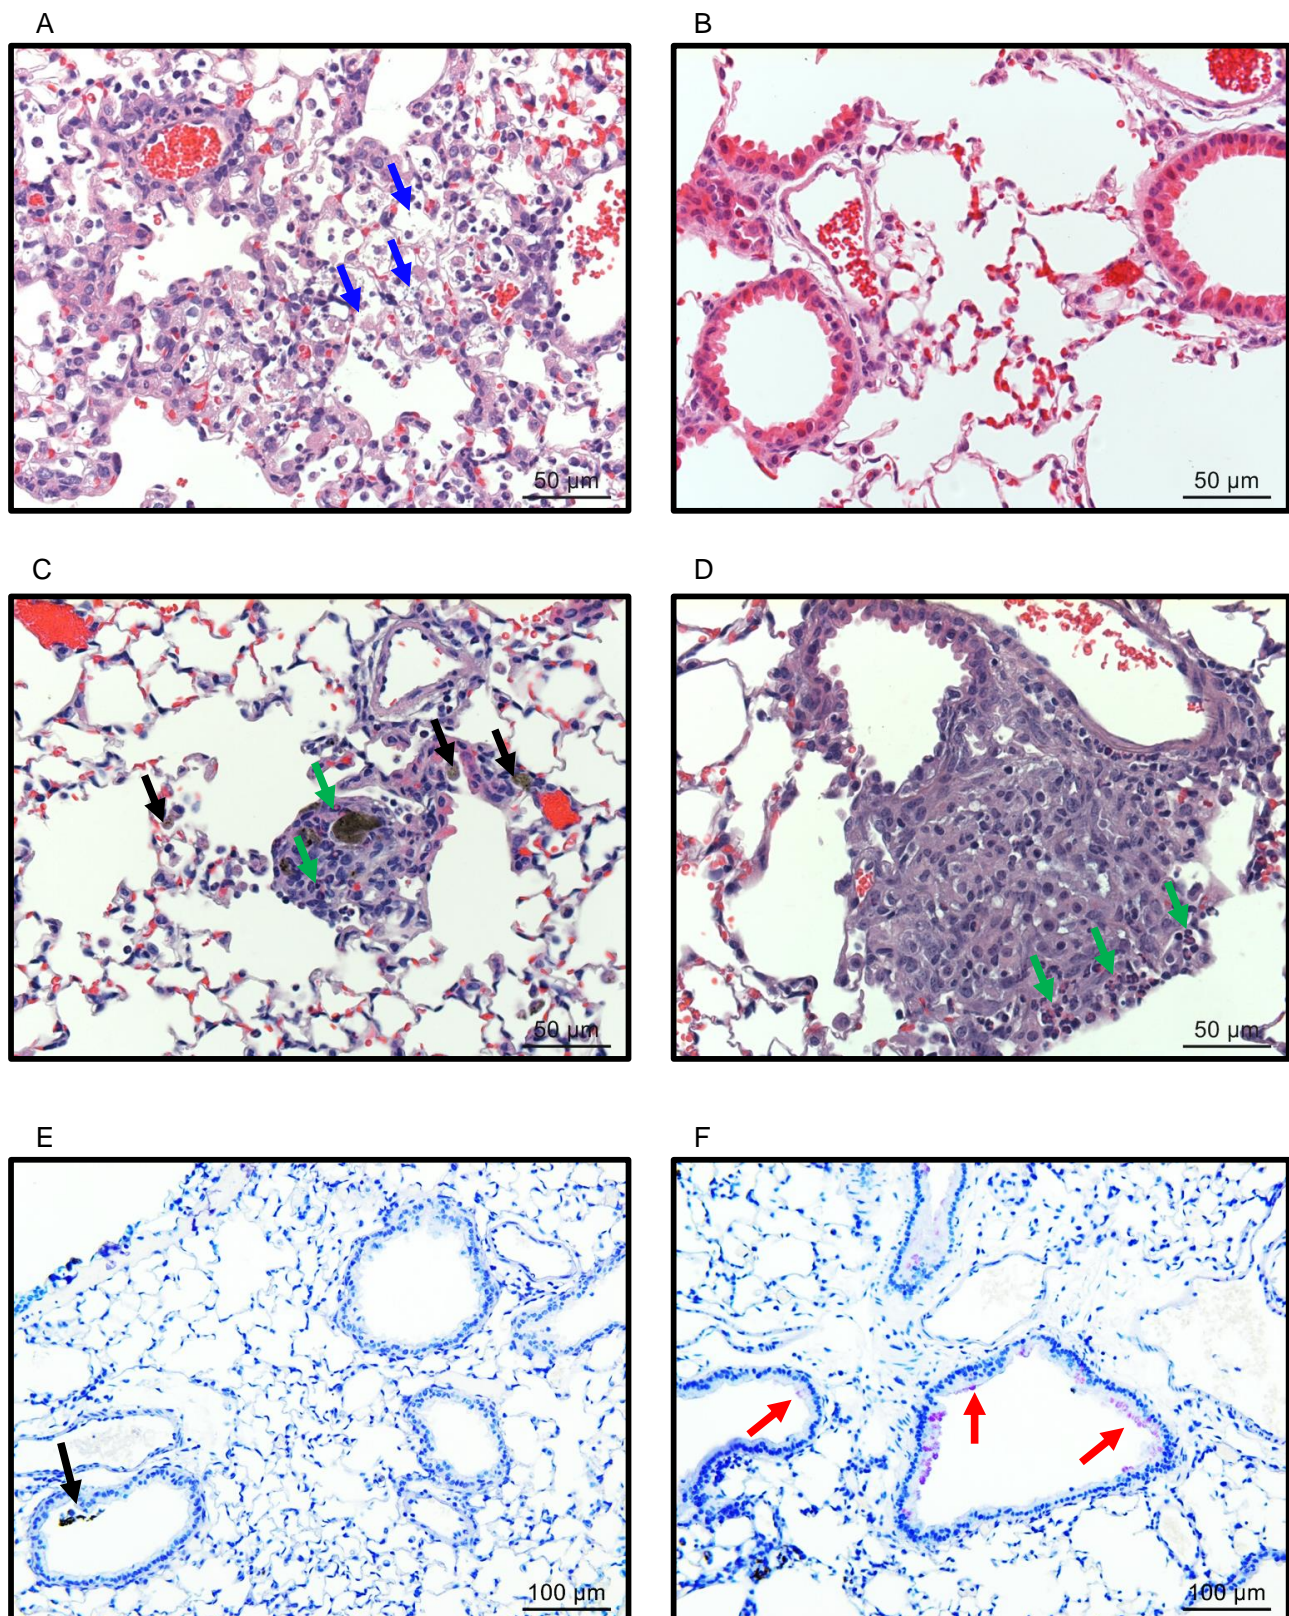

Figure S3.**A**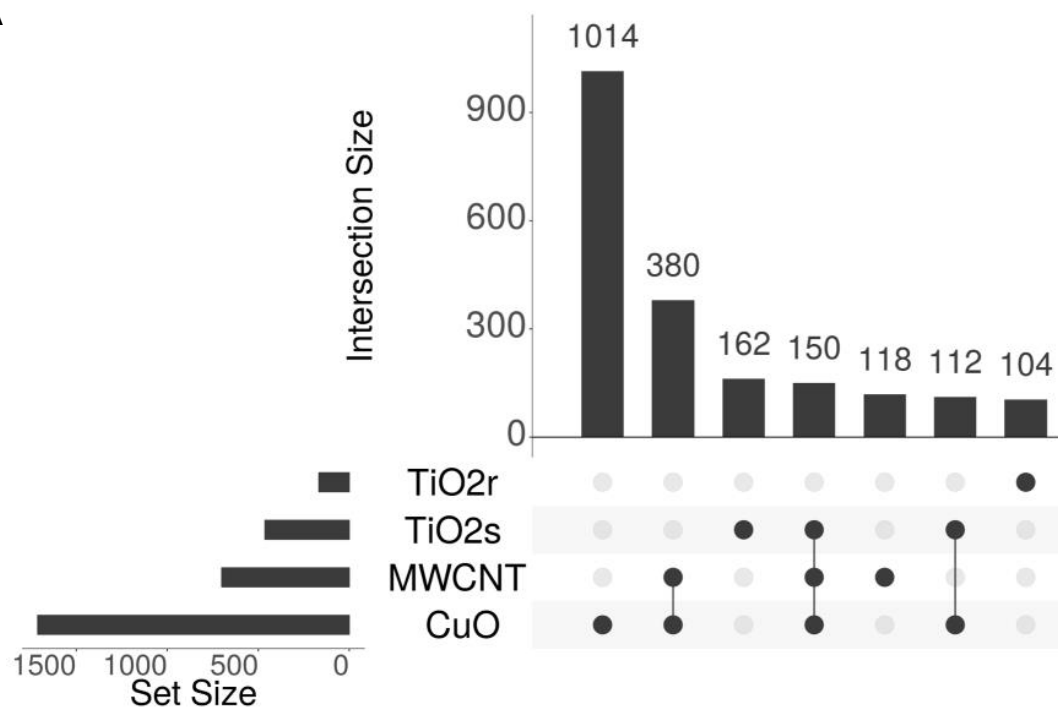**B**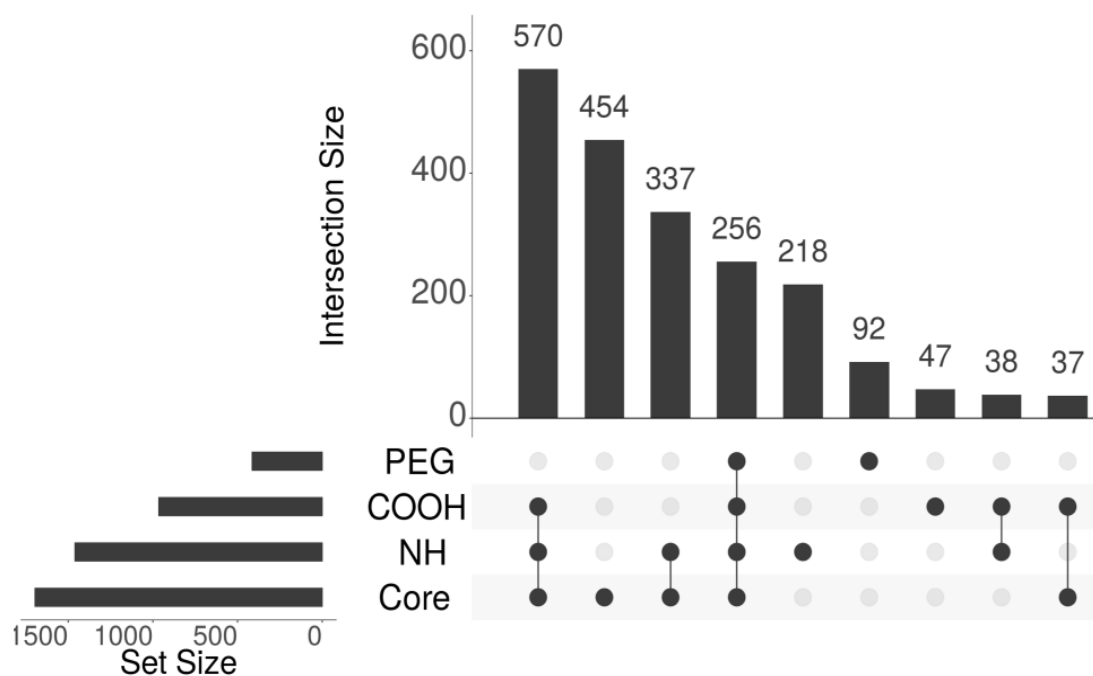

Figure S4.

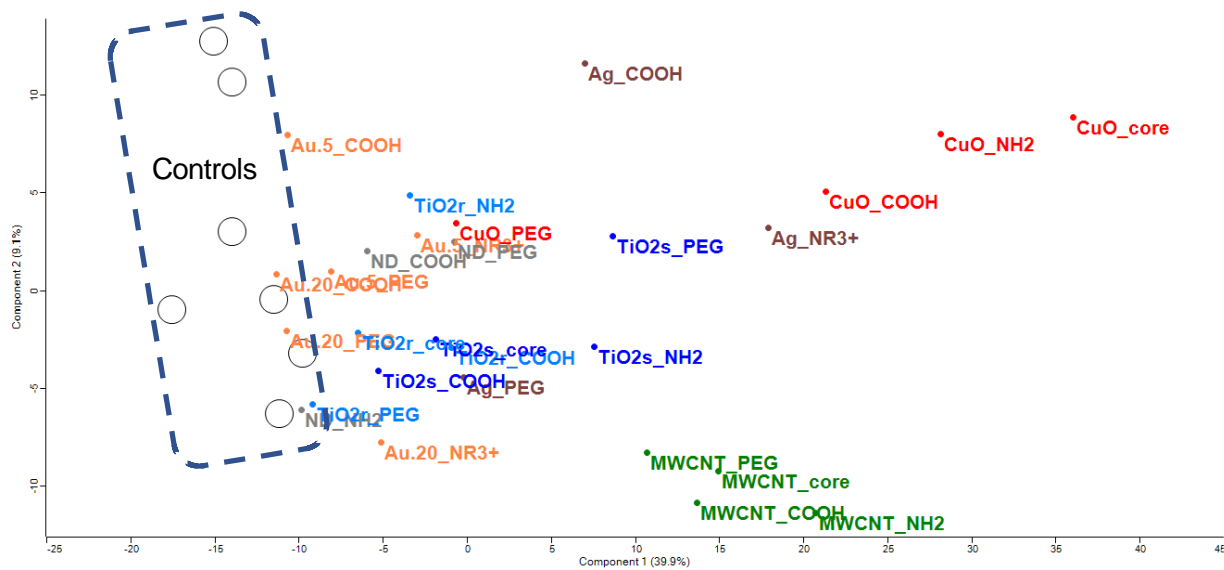

Figure S5.

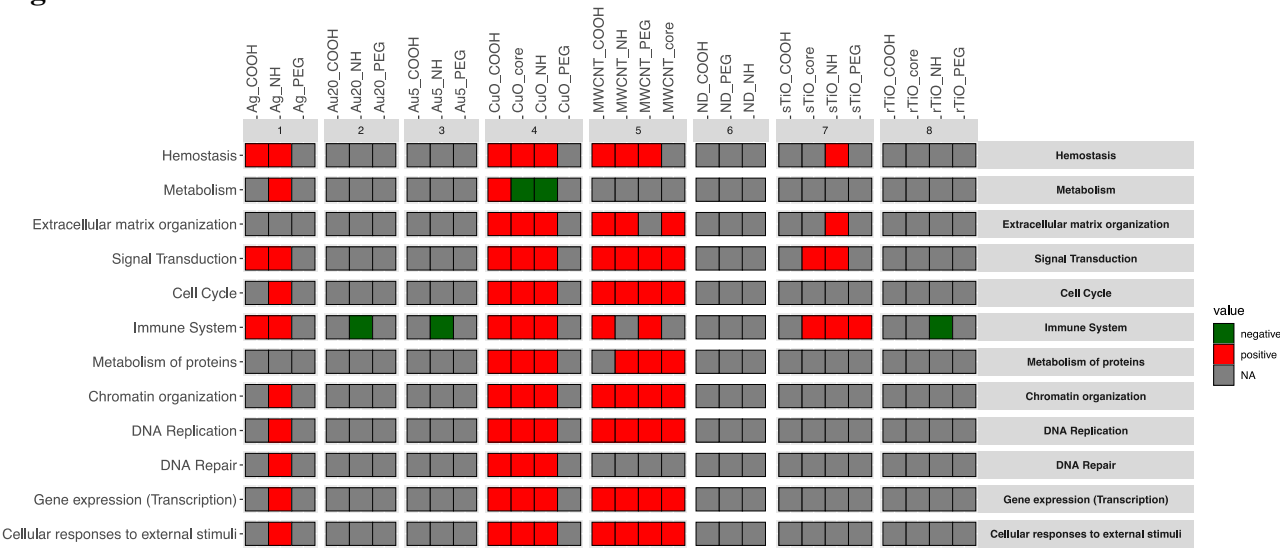

Figure S6.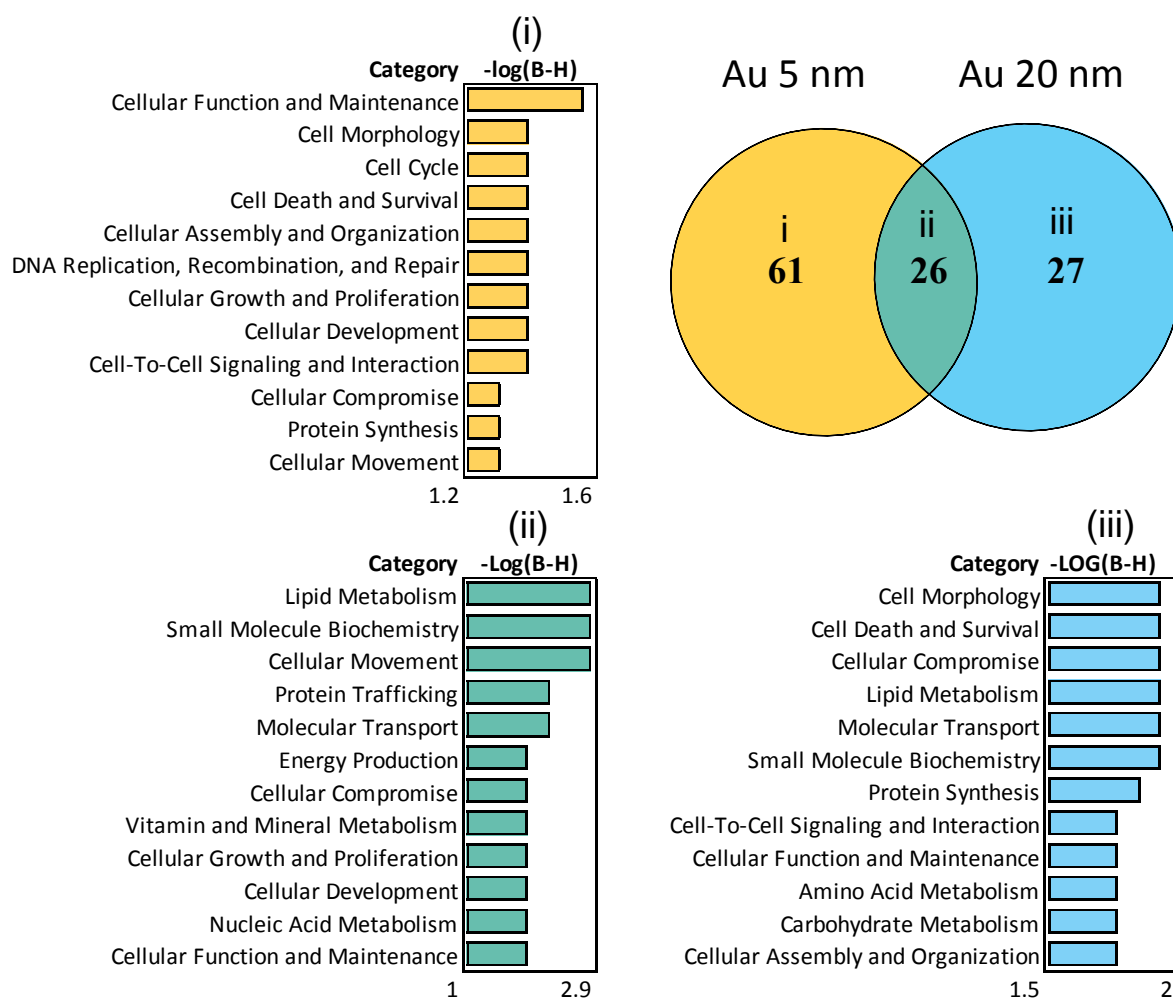

Figure S7.

IPA / Upstream Regulators: cytokines

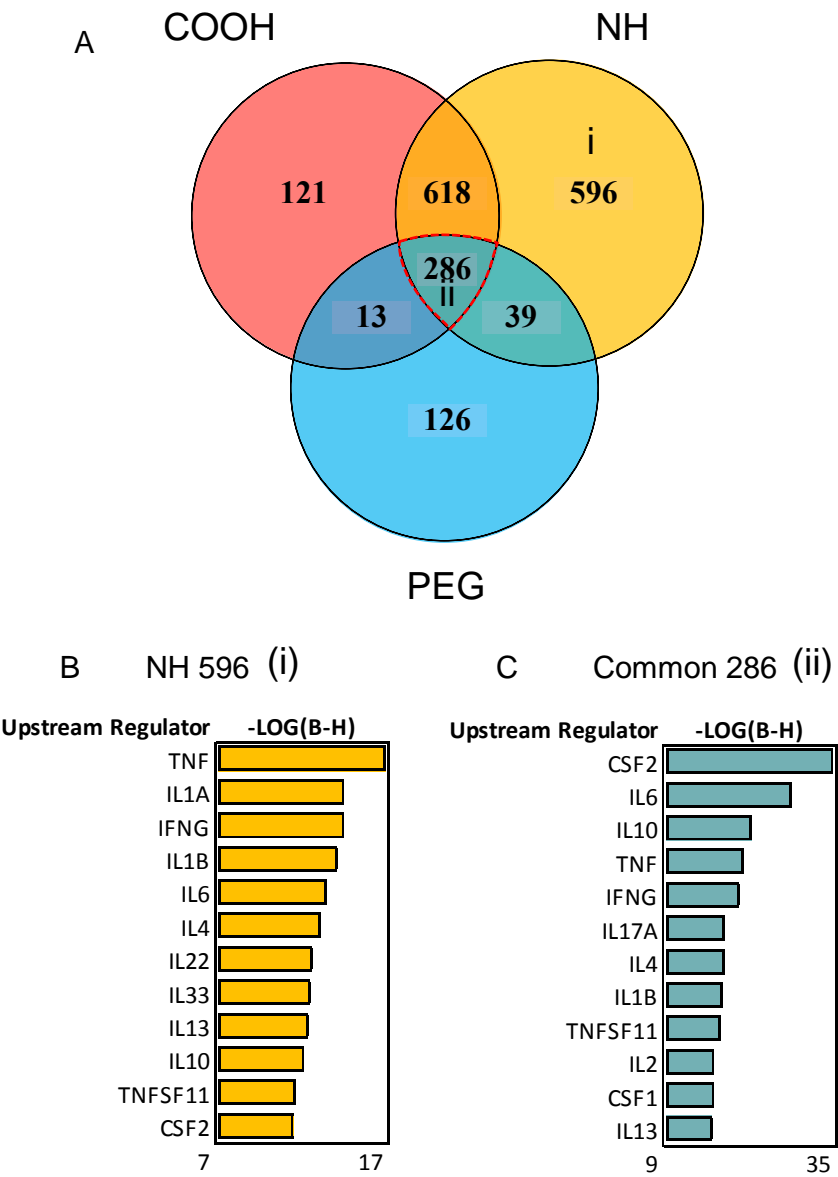

Figure S8.

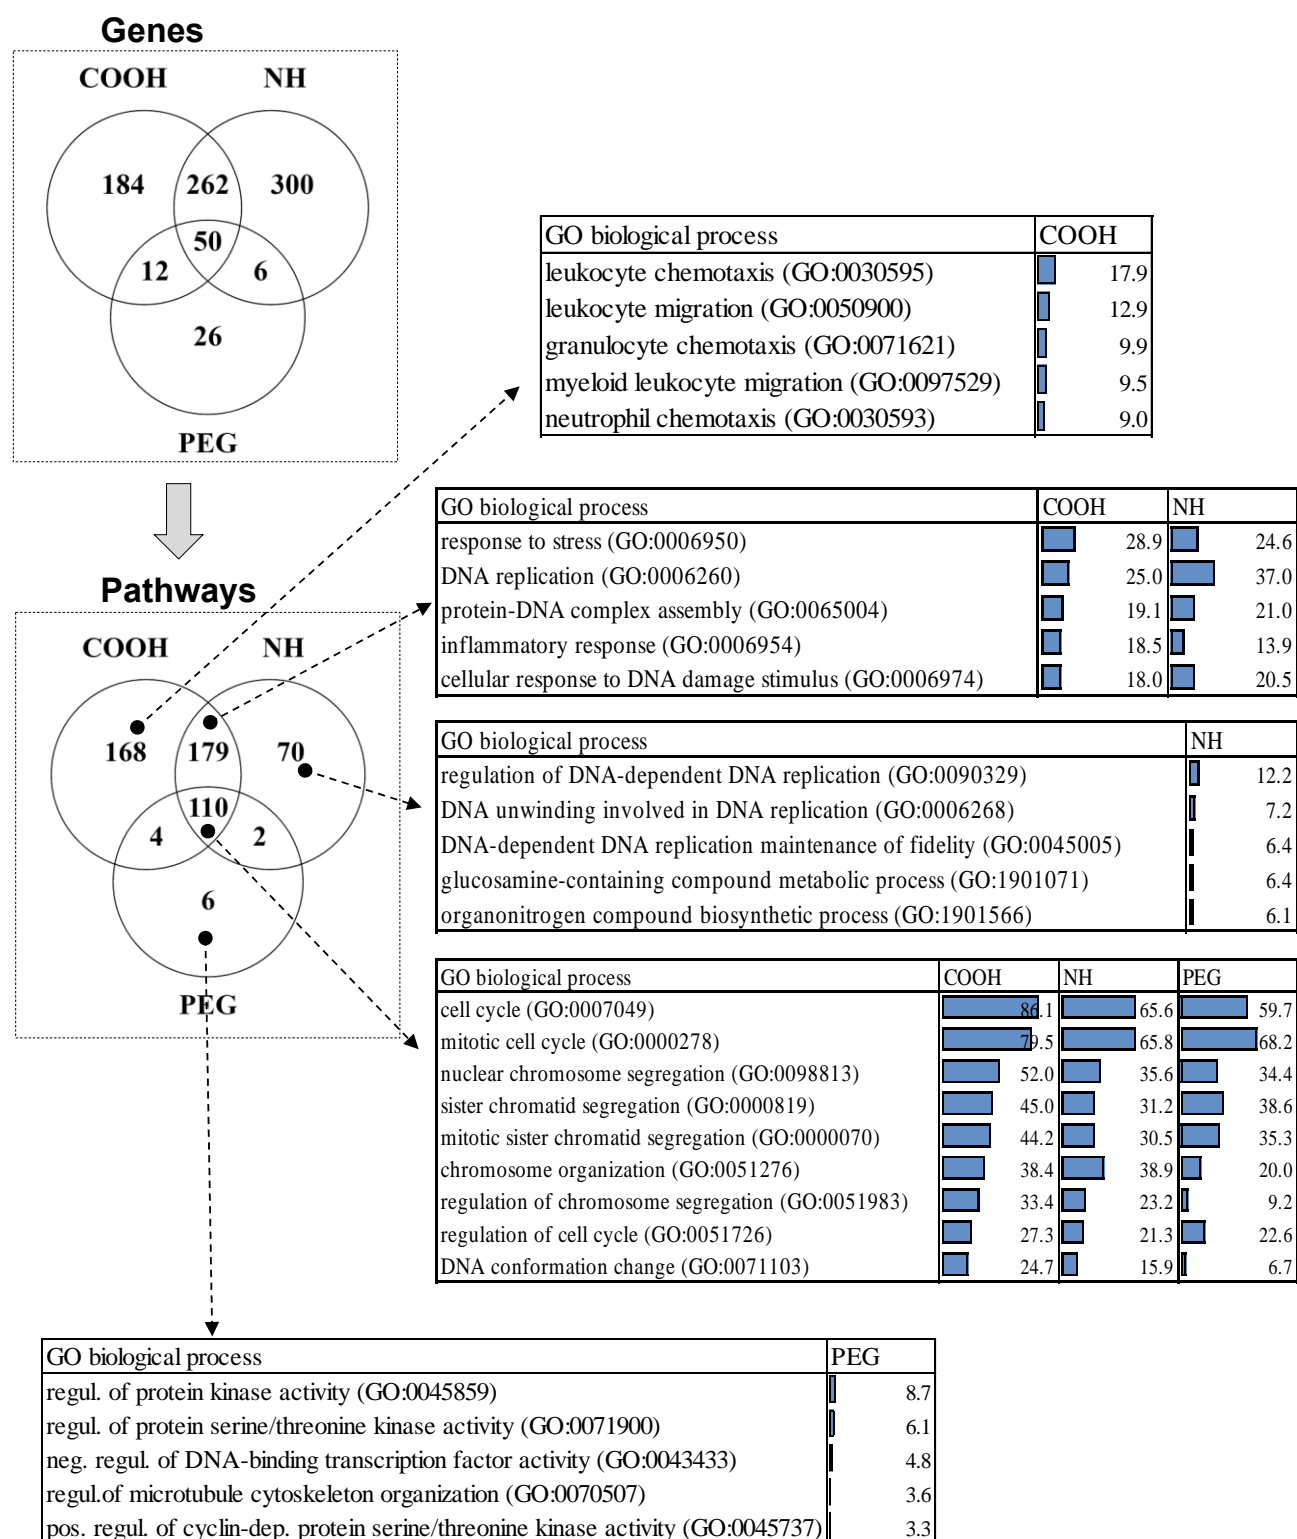

Figure S9 XPS spectras $\text{TiO}_2\text{s}^{\text{COOH}}$ 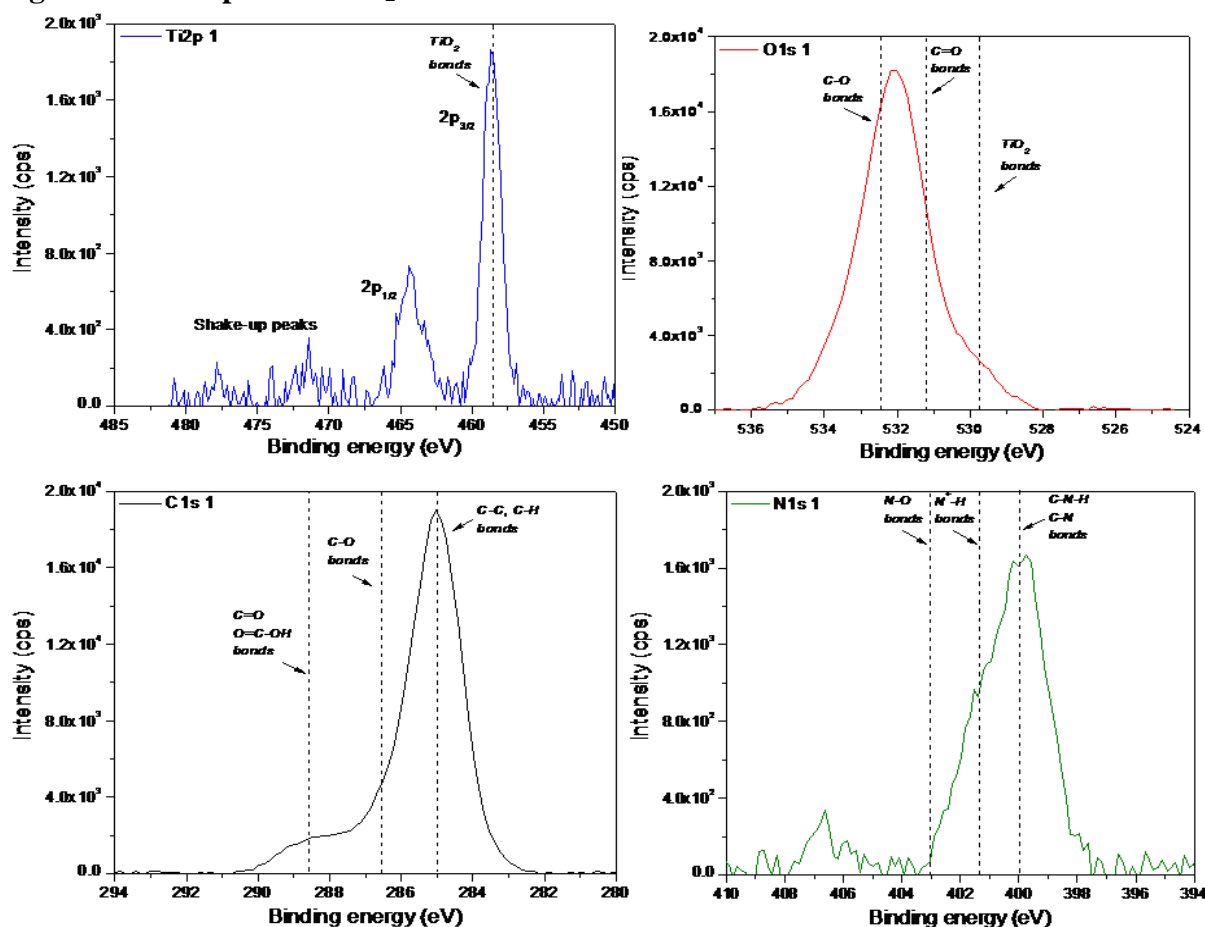Figure S9 XPS spectra of $\text{TiO}_2\text{s}^{\text{COOH}}$: Ti2p (top left); O1s (top right); C1s (bottom left) and N1s (bottom right).

From Ti2p and O1s spectra, it can be seen that the ENM are mainly composed of TiO_2 . From C1s and O1s spectra, we can see the presence of C-H and C-C bonds, as well as C-O and C=O-OH bonds, indicating the existence of $-\text{COOH}$ groups on the nanoparticles surface. We can also see the $-\text{N-H}$ and C-N-H bonds in the N1s spectrum, which is also supposed to appear according to the functionalization process of the nanoparticles. ($(\text{TiO}_2)\text{-CH}_2\text{-CH}_2\text{-CH}_2\text{NHOC(O)CH}_2\text{CH}_2\text{COOH}$)

Figure S10 XPS spectras $\text{TiO}_2\text{S}^{\text{NH}_2}$ 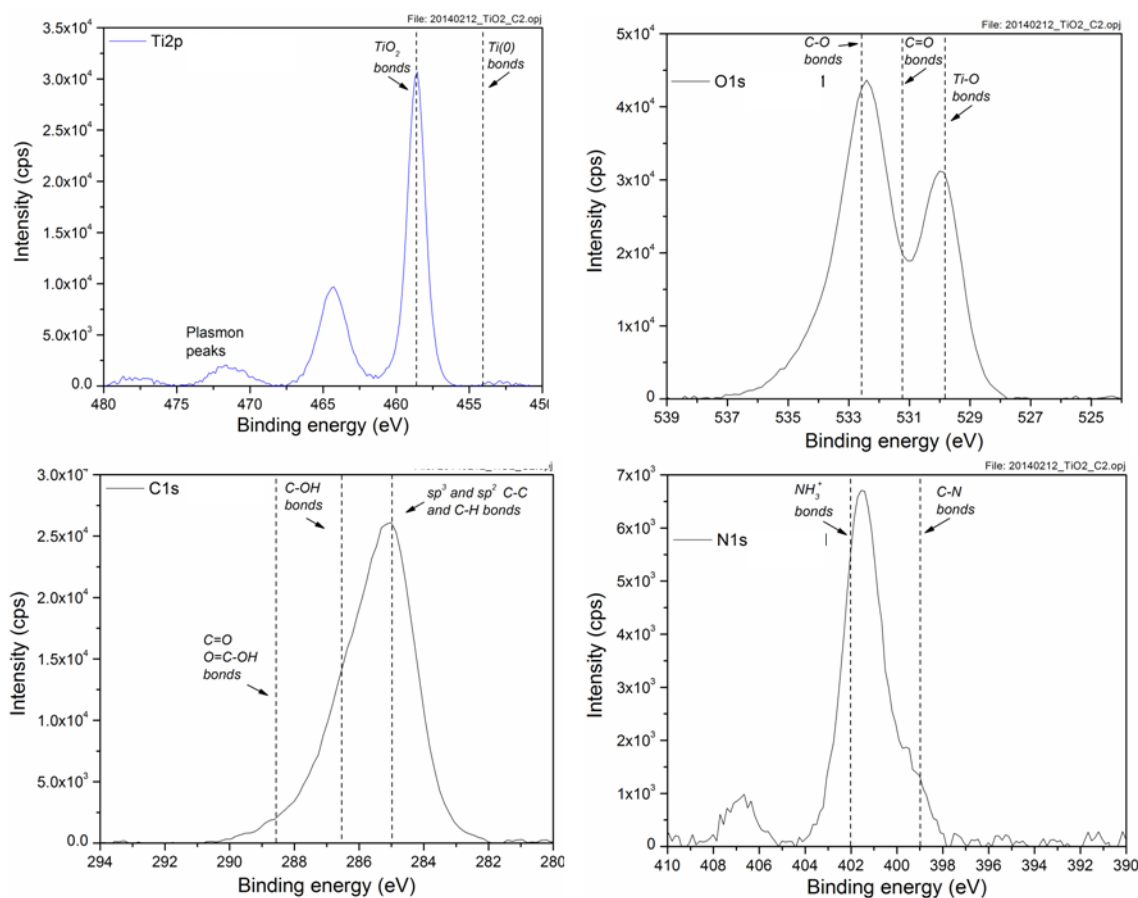

Figure 110 - XPS spectra of $\text{TiO}_2\text{S}^{\text{NH}_2}$ Ti2p (top left); O1s (top right); C1s (bottom left) and N1s (bottom right).

For $\text{TiO}_2\text{S}^{\text{NH}_2}$ their surface chemistry is supposed to be $(\text{TiO}_2)\text{-Si-CH}_2\text{CH}_2\text{CH}_2\text{NH}_2$ after the surface modification. As shown in the Ti2p and O1s spectra above, Ti-O bonds in Ti 2p and O1s spectra show the nanoparticles are TiO_2 . In C1s spectrum, the band located at 285eV can be assigned to the sp^3 and sp^2 C-C and C-H bonds, from the N1s spectrum, C-N bonds and NH_3^+ can also be found in the band ranging from 398-404eV. These results confirmed that NH_3^+ is present on the surface of the $\text{TiO}_2\text{S}^{\text{NH}_2}$ nanoparticles.

Figure S11 XPS spectras Au20^{COOH}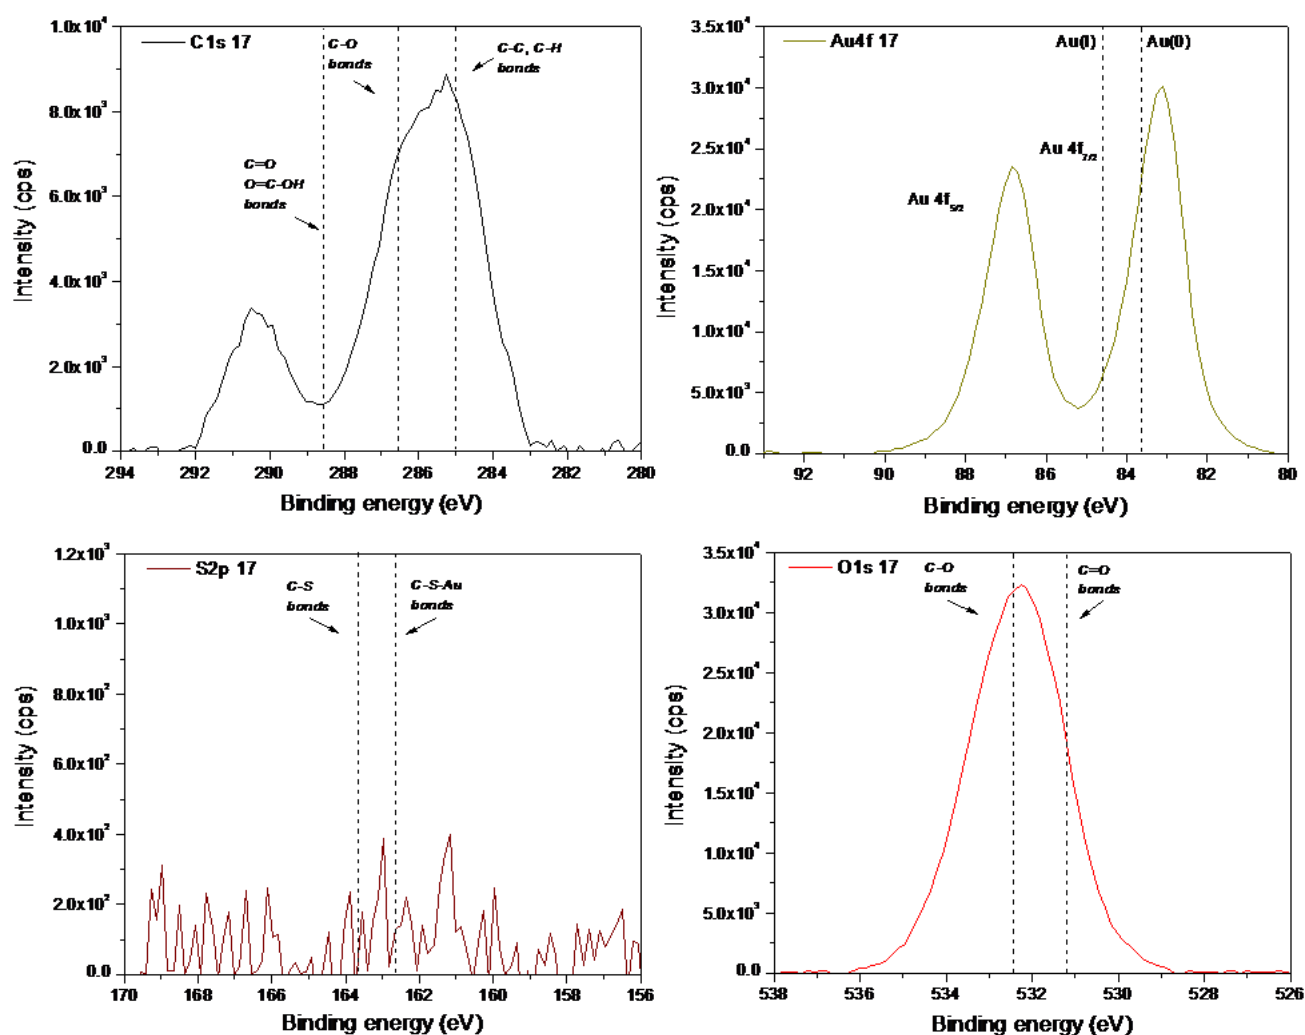Figure S11 - XPS spectra of Au₂₀^{COOH}: C1s (top left); Au4f (top right); S2p (bottom left), O1s (bottom right).

From the Au4f spectrum, we can see that gold exists mostly in the form of Au(0) and there are possibly a small amount of Au (I) in this sample. We observe a strong peak for C=O bonds and we can also see C-O (O1s spectrum), C-C and C-H (C1s spectrum).

Figure S12 XPS spectras Au20^{NR3}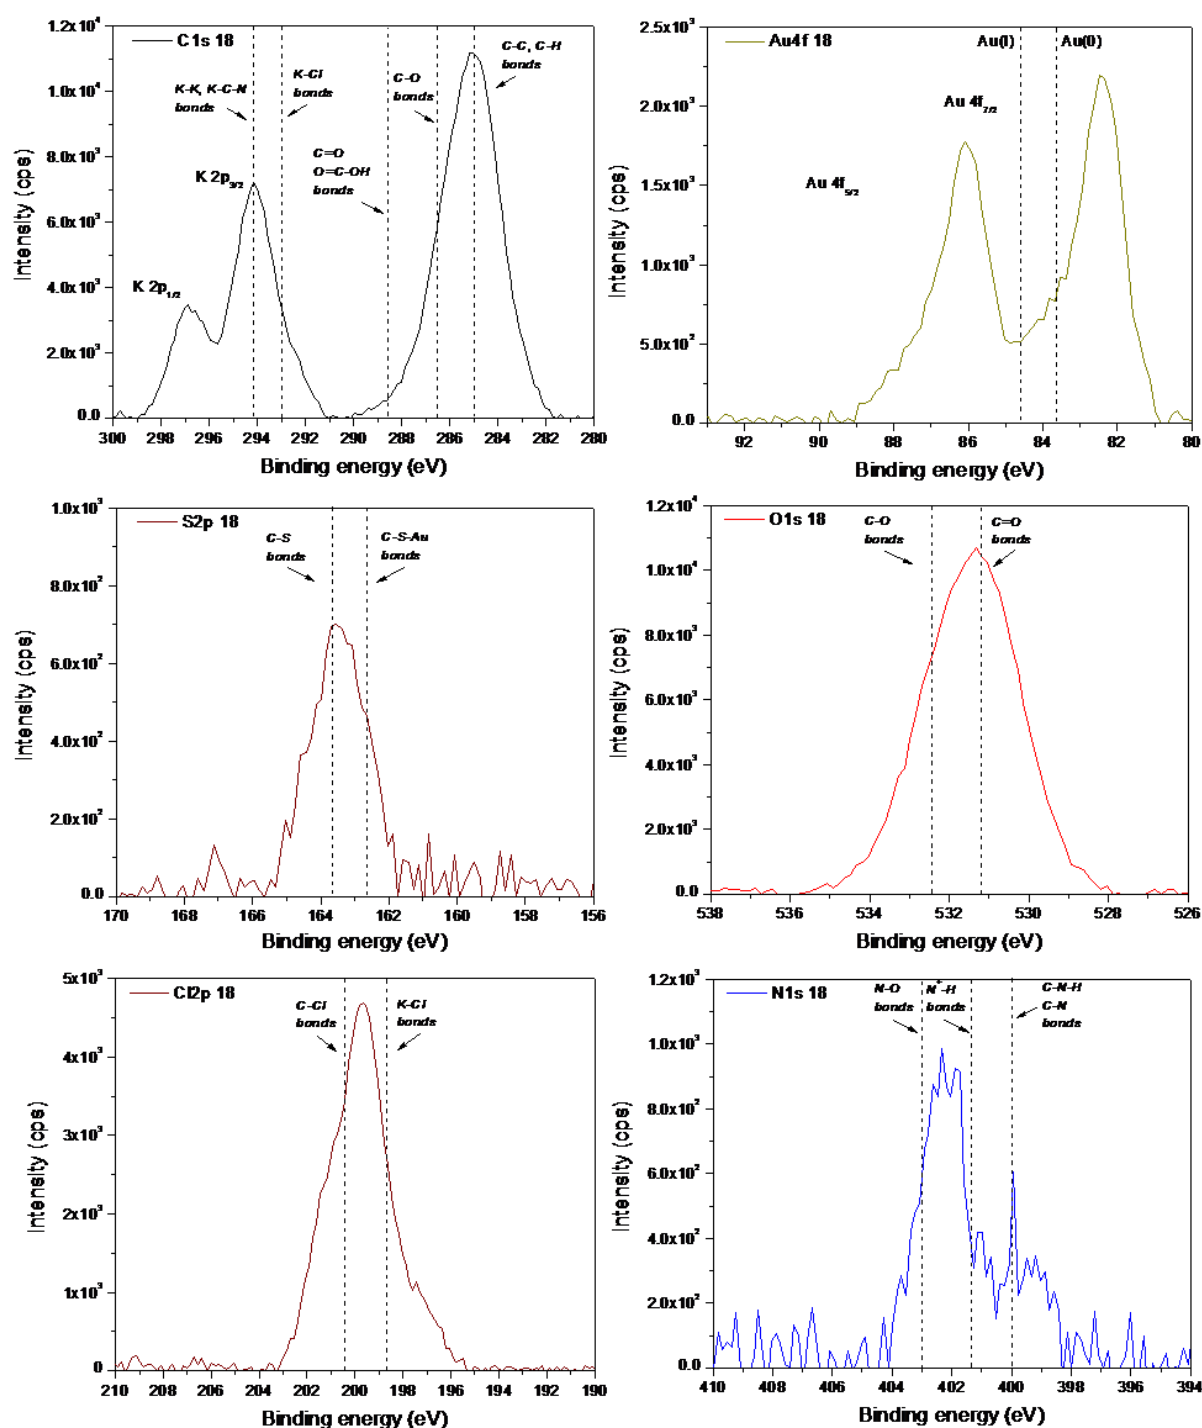

Figure S12 2 - XPS spectra of Au20^{NR3} C1s (top left); Au4f (top right); S2p (middle left), O1s (middle right), Cl2p (bottom left) and N1s (bottom right).

From Au 4f spectrum, it can be seen that gold exists in two forms: Au (0) and Au (I). From C1s spectrum, we can see C-O, C-C and C-H bonds. From S2p spectrum, we can see C-S and C-S-Au bonds, as expected. From O1s spectrum, we can see C-O bonds. Although C=O bonds are also located in the band shown in the O1s spectrum, this bond cannot be seen in the C1s spectrum, therefore, we conclude that C=O is not present on the surface of these gold nanoparticles (as expected) instead a Nitrogen band can be recognized coming from the thiol. In the Cl spectrum we can recognize bands associated with KCl, which was present in the nanoparticle dispersion and must have precipitated during the drying of the sample.

Figure S13 XPS spectras Au20PEG

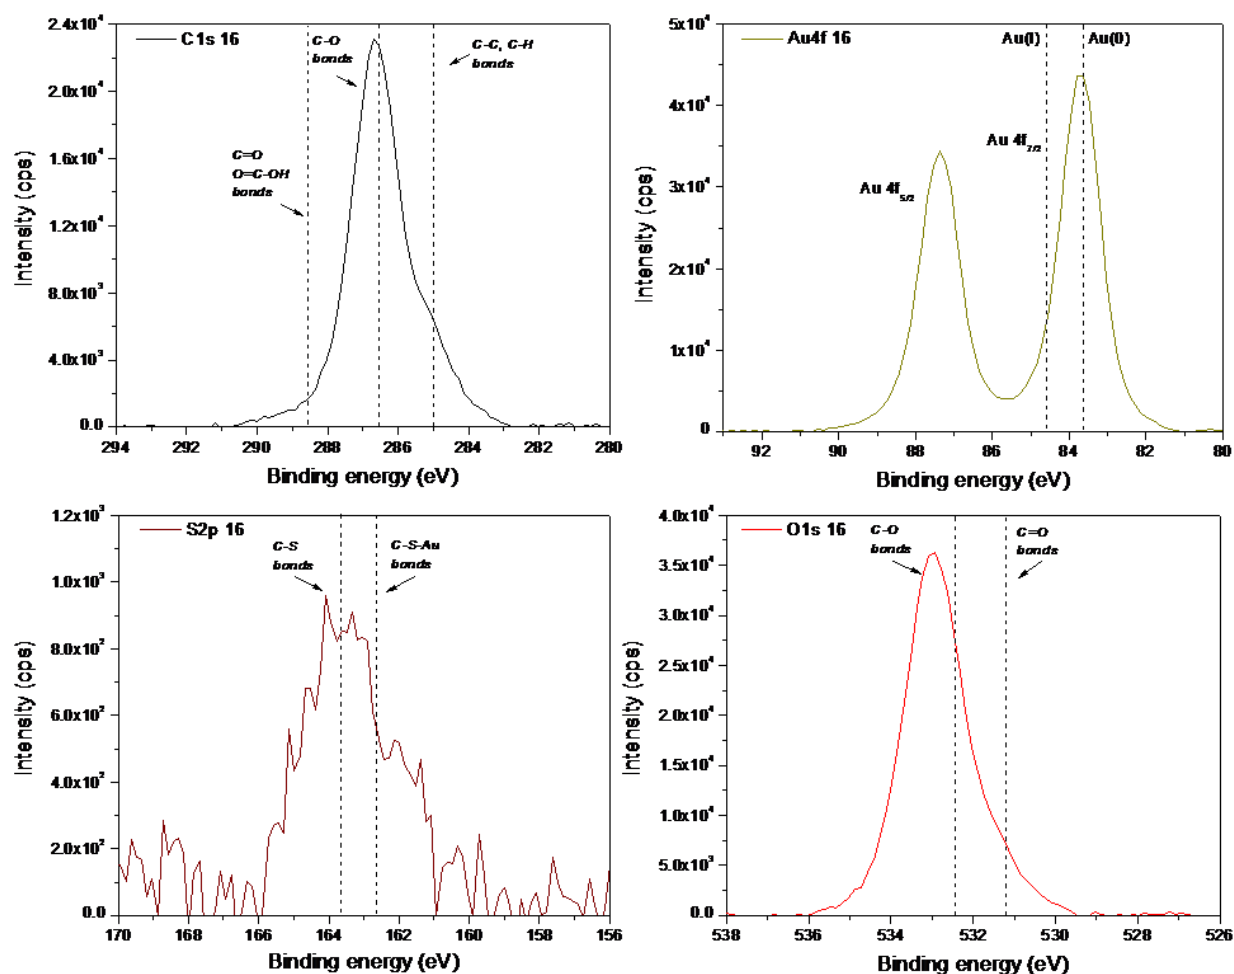Figure S13 - XPS spectra of Au₂₀^{PEG}: C1s (top left); Au4f (top right); S2p (bottom left), O1s (bottom right).

Gold also exists in two forms: Au(0) and Au(I), as shown in the Au4f spectrum. In the S2p spectrum, we can see weak bands that can be assigned to C-S and C-S-Au bonds by which PEG and Au nanoparticles are linked. In the spectra of C1s and O1s, we can see the peaks of C-O, C-C, C-H and C=O bonds which are from PEG.

Figure S14 XPS spectras CuO

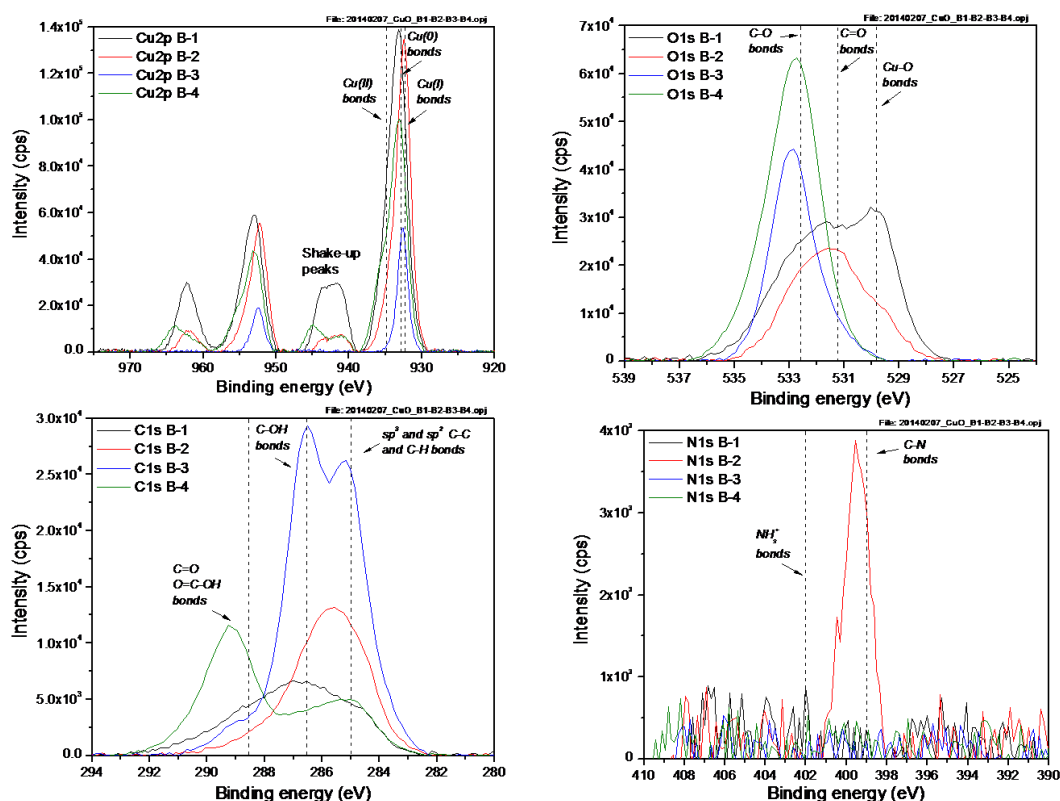

Figure S14 - XPS spectra of B-1) CuO-Core, B-2) CuO^{NH₂}, B-3) CuO^{COOH}, B-4) CuO^{PEG} Cu2p (top left), O1s (top right), C1s (bottom left) and N1s (bottom right).

In the spectra are shown the expected positions of the Cu(0), Cu(I) and Cu(II) assigned at around 932.6 eV, 932.4 eV and 933.6 eV, respectively. The shape of the shake-up peaks suggest that CuO-Core (sample B-1) is a mix Cu₂O+Cu (in this case, the absence of shake-up peak); CuO-Ammonium and CuO-PEG (Sample B2 and B3) are a mix of CuO+ Cu₂O; and CuO-Carboxylate is Cu(OH)₂ (sample B-4).

In the C1s spectra we can see C-C, C-O and C=O bonds. the expected positions of the C-C and C-H sp³ and sp² bonds are at around 285.0 eV, C-OH bonds at around 286.5 eV and C=O and O=C-OH bonds at around 288.5 eV. Larger intensities are recorded for the CuO^{PEG} as it could be expected since they have the larger Carbon amount in the PEG chains. For the carboxylate modified CuO the C 1s band is located in the region corresponding to C in acid groups as it could also be expected.

In the O1s spectra of the samples, we can see that all samples have Cu-O, C=O and C-O bonds with different proportions. The expected positions of the Cu-O at around 529.8 eV and C=O and C-O at around 531.2 eV and 532.6 eV, are also shown. For CuO^{COOH} and CuO^{PEG} only bands corresponding to C-O bounds can be detected. The CuO bands are clearly seen for the unmodified CuO-core.

Figure S15 XPS spectras Nanodiamonds

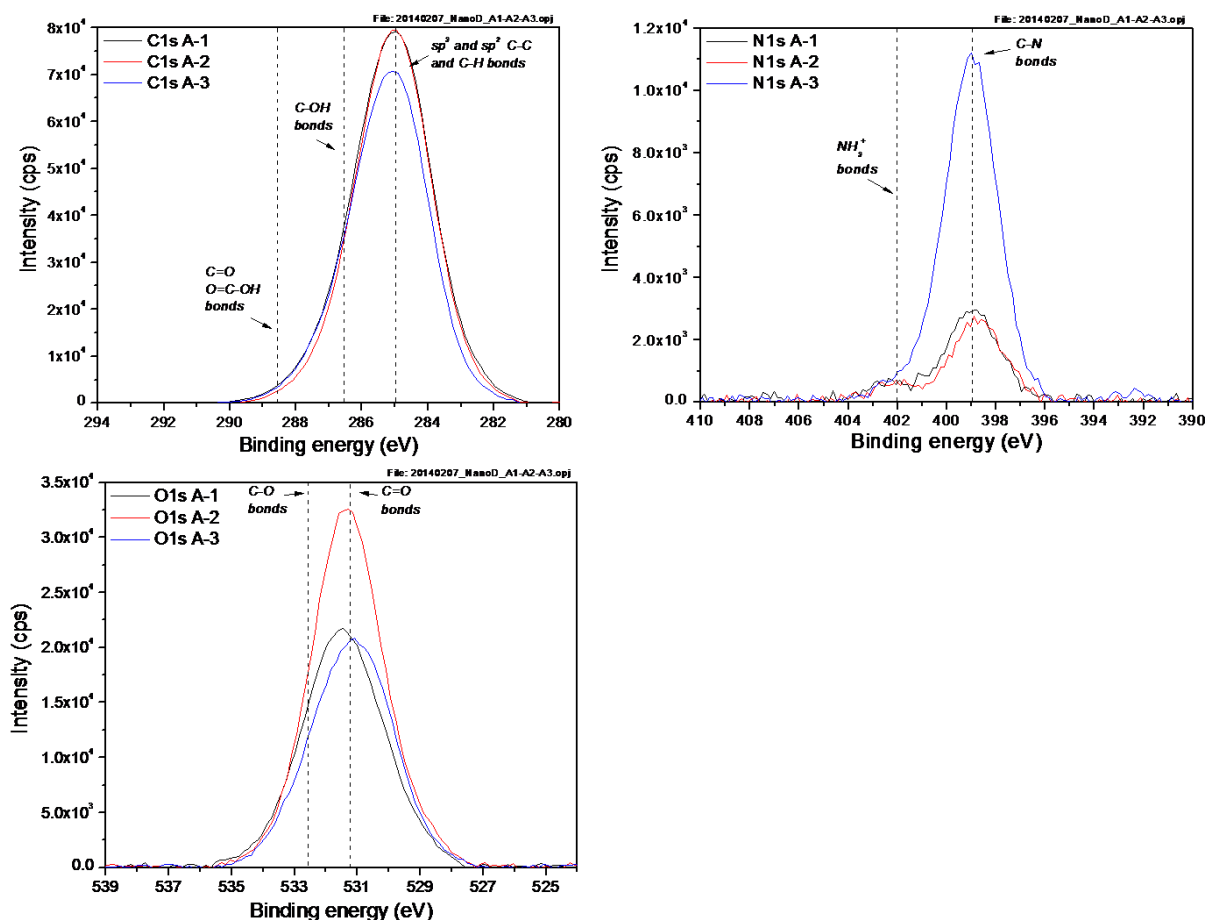Figure S15 3 - XPS spectra of ND^{COOH}, ND^{NH₂}, and ND^{PEG}: C1s (top left), N1s (top right), and O1s (bottom left).

In the C1s spectra, one peak corresponding to the C-C and C-H bonds appeared in all three samples (ND^{COOH}, ND^{NH₂}, and ND^{PEG}). No significant difference can be found among samples. In the spectra of N1s, we can see C-N bonds for all the samples, but the intensity of C-N bond for ND^{NH₂} is much stronger than the ones for the other two nanodiamonds, as a result of the presence of amine groups on its surface. A peak corresponding to NH₃⁺ was found for the other two samples but less-resolved. In the O1s spectra, the band located at around 531 eV can be assigned to the C=O and C-O. This peak is stronger for ND^{PEG} because there is one C-O bond per each monomer of PEG.

Table S1. Summary of XPS characterization of ENMs

ENM	Presence of Carboxyl groups	Presence of amine groups	Presence of PEG
MWCNT ^{Core}	No	No	No
MWCNT ^{COOH}	Significant CO related bands indicate presence of COOH		
MWCNT ^{NH₂}		Not detected	
MWCNT ^{PEG}			Significant CO related bands indicate presence of PEG
CuO ^{Core}	No	No	No
CuO ^{COOH}	CO related bands indicate presence of COOH		
CuO ^{NH₂}		Characteristic amine bands	
CuO ^{PEG}			High intensity of CO bands
TiO ₂ S ^{Core}	No	No	No
TiO ₂ S ^{NH₂}		Characteristic amine bands	
TiO ₂ S ^{PEG}			High intensity of CO bands
TiO ₂ S ^{COOH}	CO related bands indicate presence of COOH		
TiO ₂ r ^{Cor}	No	No	No
TiO ₂ r ^{COOH}	Intense CO related bands		
TiO ₂ r ^{NH₂}		Weak N bands	
TiO ₂ r ^{PEG}			High intensity of CO bands
Au20 ^{NR3}		N bands	
Au20 ^{PEG}			High intensity of CO bands
Au20 ^{COOH}	CO related bands indicate presence of COOH		
ND ^{NH₂}		No specific bands detected	
ND ^{COOH}	No specific bands detected		
ND ^{PEG}			High intensity of CO bands

How the deposited data were processed for this re-analysis (not part of the article)

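Lung RNA of mice was measured after aspiration of 10 µg of an ENM in 50 µL on 4 days, 24 h after the last dose, and each sample was a pool of the RNA of 2 to 3 mice of one group. The paper's statistics section gives 2 samples per pool and its RNA section 2 to 3. There were 41 groups: the 28 ENM, 3 forms of CdTe quantum dots, 9 vehicle controls and a group labeled as anesthesia control, the last and CdTe being deposited but not described in the paper. The exposure of these groups beyond their labels is not known, and the dose, days and volume entered for them were taken over from the paper's other groups. Plain PBS for the control of CdTe was read from its sample titles, which name PBS without an additive. Each group had 3 samples, apart from Au5 NR3, CdTe COOH, TiO_2_r PEG, TiO_2_s NH2 and the Ag control with 2. The samples were taken as independent pools, so that n counts pools and not mice. For 1 sample the title and the source name give MWCNT COOH and one label gives CdTe. It was taken as MWCNT COOH, and its log2 value of Fabp1 was 9.74, against 9.88 and 9.23 in the other samples of MWCNT COOH and 5.77 and 5.92 in CdTe COOH.

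The authors labeled each pool with Cy3 or Cy5 and hybridized 2 pools of opposite dye to each Agilent array, and the scanner files hold one intensity per spot and dye, extracted with Feature Extraction, which is version 12.0.2.2 in the headers of all 64 files and 12.0.1.1 in the paper. Of these intensities the median pixel value of the spot is deposited without background subtraction, the median of the local background beside it, and a processed signal that the software made by subtracting background and balancing the dyes within an array. A second deposited table holds log2 values with nearly equal quantiles in all samples, which the authors normalized from the same arrays; whether background or batch was corrected in it is not given. Of the 64 arrays 59 were used, since no sample names the other 5. Every column of the deposited table correlated best with the scanner values of the sample it is named after. The median signal of a sample was 74.5 to 192.5, with 49.6% to 74.1% of probes well above background by the scanner software. The number of arrays limits the precision.

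The files have no gene names. Of 62976 spots, 56605 probes were not controls, of which 32994 were named through the RefSeq accession in the scanner files and the RefSeq annotation of the mouse genome GRCm38.p6, giving 22911 genes, no probe matching several genes. The other 23611 probes were left out of the tests. The median signal of the sample's dye was taken without background subtraction, 513 values of flagged spots were filled with the mean of the other samples of the group, and probes were kept when above the 75% quantile of the negative control probes in at least 85% of samples, which left 42688 probes, 26562 of them named. Their log2 values were quantile normalized and corrected by ComBat for dye and then for slide (8 slides), with the group kept. The paper names dye and array, and array was read here as the slide, with the single array as an alternative. ComBat was written anew, since the package was not available. Probes of one gene were summarized by their median, giving 18036 genes.

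Tests were made in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. One linear model held the means of all 41 groups, so that the spread of a gene was estimated over all of them, and the array entered as a random block with a correlation of 0.0639. Each ENM was compared with the vehicle control of its core by the moderated t test of empirical Bayes, p was adjusted by Benjamini and Hochberg over all genes of a comparison, and DEG had a log2 change of at least 0.58 (1.5-fold) and an adjusted p of at most 0.05. Values after ± are standard errors of the model. The same tests served for comparisons between forms of a core, for the mean response of spheres minus that of rods and of Au5 minus Au20, and for anesthesia against the mean of the 7 plain-PBS controls, among which differences were tested by the moderated F test. Complete separation of 3 treated from 3 control samples has a chance of 10% for a gene not chosen by its test, and of 2 from 3 a chance of 20%.

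Lists of genes, 51 by theme or cell type, were written before the files were opened, since no pathway database was at hand. They came from textbook knowledge, apart from the list of cytokine regulators, which the paper inferred from DEG of these same samples. The lists were tested in each comparison by camera with a preset correlation between genes of 0.01, adjusted over the lists of a comparison. An estimated correlation served as an alternative, and its adjusted p is given where the list then fails. Where the list still passed, that p was often far larger than the one printed. In sets of DEG the lists were tested by Fisher's exact test against all genes tested. The correlation of DEG counts with zeta potential was tested by permutation with 1e+05 resamples over the ENM. DEG counts were set beside those of other splits of the same samples into groups of the same sizes, all splits where there are few and random ones otherwise.

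Genes to be named were set by a rule written before the files were opened. For each ENM these were the 3 largest rises and falls among DEG whose treated and control samples did not overlap, and 12 of each for CuO CORE, MWCNT NH2, Ag NR3 and TiO_2_s NH2. Of each list described, they were up to 4 members past the test with the largest change, or up to 2 of any if none passed. For overlaps, direct comparisons, the controls, CdTe and anesthesia they were the 5 largest rises and falls, and to these came the 9 regulators and every gene that the paper names, whose values in its figures had been seen. Clones and predicted genes without a name were passed over. The results of 2 genes are not reported here. Not every gene under the rule is printed, and the printed ones were in part chosen after their calls under other settings were seen: 49 calls first set out for the text were taken out, since each was lost with 1 sample left out, and 43 of them also under a setting, and genes of the rule with more lasting calls took the place of some. The printed genes are therefore steadier than those of the rule. Of 1823 DEG under the rule 47.2% lost the call under a setting or without 1 sample, and of the 231 printed 32.5%.

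The model was tested on simulated data with the real design, in which 200 of 18036 genes were changed in 1 comparison. Of 100 genes changed by 0.8 in log2, 95 were recovered, and of 100 changed by 1.5 all 100, with 8 false calls and 0 in the wrong direction. Comparisons without change had 6 calls at most, and the F test of the controls 9. The simulated noise was independent between genes and samples and equally wide in all groups, so that these counts do not bound the false calls in the real samples. In random splits of the real plain-PBS controls, the F test called a median of 714 genes and 5089 at most. ComBat was checked against that of scanpy version 1.11.5 on simulated values of 1002 genes, and the largest difference was 1e-05 in log2.

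The alternatives tried, with their effect given further on, were dye and slide as model terms, no correction for them, ComBat by array, the array not modelled, normexp background correction with an offset of 50, the processed signal, 75th percentile scaling, no filter on dim probes, a filter on probes well above background, the brightest probe per gene, the deposited log2 table, the replicate number as a block, each core fitted with its own control, pooled plain-PBS or Au controls, and each sample left out in turn. Unnamed probes were also kept as genes of their own, and TiO_2_r NH2 was fitted with a replicate block by pair, since samples of one number in it and its control deviated together, with correlations of 0.34 or above. Both settings were chosen after the data were seen. Cells of the bronchoalveolar lavage were left out, since their counts are given only as bars, as were the pathway and regulator analyses, whose databases were not at hand.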

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

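The tests of the control phase and the PEG surface for the clock genes, and of ComBat and the clock phases for the plain-PBS controls, were chosen after the result was seen, and for the control phase camera with both correlations was tried before the clock score.

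Clock genes shifted with PEGylated ENM. A control group sampled at another clock phase is argued against as the whole cause, since it cannot part treated groups, and the clock score differed by 5.66 standard errors between MWCNT PEG and MWCNT CORE, 6.1 between CuO PEG and CuO CORE and 4.74 between Ag PEG and Ag COOH, although of the calls of the clock list by camera only the first stayed with an estimated correlation (adjusted p = 0.0287, 0.0999 and 0.506). Groups sampled at different clock phases stay open, as the mean change of the clock genes in these comparisons had r = 0.97 with the first axis of the plain-PBS controls, which held 81.2% of their variance in the 19 clock genes. An effect of the PEG surface stays open too, since the clock score lay above the control in all 8 PEGylated ENM, by 0.47 standard errors in TiO_2_s PEG and 6.65 in Ag PEG, though it was at 0.35 with CdTe PEG and, without PEG, at 4.45 with CuO COOH and 3.18 with Ag NR3. The controls of TiO_2_s and Ag scored 1.77 and 0.37, so that the size of these differences also follows the controls. The hour of sampling is not given, so the shift may be one of phase, of PEG or of both.

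The plain-PBS control groups differed in 2697 genes by the moderated F test of limma, although they had one vehicle. ComBat with the group kept is argued against as the whole cause, since 1042 genes differed with dye and slide as model terms, and 383 without any correction. Groups sampled at different clock phases stay open as a part of it, with 15 of 19 clock genes among the genes that differed (Fisher's exact test, adjusted p = 4.39e-08), and beside them 7 of 11 heat shock genes (adjusted p = 0.00801) and 9 of 22 matrix proteins (adjusted p = 0.049). Of 100 splits of these samples, 16 gave as many genes, the highest other count being 5089, so that chance cannot be excluded. The count was 1557 without replicate 1 of the CdTe control, and no biological explanation beyond the clock was tested.

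The counts of TiO_2_s NH2 and TiO_2_s PEG rested on the spread pooled over all groups, since 330 and 466 DEG became 2 and 60 when the core was fitted alone with its control. One sample stays open as the cause: TiO_2_s PEG had 42 DEG without its replicate 3, 841 without 1 and 802 without 2, and TiO_2_s NH2 had 27 without its replicate 1, 718 without 2 and 188 without replicate 1 of the control. An uneven response of the pools, technical or biological, stays open as well, with a median SD of the DEG within the group of 2.16 times the pooled SD for TiO_2_s PEG and 2.43 for TiO_2_s NH2, against 0.87 for TiO_2_s CORE. Among other splits of the samples of TiO_2_s PEG and its control the highest count was 70.

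Forms of one core also differed from each other in direct tests with limma. For 3 against 3 samples there are 10 splits, too few for a share below 0.05, and the highest count among the other splits is given beside each. CuO COOH against CuO CORE had 51 DEG, the highest other being 4, and 109, 23 and 5 without replicates 1, 2 and 3 of CuO COOH and 32 without replicate 1 of CuO CORE. CuO PEG against CuO CORE had 1036 DEG, the highest other being 93. MWCNT PEG against MWCNT CORE had 40 DEG, the highest other being 4, and 22, 13 and 12 without replicates 1, 2 and 3 of MWCNT CORE and 16 without replicate 1 of MWCNT PEG. Ag NR3 against Ag COOH had 58 DEG, the highest other being 180, and 395 and 144 without replicates 2 and 3 of Ag COOH and 91 without replicate 2 of Ag NR3. Ag PEG against Ag COOH had 82 DEG, the highest other being 260, and 37, 478 and 280 without replicates 1, 2 and 3 of Ag COOH and 126 and 25 without replicates 1 and 2 of Ag PEG. Of the 10 splits, the real one included, 5 gave as many genes for Ag NR3 against Ag COOH and 4 for Ag PEG against Ag COOH. Chance can therefore not be excluded for these comparisons within Ag, and why another split called several times as many genes was not tested.

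Signals also appeared in samples that the paper does not report on. Against their control, CdTe NH had 950 DEG (highest other split 252), CdTe PEG 3682 (highest other 1227) and CdTe COOH, with 2 samples, 3690. Samples labeled as anesthesia control, whose exposure is not described, had 41 DEG against the plain-PBS controls, and 16, 89 and 15 without replicates 1, 2 and 3 of the anesthesia control and 64 without replicate 1 of the Au5 control. Of 100 splits, 8 gave as many as the 41, with 151 as the highest other count, so that chance cannot be excluded.

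For the other counts against controls and between forms with 3 samples on both sides, the 10 splits are likewise too few for a share below 0.05. MWCNT CORE had 426 DEG with 53 as the highest other count, MWCNT NH2 640 with 188, MWCNT COOH 342 with 66, MWCNT PEG 266 with 145 and CuO CORE 1656 with 165. CuO NH2 had 1185 DEG with 44 as the highest other count, CuO COOH 916 with 132, CuO PEG 132 with 68, TiO_2_s CORE 68 with 9 and TiO_2_s COOH 1 with 0. TiO_2_r COOH had 22 DEG with 41 as the highest other count, Au5 COOH 34 with 1, Au5 PEG 8 with 10, Au20 NR3 30 with 69 and ND NH2 0 with 1. ND COOH had 1 DEG with 0 as the highest other count, ND PEG 8 with 1, CuO NH2 against CuO CORE 0 with 2, MWCNT COOH against MWCNT CORE 0 with 24 and MWCNT NH2 against MWCNT CORE 0 with 17. Several times the real count was called by another split for TiO_2_r CORE (17 against 59), TiO_2_r NH2 (5 against 617), Au20 COOH (3 against 18) and Au20 PEG (16 against 99). In this order, 4, 9, 3 and 2 of 10 splits gave as many genes, the real split included. Chance can therefore not be excluded for these counts, nor for TiO_2_r COOH, Au5 PEG and Au20 NR3, where another split also called more. The cause was not tested. Counts of 0 came from limma, with 1092 genes at an unadjusted p below 0.05 for ND NH2, 941 for CuO NH2 against CuO CORE, 574 for MWCNT COOH against MWCNT CORE, 1201 for MWCNT NH2 against MWCNT CORE, 2149 for spheres against rods and 1014 for Au5 against Au20. For spheres against rods and for Au5 against Au20, the real count was 0, so that all 100 splits gave as many by design and decide nothing, with 174 and 68 as the highest counts.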

How the results depend on the processing

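The settings with unnamed probes kept and with a block by pair were chosen after seeing the data, and the other settings were set before the data were examined. A count is taken as kept when it stays within 1.5 times its value, and for every count given here that did not, the cause was not tested. Signal over background limits what the arrays can show: between 49.6% and 74.1% of the probes of a sample were well above background. Probes that failed the filter on the negative controls were not tested, while some that passed it were not well above background. The correlation of DEG counts with zeta potential lay between 0.04 and 0.22 over these settings and left-out samples, and passed in none of them. The first principal component held 40.2% of the variance, 60.2% over the DEG of any ENM and 34.5% without correction for dye and slide. Lists lost 83 of 163 tests when the correlation in camera was estimated. Where left-out samples leave a group with 1 sample, that sample is assumed to vary like those of the other groups.

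Samples of different groups share replicate numbers, and a replicate block was fitted with limma. Its count was 1644 for CuO CORE, 642 for MWCNT NH2 and 355 for TiO_2_s NH2, and all 69 summary results stayed within 1.5 times their value. Among the named genes and lists, 1 call changed under the block. In 2 of 31 comparisons every pair of samples with one number correlated above 0.1 in their deviations from the group means, with means of -0.21 to 0.45. Of all samples, 48 correlated best with the sample of their own number, so that the numbers do not pair the samples in general. They may do so for TiO_2_r NH2, where all 3 pairs lay at 0.34 or above with a mean of 0.45, the highest of the 31 comparisons. Its other pairs had a mean of -0.22, which largely follows from the 0.45, since deviations from a group mean cancel within the group. In Au5 NR3 both pairs lay above 0.1, with a mean of 0.23. A replicate block by pair for TiO_2_r NH2, chosen after seeing the data, gave 13 DEG in place of 5 and kept the other 13 of 14 counts it touches and every call of the named genes and lists.

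ComBat by array removes the mean of each array, which holds 2 samples. The fit did not count these means as estimated, so that its p-values are too small and its counts do not rank the ENM. Under ComBat by array, 5 of 69 summary results stayed within 1.5 times their value. Of the 457 named genes and lists, 61 lost and 9 gained a call. MWCNT CORE had 919 DEG, MWCNT NH2 1342, MWCNT COOH 732, MWCNT PEG 639, CuO CORE 2795, CuO NH2 1968, CuO COOH 1937 and CuO PEG 2175. TiO_2_s CORE had 1051 DEG, TiO_2_s NH2 1187, TiO_2_s COOH 867, TiO_2_s PEG 3202, TiO_2_r CORE 909, TiO_2_r NH2 182, TiO_2_r COOH 1696 and TiO_2_r PEG 973. Ag NR3 had 1764 DEG, Ag COOH 1250, Ag PEG 2308, Au5 NR3 849, Au5 COOH 256, Au5 PEG 798, Au20 NR3 342 and Au20 COOH 179. Au20 PEG had 300 DEG, ND NH2 272, ND COOH 252, ND PEG 254, CdTe NH 2495 and anesthesia 197. CuO COOH against CuO CORE had 319 DEG, CuO NH2 against CuO CORE 397, CuO PEG against CuO CORE 1628, MWCNT COOH against MWCNT CORE 248 and MWCNT NH2 against MWCNT CORE 709. MWCNT PEG against MWCNT CORE had 479 DEG, Ag NR3 against Ag COOH 428, Ag PEG against Ag COOH 287, spheres against rods 1095 and Au5 against Au20 552. 3632 DEG were called summed for MWCNT, 8875 for CuO, 6307 for TiO_2_s, 3760 for TiO_2_r, 5322 for Ag, 1903 for Au5, 821 for Au20 and 778 for ND. 5674 DEG were called summed for core forms, 7169 for carboxylated forms, 7906 for aminated forms and 10649 for PEGylated forms. 467 genes were in the part of carboxylated ENM alone, 1525 in that of PEGylated ENM alone, 769 in that of both aminated and PEGylated ENM, 602 in that of both carboxylated and PEGylated ENM, 2613 in that of all surface groups and 2489 in that of spheres alone. 1338 genes were in the part of both shapes, 1025 in that of rods alone, 1174 in that of Au5 alone, 309 in that of both sizes and 241 in that of Au20 alone. The F test over the plain-PBS controls called 18030 of 18036 genes, although these groups shared a vehicle.

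With the processed signal, this held for 23 of 69 summary results. Of the 457 named genes and lists, 14 lost a call. MWCNT CORE had 748 DEG, MWCNT NH2 1113, MWCNT COOH 527, MWCNT PEG 408, CuO CORE 2818, CuO NH2 2098 and CuO COOH 1733. CuO PEG had 416 DEG, TiO_2_s PEG 976, TiO_2_r CORE 38, TiO_2_r NH2 1, TiO_2_r COOH 5, TiO_2_r PEG 19 and Ag NR3 751. Ag COOH had 108 DEG, Ag PEG 120, Au5 COOH 139, Au20 COOH 6, Au20 PEG 29, CdTe NH 1723 and anesthesia 158. CuO PEG against CuO CORE had 1691 DEG, MWCNT NH2 against MWCNT CORE 1, Ag NR3 against Ag COOH 108 and Ag PEG against Ag COOH 164. 2796 DEG were called summed for MWCNT, 7065 for CuO, 1527 for TiO_2_s, 979 for Ag, 181 for Au5 and 77 for Au20. 3689 DEG were called summed for core forms, 2520 for carboxylated forms, 4500 for aminated forms and 1988 for PEGylated forms. 934 genes were in the part of aminated ENM alone, 344 in that of carboxylated ENM alone, 481 in that of PEGylated ENM alone, 870 in that of both aminated and carboxylated ENM, 212 in that of both aminated and PEGylated ENM and 55 in that of both carboxylated and PEGylated ENM. 758 genes were in the part of all surface groups, 1185 in that of spheres alone, 47 in that of rods alone, 151 in that of Au5 alone and 50 in that of Au20 alone. The share of higher genes among the DEG moved from 91.2% to 76.5% for TiO_2_s CORE, from 92.1% to 76.1% for TiO_2_s PEG, from 40.0% to 100.0% for TiO_2_r NH2, from 63.0% to 73.3% for Au5 NR3, from 0.0% to 16.7% for Au20 COOH, from 81.2% to 62.1% for Au20 PEG and from 25.0% to 12.5% for ND PEG.

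For no correction for dye and slide, 29 of 70 summary results stayed in this range. Of the 457 named genes and lists, 56 lost and 2 gained a call. MWCNT COOH had 184 DEG, TiO_2_s CORE 32, TiO_2_s NH2 106, TiO_2_s COOH 0, TiO_2_s PEG 172, TiO_2_r CORE 1, TiO_2_r NH2 1, TiO_2_r COOH 2 and TiO_2_r PEG 1. Ag NR3 had 217 DEG, Ag COOH 29, Ag PEG 30, Au5 COOH 6, Au5 PEG 3, Au20 COOH 0, Au20 PEG 6, ND PEG 1 and anesthesia 5. CuO COOH against CuO CORE had 2 DEG, MWCNT PEG against MWCNT CORE 1, Ag NR3 against Ag COOH 35 and Ag PEG against Ag COOH 11. 310 DEG were called summed for TiO_2_s, 5 for TiO_2_r, 276 for Ag, 27 for Au5, 28 for Au20 and 2 for ND. 501 DEG were called summed for PEGylated forms. 89 genes were in the part of PEGylated ENM alone, 24 in that of both aminated and PEGylated ENM, 6 in that of both carboxylated and PEGylated ENM, 261 in that of all surface groups and 263 in that of spheres alone. 1 gene was in the part of both shapes, 2 in that of rods alone, 13 in that of Au5 alone, 12 in that of both sizes and 16 in that of Au20 alone. The F test over the plain-PBS controls called 383 genes.

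Dye and slide as model terms left 31 of 69 summary results in this range. Of the 457 named genes and lists, 46 lost a call. MWCNT COOH had 195 DEG, TiO_2_s CORE 20, TiO_2_s NH2 148, TiO_2_s COOH 0, TiO_2_s PEG 229, TiO_2_r CORE 3, TiO_2_r NH2 0, TiO_2_r COOH 0 and TiO_2_r PEG 3. Ag COOH had 13 DEG, Ag PEG 29, Au5 COOH 18, Au5 PEG 3, Au20 NR3 19, Au20 COOH 0, Au20 PEG 9, ND PEG 3 and anesthesia 3. CuO COOH against CuO CORE had 11 DEG, MWCNT PEG against MWCNT CORE 4, Ag NR3 against Ag COOH 36 and Ag PEG against Ag COOH 17. 397 DEG were called summed for TiO_2_s, 6 for TiO_2_r, 364 for Ag, 40 for Au5, 28 for Au20 and 4 for ND. 614 DEG were called summed for PEGylated forms. 53 genes were in the part of both aminated and PEGylated ENM, 6 in that of both carboxylated and PEGylated ENM, 319 in that of spheres alone, 2 in that of both shapes, 3 in that of rods alone, 26 in that of Au5 alone, 13 in that of both sizes and 15 in that of Au20 alone. The F test over the plain-PBS controls called 1042 genes.

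Of 69 summary results, 38 stayed in this range with the fit of each core with its own control. Of the 457 named genes and lists, 54 lost and 4 gained a call. TiO_2_s CORE had 8 DEG, TiO_2_s NH2 2, TiO_2_s COOH 0, TiO_2_s PEG 60, TiO_2_r CORE 1, TiO_2_r NH2 1 and TiO_2_r COOH 0. TiO_2_r PEG had 2 DEG, Ag NR3 292, Ag COOH 5, Ag PEG 17, Au5 NR3 16, Au20 COOH 0 and Au20 PEG 3. CuO COOH against CuO CORE had 149 DEG, CuO NH2 against CuO CORE 2, MWCNT NH2 against MWCNT CORE 1, Ag NR3 against Ag COOH 21 and Ag PEG against Ag COOH 2. 70 DEG were called summed for TiO_2_s, 4 for TiO_2_r and 314 for Ag. 587 DEG were called summed for PEGylated forms. 59 genes were in the part of PEGylated ENM alone, 20 in that of both aminated and PEGylated ENM, 5 in that of both carboxylated and PEGylated ENM, 59 in that of spheres alone, 2 in that of both shapes, 0 in that of rods alone and 13 in that of both sizes. The F test over the plain-PBS controls called 120 genes.

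Under unnamed probes kept, 44 of 69 summary results stayed within 1.5 times their value. 4 lost a call among 457 named genes and lists. CuO PEG had 218 DEG, TiO_2_s CORE 105, TiO_2_s NH2 505, TiO_2_r CORE 42, TiO_2_r COOH 49 and TiO_2_r PEG 14. Ag PEG had 121 DEG, Au5 COOH 82, Au5 PEG 14, Au20 COOH 0, Au20 PEG 25 and CdTe COOH 5573. MWCNT NH2 against MWCNT CORE had 1 DEG, Ag PEG against Ag COOH 127 and spheres against rods 1. 111 DEG were called summed for TiO_2_r and 131 for Au5. 813 genes were in the part of aminated ENM alone, 201 in that of carboxylated ENM alone, 299 in that of PEGylated ENM alone, 30 in that of both carboxylated and PEGylated ENM, 930 in that of spheres alone, 76 in that of rods alone and 99 in that of Au5 alone. The F test over the plain-PBS controls called 4481 genes.

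With 75th percentile scaling, this held for 51 of 69 summary results. 10 lost and 2 gained a call among 457 named genes and lists. TiO_2_s CORE had 119 DEG, TiO_2_s COOH 3, TiO_2_s PEG 770, TiO_2_r CORE 10, TiO_2_r COOH 2, Au20 COOH 0 and Au20 PEG 44. CuO NH2 against CuO CORE had 1 DEG, MWCNT NH2 against MWCNT CORE 1 and spheres against rods 8. 22 DEG were called summed for TiO_2_r and 75 for Au20. 352 genes were in the part of PEGylated ENM alone, 196 in that of both aminated and PEGylated ENM, 937 in that of spheres alone, 3 in that of both shapes, 13 in that of rods alone and 53 in that of Au20 alone. The median of all genes moved from -0.01 to -0.11 for CuO CORE, and the share of higher genes among its DEG from 68.5% to 50.5%. That share moved from 84.8% to 70.8% for MWCNT NH2, from 86.1% to 73.0% for MWCNT PEG, from 74.9% to 62.7% for CuO NH2, from 79.4% to 66.0% for CuO COOH, from 62.9% to 42.6% for CuO PEG, from 52.9% to 30.0% for TiO_2_r CORE, from 22.7% to 0.0% for TiO_2_r COOH and from 81.2% to 93.2% for Au20 PEG.

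For all plain-PBS controls pooled, 28 of 45 summary results stayed in this range. 24 lost and 7 gained a call among 289 named genes and lists. CuO PEG had 63 DEG, TiO_2_s COOH 20, TiO_2_r NH2 19, TiO_2_r COOH 71 and TiO_2_r PEG 52. Ag COOH had 187 DEG, Ag PEG about 1.2e+02, Au20 NR3 49, Au20 COOH 5 and Au20 PEG 26. 162 DEG were called summed for TiO_2_r and 80 for Au20. 61 genes were in the part of both aminated and PEGylated ENM, 19 in that of both carboxylated and PEGylated ENM, 58 in that of both shapes, 63 in that of rods alone and 49 in that of Au20 alone.

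The array not modelled left 63 of 69 summary results in this range. 5 lost a call among 457 named genes and lists. TiO_2_s COOH had 2 DEG and TiO_2_r COOH 3. CuO NH2 against CuO CORE had 1 DEG. 29 DEG were called summed for TiO_2_r. 5 genes were in the part of both shapes and 17 in that of rods alone.

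Of 69 summary results, 65 stayed in this range with the brightest probe per gene. 3 lost a call among 457 named genes and lists. TiO_2_r PEG had 8 DEG and ND PEG 13. Au5 against Au20 had 1 DEG. 14 DEG were called summed for ND.

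Under the deposited value table, 65 of 69 summary results stayed within 1.5 times their value. 7 lost a call among 457 named genes and lists. TiO_2_r COOH had 3 DEG. 27 DEG were called summed for TiO_2_r. 5 genes were in the part of both shapes and 16 in that of rods alone. Higher genes made up 64.3% in place of 52.9% of the DEG of TiO_2_r CORE and 0.0% in place of 22.7% of the DEG of TiO_2_r COOH.

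With normexp background correction, this held for 66 of 69 summary results. 4 lost a call among 457 named genes and lists. TiO_2_r PEG had 9 DEG. CuO NH2 against CuO CORE had 1 DEG and spheres against rods 1. Higher genes made up 22.2% in place of 40.0% of the DEG of TiO_2_r PEG and 69.2% in place of 81.2% of the DEG of Au20 PEG.

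For the filter on probes well above background, 66 of 69 summary results stayed in this range. 4 lost and 1 gained a call among 444 named genes and lists. TiO_2_r CORE had 11 DEG and TiO_2_r PEG 9. CuO NH2 against CuO CORE had 1 DEG.

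The Au controls pooled left 19 of 22 summary results in this range. 3 lost and 4 gained a call among 69 named genes and lists. Au5 PEG had 15 DEG and Au20 PEG 28. 32 genes were in the part of both sizes.

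Of 69 summary results, 67 stayed in this range with no filter on dim probes. 6 lost a call among 457 named genes and lists. TiO_2_r COOH had 13 DEG and Au20 PEG 34.

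Directions turned in few genes with a call in either fit and in few lists with a call in both, which are given here. Turns without such calls were more, with 16 genes or lists under ComBat by array and 29 tests with 1 sample left out. A list that turned as it lost its call is counted among the lost calls. Itpr2 in TiO_2_r COOH was at 0.18 with the brightest probe per gene, Mki67 in ND NH2 was at 0.85 with ComBat by array and Mki67 in TiO_2_s NH2 was at -0.01 with ComBat by array. Mki67 in Au5 NR3 was at -0.59 with ComBat by array, the median of the neutrophil list in Ag COOH was -0.58 with ComBat by array and the median of the mitosis list in Au20 COOH was 0.25 without replicate 2 of the Au20 control and -0.41 without replicate 1 of it. Fndc4 in TiO_2_r PEG was at 0.01 without replicate 1 of TiO_2_r PEG and at -1.45 without replicate 2. The cause was not tested.

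With 1 sample left out, 1322 of 1502 counts stayed within 1.5 times their value, and 214 of 4875 tests of named genes and lists lost a call while 14 gained one. Ag COOH ranged from 29 to 249, with 144 without replicate 2 and 249 without 3 of Ag COOH and 29 without replicate 1 of the Ag control. Ag NR3 against Ag COOH ranged from 54 to 395, with 395 without replicate 2 and 144 without 3 of Ag COOH and 91 without replicate 2 of Ag NR3. Ag PEG against Ag COOH ranged from 25 to 478, with 37, 478 and 280 without replicates 1, 2 and 3 of Ag COOH and 126 without replicate 1 and 25 without 2 of Ag PEG. The sum of Ag ranged from 326 to 864, with 362 without replicate 3 of Ag NR3 and 326 without replicate 1 of the Ag control. The part of carboxylated ENM alone ranged from 83 to 345, with 240 without replicate 2 of Ag COOH, 334 without replicate 1 and 345 without 3 of the TiO_2_r control and 162 without replicate 2 and 173 without 3 of CuO COOH. The part of PEGylated ENM alone ranged from 74 to 277, with 274, 277 and 74 without replicates 1, 2 and 3 of TiO_2_s PEG. The part of both aminated and PEGylated ENM ranged from 28 to 182, with 63 without replicate 1 of the TiO_2_s control, 67 without replicate 1 of TiO_2_s NH2 and 182 without replicate 1 and 28 without 3 of TiO_2_s PEG. The part of both carboxylated and PEGylated ENM ranged from 9 to 226, with 19 without replicate 2 of the CuO control, 226 without replicate 1 and 164 without 3 of the TiO_2_r control and 19 without replicate 2 and 24 without 3 of CuO COOH. Ag NR3 ranged from 208 to 706, with 208 without replicate 3 of Ag NR3 and 264 without replicate 1 of the Ag control. Ag PEG ranged from 33 to 84, with 33 without replicate 1 of the Ag control. The sum of PEGylated forms ranged from 610 to 1364, with 610 without replicate 3 of TiO_2_s PEG. Au20 COOH ranged from 0 to 6, with 1 without replicate 1 and 6 without 2 of Au20 COOH and 1, 0 and 6 without replicates 1, 2 and 3 of the Au20 control. Au5 against Au20 ranged from 0 to 4, with 1 without replicate 2 of Au5 NR3, 1 without replicate 1 and 3 without 3 of the Au20 control and 1, 1 and 4 without replicates 1, 2 and 3 of the Au5 control. The sum of Au20 ranged from 41 to 106, with 106 without replicate 1 and 74 without 2 of Au20 PEG. The part of Au5 alone ranged from 30 to 73, with 73 without replicate 1 of the Au5 control. The part of Au20 alone ranged from 22 to 82, with 82 without replicate 1 and 53 without 2 of Au20 PEG. Au20 PEG ranged from 11 to 73, with 73 without replicate 1 and 41 without 2 of Au20 PEG and 32 without replicate 1 and 29 without 3 of the Au20 control. Au5 COOH ranged from 23 to 66, with 66 without replicate 1 of the Au5 control. Au5 NR3 ranged from 15 to 28, with 15 without replicate 1 of Au5 NR3. Anesthesia ranged from 15 to 89, with 16, 89 and 15 without replicates 1, 2 and 3 of the anesthesia control and 64 without replicate 1 of the Au5 control. The F test over plain-PBS controls ranged from 1557 to 3986, with 1557 without replicate 1 of the CdTe control. MWCNT COOH ranged from 108 to 405, with 222 without replicate 2 and 220 without 3 of the MWCNT control and 108 without replicate 2 of MWCNT COOH. MWCNT PEG ranged from 139 to 364, with 171 without replicate 2 and 139 without 3 of the MWCNT control and 147 without replicate 1 of MWCNT PEG. ND NH2 ranged from 0 to 7, with 2, 7 and 3 without replicates 1, 2 and 3 of ND NH2. ND COOH ranged from 0 to 2, with 0 without replicate 3 of the ND control and 2 without replicate 3 of ND COOH. ND PEG ranged from 0 to 95, with 4 without replicate 2 and 2 without 3 of the ND control and 95, 55 and 0 without replicates 1, 2 and 3 of ND PEG. The sum of ND ranged from 1 to 96, with 5 without replicate 2 and 2 without 3 of the ND control, 15 without replicate 2 of ND NH2 and 96, 56 and 1 without replicates 1, 2 and 3 of ND PEG. TiO_2_r CORE ranged from 14 to 435, with 435 without replicate 1 and 389 without 3 of the TiO_2_r control and 54 without replicate 1 of TiO_2_r CORE. TiO_2_r NH2 ranged from 3 to 21, with 21, 18 and 9 without replicates 1, 2 and 3 of the TiO_2_r control and 3 without replicate 1 of TiO_2_r NH2. TiO_2_r COOH ranged from 3 to 535, with 535, 14 and 480 without replicates 1, 2 and 3 of the TiO_2_r control and 96, 9 and 3 without replicates 1, 2 and 3 of TiO_2_r COOH. TiO_2_r PEG ranged from 4 to 319, with 319, 13 and 226 without replicates 1, 2 and 3 of the TiO_2_r control and 9 without replicate 2 of TiO_2_r PEG. Spheres against rods ranged from 0 to 43, with 42, 13 and 43 without replicates 1, 2 and 3 of the TiO_2_r control, 1 without replicate 2 and 1 without 3 of the TiO_2_s control, 1 without replicate 2 of TiO_2_r NH2, 1 without replicate 2 of TiO_2_r PEG, 1 without replicate 3 of TiO_2_s CORE, 22 without replicate 2 of TiO_2_s NH2 and 3 without replicate 2 of TiO_2_s PEG. The sum of TiO_2_r ranged from 29 to 1310, with 1310 without replicate 1 and 1104 without 3 of the TiO_2_r control, 124 without replicate 1 and 29 without 3 of TiO_2_r COOH and 88 without replicate 1 of TiO_2_r CORE. The part of spheres alone ranged from 385 to 946, with 932 without replicate 2 of TiO_2_s NH2 and 946 without replicate 1 and 385 without 3 of TiO_2_s PEG. The part of both shapes ranged from 3 to 40, with 34, 3 and 40 without replicates 1, 2 and 3 of the TiO_2_r control, 4, 5 and 4 without replicates 1, 2 and 3 of the TiO_2_s control, 20, 5 and 5 without replicates 1, 2 and 3 of TiO_2_r COOH, 21 without replicate 1 of TiO_2_r CORE, 5 without replicate 1 and 5 without 2 of TiO_2_r PEG, 14 without replicate 2 of TiO_2_s NH2 and 5 without replicate 1 of TiO_2_s PEG. The part of rods alone ranged from 17 to 658, with 658 without replicate 1 and 595 without 3 of the TiO_2_r control, 17, 19 and 18 without replicates 1, 2 and 3 of the TiO_2_s control, 94 without replicate 1 and 18 without 3 of TiO_2_r COOH, 60 without replicate 1 of TiO_2_r CORE and 17 without replicate 1 of TiO_2_s PEG. TiO_2_s CORE ranged from 32 to 167, with 32 without replicate 1 of the TiO_2_s control and 167 without replicate 3 of TiO_2_s CORE. TiO_2_s NH2 ranged from 27 to 718, with 188 without replicate 1 of the TiO_2_s control and 27 without replicate 1 and 718 without 2 of TiO_2_s NH2. TiO_2_s COOH ranged from 0 to 4, with 3 without replicate 1 and 3 without 2 of the TiO_2_s control and 0 without replicate 1 and 4 without 3 of TiO_2_s COOH. TiO_2_s PEG ranged from 42 to 841, with 841, 802 and 42 without replicates 1, 2 and 3 of TiO_2_s PEG. The sum of TiO_2_s ranged from 470 to 1245, with 537 without replicate 1 of the TiO_2_s control, 546 without replicate 1 of TiO_2_s NH2 and 470 without replicate 3 of TiO_2_s PEG. CuO COOH against CuO CORE ranged from 5 to 109, with 109, 23 and 5 without replicates 1, 2 and 3 of CuO COOH and 32 without replicate 1 of CuO CORE. CuO NH2 against CuO CORE ranged from 0 to 8, with 8, 2 and 2 without replicates 1, 2 and 3 of CuO CORE and 4 without replicate 1 and 2 without 2 of CuO NH2. MWCNT COOH against MWCNT CORE ranged from 1 to 2, with 2, 1 and 1 without replicates 1, 2 and 3 of MWCNT COOH and 2, 2 and 1 without replicates 1, 2 and 3 of MWCNT CORE. MWCNT NH2 against MWCNT CORE ranged from 0 to 14, with 1 without replicate 2 and 2 without 3 of MWCNT CORE and 4, 6 and 14 without replicates 1, 2 and 3 of MWCNT NH2. MWCNT PEG against MWCNT CORE ranged from 12 to 42, with 22, 13 and 12 without replicates 1, 2 and 3 of MWCNT CORE and 16 without replicate 1 of MWCNT PEG.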

Differences from the paper's values

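Counts are compared at the thresholds that the paper states, a fold change of 1.5 and an adjusted p of 0.05. Of the settings below, only the one with unnamed probes kept was chosen after the result was seen, and the paper does not list its DEG, so that none of its genes could be followed through it. The settings set before the data were examined were 75th percentile scaling, the array not modelled, the brightest probe per gene, ComBat by array, each core fitted with its own control, the deposited value table, dye and slide as model terms, no correction for dye and slide, no filter on dim probes, normexp background correction, the processed signal, the replicate block and the filter on probes well above background. For the groups they apply to, they also pooled all plain-PBS controls or the Au controls. A count is taken to differ beyond 1.5 times. CuO PEG had 132 DEG, against the paper's 53, and came within 1.5 times of it with all plain-PBS controls pooled (63), and at 98 to 2175 differed with each of the others. TiO_2_s PEG had 466 DEG, against the paper's about 170 in Fig. 2A, read by eye, and came within 1.5 times of it with dye and slide as model terms (229) and no correction for dye and slide (172), while the others gave 60 to 3202 and differed.

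TiO_2_r CORE had 17 DEG, against the paper's about 50 in Fig. 2A, read by eye, and came within 1.5 times of it with the processed signal (38), but not with the others, which gave 1 to 909. Within this range it also was at 54 without replicate 1 of TiO_2_r CORE. Unnamed probes kept, chosen after seeing the values, gave 42. TiO_2_r NH2 had 5 DEG, against the paper's about 22 in Fig. 2A, read by eye, and came within 1.5 times of it with all plain-PBS controls pooled (19), the others giving 0 to 182 and differing. With 1 sample left out it came within this range at 21 without replicate 1 of the TiO_2_r control and 18 without replicate 2 of the TiO_2_r control. TiO_2_r COOH had 22 DEG, against the paper's about 39 in Fig. 2A, read by eye, and came within 1.5 times of it with the brightest probe per gene (27), and at 0 to 1696 differed with each of the others. Unnamed probes kept, chosen after seeing the values, gave 49. TiO_2_r PEG had 5 DEG, against the paper's about 98 in Fig. 2A, read by eye, and these settings, with 1 to 973, all differed.

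Au5 PEG had 8 DEG, against the paper's about 14 in Fig. 2A, read by eye, and came within 1.5 times of it with the brightest probe per gene (12), the Au controls pooled (15), all plain-PBS controls pooled (11) and the processed signal (12), but not with the others, which gave 3 to 798. Unnamed probes kept, chosen after seeing the values, gave 14. Au20 COOH had 3 DEG, against the paper's about 1 in Fig. 2A, read by eye, and at 0 to 179 differed under all of these settings. Left-out samples brought it there at 1 without replicate 1 of Au20 COOH and 1 without replicate 1 of the Au20 control. ND PEG had 8 DEG, against the paper's about 4 in Fig. 2A, read by eye, and came within 1.5 times of it with the deposited value table (6) and dye and slide as model terms (3), and at 1 to 254 differed with each of the others. Within this range it also was at 6 without replicate 1 of the ND control and 4 without replicate 2 of the ND control.

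All forms of TiO_2_r had 49 DEG, against the paper's 209, and came within 1.5 times of it with all plain-PBS controls pooled (162), while the others gave 4 to 3760 and differed. All forms of ND had 9 DEG, against the paper's 5, and came within 1.5 times of it with the deposited value table (7) and dye and slide as model terms (4), but not with the others, which gave 2 to 778. Left-out samples brought it there at 7 without replicate 1 of the ND control and 5 without replicate 2 of the ND control.

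Genes shared by aminated and PEGylated ENM alone numbered 111, against the paper's about 39 in Fig. 2B, read by eye, and came within 1.5 times of it with dye and slide as model terms (53), the others giving 20 to 769 and differing. Within this range it also was at 28 without replicate 3 of TiO_2_s PEG. Genes shared by spheres and rods numbered 9, against the paper's 27, and differed with each of these settings, at 1 to 1338. With 1 sample left out it came within this range at 34 without replicate 1 of the TiO_2_r control, 40 without replicate 3 of the TiO_2_r control, 20 without replicate 1 of TiO_2_r COOH and 21 without replicate 1 of TiO_2_r CORE. Genes of rods alone numbered 30, against the paper's 140, and these settings, with 0 to 1025, all differed. The paper's wording leaves open whether its 140 includes the genes shared with spheres. Left-out samples brought it there at 94 without replicate 1 of TiO_2_r COOH. The correlation of DEG counts with zeta potential over the 28 ENM was r = 0.14, against the paper's -0.22. It stayed above 0 under the other settings, from 0.04 to 0.22.

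The paper states that core particles had the most DEG among their derivatives. Taken core by core, this held for CuO of the 4 cores with an unmodified form. MWCNT NH2 had 640 DEG against 426 for its core form, TiO_2_s PEG 466 and TiO_2_s NH2 330 against 68, and TiO_2_r COOH 22 against 17. The figure that the paper cites arranges the forms by functionalization, so that its statement may be one over the cores together. Sums of the forms over these 4 cores alone were not compared. For CuO, 1656 DEG were called with the core. PEGylated ENM, which the paper describes as having the fewest DEG, had the fewest in sum, 977 against 1389 for carboxylated and 2688 for aminated ENM, but TiO_2_s PEG and ND PEG had more than any other form of their core. The paper reports the genes shared by both TiO_2_ shapes as circadian, whereas none of 19 clock genes was among the 9 shared genes, which included Cxcr1, Gpnmb, Gdf15, Ear6 and Col22a1. The paper relates threonine catabolism to carboxylation, whereas of its genes Tdh alone passed in a carboxylated ENM, at -0.62 in CuO COOH.

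Numbers printed in Fig. 2 match those found here for TiO_2_s CORE with 68 DEG, TiO_2_s COOH and ND COOH with 1 each and ND NH2 with 0, the last by limma with 1092 genes at an unadjusted p below 0.05.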

Other observations

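Of the tests in this part, only the count of lost calls at its end was chosen after the result was seen. Carboxylated and PEGylated CdTe gave the most DEG of all groups, with lower markers of lung cells and higher matrix genes. Ccl2 and Ccl7, attractants of monocytes, rose by 6.37 ± 0.65 and 6.02 ± 0.57 with CdTe COOH and by 6.01 ± 0.58 and 5.73 ± 0.51 with CdTe PEG, and Arg1, an enzyme of alternatively activated macrophages, by 5.29 ± 0.58 and 5.10 ± 0.52. Cxcl13, a B cell attractant, rose by 4.70 ± 0.57 and 4.52 ± 0.51, and Timp1, an inhibitor of matrix proteases, by 4.32 ± 0.64 and 4.36 ± 0.57 (n = 2 against 3 and 3 against 3, limma, largest adjusted p = 1.48e-08). Cst8, a cystatin, fell by 4.19 ± 0.28 and 4.24 ± 0.25, and Colq, a collagen tail of acetylcholinesterase, by 4.10 ± 0.20 and 4.14 ± 0.18. Of 14 alveolar macrophage markers, 11 and 10 fell (camera adjusted p = 4.19e-15 and 1.37e-10), as did 7 of 10 with each of the alveolar type 1 markers (adjusted p = 6.26e-08 and 1.53e-06) and 10 and 9 of 13 alveolar type 2 markers (adjusted p = 1.5e-09 and 5.19e-08).

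Matrix proteins rose after both of these forms, 18 and 19 of 22 (camera adjusted p = 3.91e-15 and 6.92e-18), and genes of injured epithelium in 9 of 11 with each (adjusted p = 9.11e-09 and 1.59e-10). Markers of monocytes and interstitial macrophages rose in 16 of 19 with each (adjusted p = 3.26e-09, or 0.0731 with an estimated correlation and 4.41e-10), and p53 targets in 10 and 11 of 17 (adjusted p = 0.00226, or 0.0669 with an estimated correlation and 0.000874). Mitosis genes rose in 40 of 41 with each (adjusted p = 1.2e-22, or 0.0866 with an estimated correlation and 1.56e-26, or 0.0593 with an estimated correlation), and erythroid genes fell in 5 of 6 with each (adjusted p = 0.00022, or 0.0937 with an estimated correlation and 7.72e-06). With CdTe NH, the metallothioneins Mt2 and Mt1 rose by 3.02 ± 0.43 and 2.11 ± 0.19, Hmox1, a heme-degrading enzyme, by 1.70 ± 0.25, Ccl2 by 3.74 ± 0.58 and Timp1 by 2.90 ± 0.57. Fabp1, of alveolar macrophages, fell by 1.74 ± 0.24 and Igfbp3, a binding protein of growth factors, by 1.48 ± 0.19 (n = 3 against 3, limma, largest adjusted p = 5.7e-05). Of 41 mitosis genes, 39 rose (adjusted p = 1.9e-35, or 0.0563 with an estimated correlation), of 19 T cell markers 10 (adjusted p = 4.22e-06, or 0.223 with an estimated correlation), of 24 interferon response genes 13 (adjusted p = 3.33e-08, or 0.223 with an estimated correlation) and of 17 genes of metal ion handling 7 (adjusted p = 1.49e-05). The T cell markers and metal ion handling lists had adjusted p of 0.44 and 0.0776 in CdTe NH and the erythroid list had an adjusted p of 0.0675 in CdTe COOH with ComBat by array, and none of these passed. Whether the forms of CdTe differ from each other was not tested.

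Samples labeled as anesthesia control had lower genes of airway secretion than the plain-PBS controls. Neither the labels nor the paper say whether these mice were given PBS, so that the difference cannot be assigned to the aspiration. Reg3g, an antimicrobial lectin, fell by 3.78 ± 0.76, Bpifa1, a secreted protein of the airways, fell by 3.27 ± 0.61, Bpifb1, its relative, fell by 2.33 ± 0.45 and Clca1, of goblet cells, fell by 4.03 ± 1.03. Nppa, an atrial peptide, fell by 2.68 ± 0.71, while Npr3, a receptor of such peptides, rose by 0.71 ± 0.14 (n = 3 against 20, limma, largest adjusted p = 0.0268). Of 8 goblet cell and mucus genes, 3 fell (camera adjusted p = 1.58e-05, or 0.164 with an estimated correlation), and of 14 genes of cardiac muscle 4 (adjusted p = 2.29e-14, or 0.128 with an estimated correlation). Lower medians were not confined to secretion, with -0.28 for ciliated cell markers (camera adjusted p = 2.4e-12, or 0.083 with an estimated correlation) and -0.61 for adipose tissue (adjusted p = 0.00219, or 0.231). Of 9 club cell markers, 2 fell (adjusted p = 0.000892, or 0.148). Genes of the unfolded protein response had a median of 0.26 with no single call (adjusted p = 4.32e-07), and 2 of 19 clock genes fell (adjusted p = 0.00158, or 0.148 with an estimated correlation). Clca1 was at -3.69 and Nppa at -2.76 in anesthesia without replicate 1 of the anesthesia control, so that these calls were lost. Reg3g was at -3.64, Clca1 at -3.24, Bpifb1 at -2.03, Nppa at -2.46 and Npr3 at 0.65 in anesthesia with no correction for dye and slide, which ended these calls. The clock list had an adjusted p of 0.125 in anesthesia with ComBat by array, without passing. The count of 41 DEG was 16, 89 and 15 without replicates 1, 2 and 3 of the anesthesia control and 64 without replicate 1 of the Au5 control.

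Over the 28 ENM, 511 list calls passed camera at the preset correlation, of which 72 also passed with an estimated one, and 11 ENM then had none. The counts that follow are at the preset correlation. Higher only were phagocyte lysosome and lipid handling (23 ENM), inflammatory cytokines and chemokines (22), acute phase proteins (22), complement (21), monocyte and interstitial macrophage markers (19), matrix proteases and inhibitors (17), metal ion handling (17) and granule and antimicrobial proteins (12). Also higher only were goblet cell and mucus (11 ENM), the regulators that the paper names (11), type 2 response (10), NRF2 targets (8), dendritic cell markers (7), T cell markers (5), unfolded protein response (5) and reference genes (4). Lists that were higher in some ENM and lower in others were mitosis (21 higher and 1 lower), DNA replication (23 and 1), DNA repair (19 and 1), replication-dependent histones (15 and 3), neutrophil markers (7 and 2), eosinophil markers (4 and 1), alveolar macrophage markers (3 and 7) and B and plasma cell markers (2 and 7). Others of this kind were NK and cytotoxic cell markers (4 higher and 2 lower), interferon response (15 and 3), matrix proteins (9 and 2), biological oxidations (2 and 14), circadian clock (10 and 1), glucocorticoid response (2 and 1), immediate early genes (1 and 9) and injured epithelium (10 and 2). Such lists also included club cell markers (1 higher and 6 lower), ciliated cell markers (2 and 3), endothelial markers (1 and 12), cardiac muscle (3 and 7), megakaryocyte and platelet (3 and 3), cholesterol synthesis (7 and 4) and heat shock (2 and 6). Lower only were alveolar type 1 markers (6), lung mesenchyme markers (10), smooth muscle markers (2), skeletal muscle (2), adipose tissue (1), mesothelial markers (4) and erythroid (8). None passed for p53 targets, mast cell and basophil markers, threonine catabolism, alveolar type 2 markers and thymus.

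Calls of genes that were dropped from the text after they were seen to be lost numbered 49, all of them DEG. Among them were Cxcl5, Il6 and Saa1 in Ag COOH, Birc5, Cxcl10 and Isg15 in Ag NR3, Sqle in Ag NR3 against Ag COOH, Cdc25c and Lcn2 in Ag PEG, Il1b in Ag PEG against Ag COOH, Clec2d, Cxcl5 and Lcn2 in Au20 NR3 and Nfil3 and Spon2 in Au20 PEG. Others were Mzb1 in Au5 COOH, Cxcl5, Ear2 and Fabp1 in Au5 NR3, Dbp in Au5 PEG, Ccl12, Cidec and Dbp in CuO COOH against CuO CORE, Ccl2, H1f5, Hspa1b and Tk1 in CuO PEG, Clca1, Cxcl5 and Trem2 in MWCNT COOH and Clca1 and Tnc in MWCNT NH2. They also included Saa3 in MWCNT PEG, Retnlb in MWCNT PEG against MWCNT CORE, Thbs4 in TiO_2_r CORE, Ccl12 and Saa3 in TiO_2_s CORE, Ccl3, Clec4d, Gpr84, Il1a and Saa2 in TiO_2_s NH2 and Anp32a, Birc5, Ccl3, Cenpe, Cxcl1 and Tnf in TiO_2_s PEG. Among the 302 largest changes of all comparisons under the naming rule, 156 calls, or 51.7%, were lost under at least 1 setting or without 1 sample, against 75 of the 231 printed.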
